# IFNγ signaling in cytotoxic T cells restricts anti-tumor responses by inhibiting the maintenance and diversity of intra-tumoral stem-like T cells

**DOI:** 10.1038/s41467-023-35948-9

**Published:** 2023-01-19

**Authors:** Julie M. Mazet, Jagdish N. Mahale, Orion Tong, Robert A. Watson, Ana Victoria Lechuga‐Vieco, Gabriela Pirgova, Vivian W. C. Lau, Moustafa Attar, Lada A. Koneva, Stephen N. Sansom, Benjamin P. Fairfax, Audrey Gérard

**Keywords:** Tumour immunology, Cytokines, CD8-positive T cells

## Abstract

IFNγ is an immune mediator with concomitant pro- and anti-tumor functions. Here, we provide evidence that IFNγ directly acts on intra-tumoral CD8 T cells to restrict anti-tumor responses. We report that expression of the IFNγ receptor β chain (IFNγR2) in CD8 T cells negatively correlates with clinical responsiveness to checkpoint blockade in metastatic melanoma patients, suggesting that the loss of sensitivity to IFNγ contributes to successful antitumor immunity. Indeed, specific deletion of IFNγR in CD8 T cells promotes tumor control in a mouse model of melanoma. Chronic IFNγ inhibits the maintenance, clonal diversity and proliferation of stem-like T cells. This leads to decreased generation of T cells with intermediate expression of exhaustion markers, previously associated with beneficial anti-tumor responses. This study provides evidence of a negative feedback loop whereby IFNγ depletes stem-like T cells to restrict anti-tumor immunity. Targeting this pathway might represent an alternative strategy to enhance T cell-based therapies.

## Abstract (web summary)

IFN-γ is associated with the efficacy of anti-tumour immune responses, and both pro- and anti-tumour functions have been ascribed to this cytokine. Here, the authors demonstrate that IFN-γ signalling inhibits the maintenance of stem-like T cells, thereby impairing anti-tumour immune responses.

## Introduction

Tumors actively escape the immune system^1^ by inducing an immunosuppressive state^2^, in which CD8 tumor-infiltrating lymphocytes (TILs) are characterized by diminished effector functions^3^. Programmed cell death-1 (PD-1) and cytotoxic T-lymphocyte-associated protein 4 (CTLA-4) are two checkpoint receptors often expressed on TILs that are frequently co-opted by tumors to dampen effector functions when engaged by their ligands, PDL-1 and B7^4^. Although the blockade of these checkpoint molecules has shown unprecedented success in treating aggressive cancers^5,6^, its response rates are approximately 15 to 30%^7^. The limited efficacy of checkpoint blockade suggests that additional factors restrict immunity to tumors, illustrating the complex crosstalk between tumor and immune cells^8^.

To understand the different factors that might be at play, numerous groups have studied the T cell subsets found in blood and tumors from cancer patients and their correlation with response to checkpoint blockade. Durable clinical benefit following checkpoint blockade in patients with metastatic melanoma is associated with the presence of large T cell clones, defined as CD8 T cells expressing the same T cell receptor (TCR) and occupying more than 0.5% of the T cell repertoire in blood^9,10^. In addition, a specific T cell subset with stem-like properties, characterized by Tcf7, Ccr7, and IL7R expression and intermediate expression of PD-1, is key to the response to checkpoint blockade in chronic infection and cancer^11–14^, and for enhanced immune cytotoxic response in chronic conditions in both mice and humans^12–14^. Stem-like T cells mediate the proliferative response to checkpoint blockade, generating both stem-like and differentiated/exhausted cells. Ablation of stem-like T cells restricts responses to immunotherapy^14^. While the relevance of stem-like T cells for tumor immunity is well described, their regulation is not completely understood. There is an emerging concept that stem-like T cells are maintained in lymph nodes (LNs), replenishing the tumor pool that quickly becomes depleted due to chronic antigen stimulation^15,16^. Although stem-like T cells are also found within tumor sites^14^, they lack comparable self-renewal potential and maintenance compared to LN stem-like T cells, the reason for which remains unclear.

Tumor immunity relies on immune mediators, such as the cytokine IFNγ^17,18^. IFNγ-related gene signature is a predictive marker for chemotherapy, radiotherapy and immunotherapy efficacy in multiple tumor types^18^. Mechanistically, IFNγ inhibits tumor proliferation^19^, and angiogenesis^20^. However, several lines of evidence also point to IFNγ as a factor restricting antitumor immunity^21,22^ by promoting tumor initiation, growth and immune evasion^23,24^. As a result, cancer therapies based on recombinant IFNγ treatment are rarely effective^25^. Because IFNγ is inherently linked to the efficacy of tumor immunity, it is critical to fully understand how it can also simultaneously impede tumor immunity^26^. While most studies have focused on the impact of IFNγ on cancer and stromal cells, the consequences of IFNγ on immune cells, in particular T cells, has not been directly and thoroughly addressed in cancer. T cells can sense IFNγ following immunization or infection, leading to the regulation of their differentiation^27–32^. In tumors, although it has been hypothesized that IFNγ induces apoptosis in TILs following checkpoint blockade^21^, how chronic IFNγ signaling affects TIL functions and differentiation has not been defined.

In this study, we provide evidence that IFNγ directly acts on TILs to restrict anti-tumor responses, independent of other checkpoints. Characterization of IFNγ receptor (IFNγR) expression in CD8 T cells revealed an intricate regulation of IFNγR relative to T cell subsets in blood of patients with metastatic melanoma. Importantly, IFNγR2 expression negatively correlates with the size of T cell clones and with patients’ response to checkpoint blockade, suggesting that CD8 T cells down-regulate their IFNγR for successful anti-tumor immunity. Consistent with this, ablation of the IFNγR specifically in mature CD8 T cells results in greater control of tumor growth in a syngeneic mouse model of melanoma. IFNγR-deficient CD8 T cells display higher expansion and enhanced location at the tumor core, but their fitness is surprisingly not significantly enhanced at the tumor site. Characterization of control and IFNγR-deficient CD8 T cell subsets in tumors confirmed that IFNγ limits TIL expansion. Importantly, our data demonstrate that IFNγ inhibits de novo TIL replenishment by preferentially targeting stem-like T cells. In addition, IFNγ inhibits their maintenance and downstream cytokinesis upon restimulation, which we argue decreases the size of pool of stem-like T cells in tumors over time. As a result, stem-like T-cell clonal diversity is decreased. This provides evidence that IFNγ is involved in a negative feedback loop in melanoma to limit anti-tumor immunity by restricting stem-like T cell longevity, offering new strategies to enhance stem-like T cell potential in tumors and potentially improve adoptive T cell transfer therapies.

## Results

### Regulation of IFNγR expression on circulating CD8 T cells following checkpoint blockade in patients with metastatic melanoma

To characterize the relevance of IFNγ sensing by CD8 T cells during carcinogenesis, we first examined IFNγR expression on T cell subsets in the blood of eight patients with metastatic melanoma before and 21 days after undergoing checkpoint blockade (anti-CTLA-4 and/or anti-PD-1 immunotherapy)^10^.

The IFNγR is composed of two subunits; IFNγR1, which contains extracellular domains required for IFNγ binding, and IFNγR2, which is indispensable for signal transduction^33^. CD8 T cells with an activated/memory phenotype upregulated IFNγR1 and downregulated IFNγR2 compared to naïve CD8 T cells, which has been described for multiple other conditions^34–36^. In fact, most T cells that rapidly produced IFNγ had a similar expression pattern, including MAIT and γδ T cells (Fig. 1a, b). *IFNγR2* downregulation suggested that IFNγ-producing cells became less sensitive to IFNγ compared to naïve cells, while increased *IFNγR1* expression could reflect the existence of an autocrine regulatory loop where it might be important for CD8 T cells to still sense the IFNγ they produce. Checkpoint blockade did not affect IFNγR expression across those T cell subsets. Mitotic cells are the only subset affected by checkpoint blockade, with decreased proportion of cells expressing *IFNγR1* and *IFNγR2* transcripts after treatment (Fig. 1a, b). Interestingly, mitotic cells constitute the only subset to exhibit very low levels of both IFNγR chains (Fig. 1a, b), suggesting an escape from an IFNγ-driven regulatory loop.

**Fig. 1:**
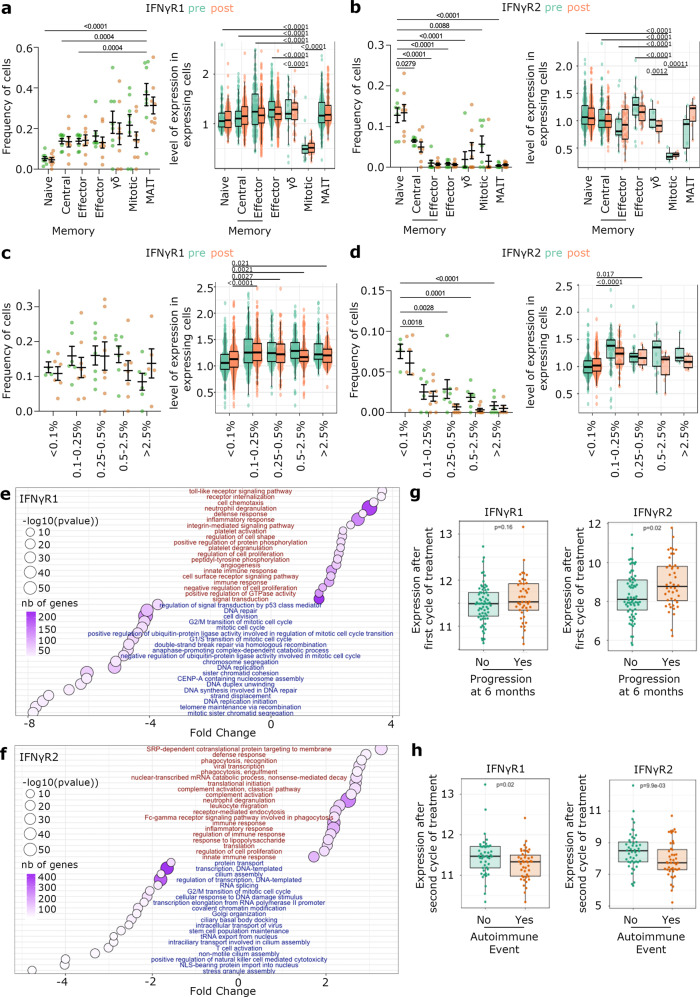
IFNγ receptor expression in circulating CD8 T cells from metastatic melanoma patients undergoing checkpoint therapy and correlation with progression. **a–d** Analysis of IFNγR expression in scRNAseq data of CD8 T cells from 8 metastatic melanoma cancer patients treated with checkpoint blockade (pembrolizumab (*n* = 4), ipilimumab/nivolumab (*n* = 4)). Samples were taken before (Day 0, pre) and after (Day 21, post) treatment. **a–b** Frequency of cells displaying detectable expression of the receptor (left panels) and level of expression (right panels) of IFNγR1 (**a**) and IFNγR2 (**b**) in multiple T cell subsets. **c–d** Proportion of cells displaying detectable expression of the receptor (left panels) and level of expression (right panels) of IFNγR1 (**c**) and IFNγR2 (**d**) according to clonal size. For (**c**, right panel and **d**), statistics compare smallest clonal size to others. **a–d** Percent of cells is showed as Mean +/− SEM. Level of expression is showed as box-plot with lower and upper hinges of boxes represent 25th to 75th percentiles, the central line represents the median, and the whiskers extend to highest and lowest values no greater than 1.5× interquartile range. Pairwise group comparisons with two-sided Wilcoxon signed-rank test. **e–h** Bulk-RNA seq analysis of CD8 T cells from metastatic melanoma patients (*n* *=* 110) 21 days after starting checkpoint blockade therapy. **e–f** GOBP pathway analysis of genes correlated (blue) and inversely correlated (red) with IFNγR1 (**e**) and IFNγR2 (**f**) after checkpoint blockade. Overlap (n), number of significant genes from a pathway (hypergeometric test). **g**- Correlation between disease progression and IFNγR1 (left panels) or IFNγR2 (right panels) expression after first cycle of checkpoint blockade. *N* = 68 no progression; *n* = 44 **h**- Correlation between autoimmune event and IFNγR1 (left panels) or IFNγR2 (right panels) expression after first cycle of checkpoint blockade. *N* = 46 with autoimmunity; *n* = 44 (**g–h**) Lower and upper hinges of boxes represent 25th to 75th percentiles, the central line represents the median, and the whiskers extend to highest and lowest values no greater than 1.5× interquartile range. Two-sided Wilcoxon signed-rank test.

The presence of large circulating CD8 T cell clones, defined as representing over 0.5% of the blood T cell repertoire, has been shown to associate with good prognosis 6 months after checkpoint blockade^9,10^. Larger clones expressed significantly less *IFNγR2* transcripts, whereas no correlation was observed between the expression of *IFNγR1* and clonal size (Fig. 1c, d). In addition, checkpoint blockade further decreased the proportion of cells with detectable *IFNγR2* expression (Fig. 1d).

Inference of T cell subsets and clonal size from bulk RNAseq yielded similar trends regarding the regulation of IFNγR expression, with low expression of *IFNγR2* in subsets that rapidly produce IFNγ (Fig. S1a) and in large clones (Fig. S1b). We characterized the potential consequences of IFNγR dynamic expression by analyzing the genes correlated with expression of *IFNγR1* and *IFNγR2* (Supplementary Dataset 1 and 2) from bulk RNAseq data. Pathway analysis revealed that both chains are inversely correlated with pathways linked to cytokinesis and migration (Fig. 1e, f). In addition, consistent with the fact that *IFNγR1* and *IFNγR2* are differentially expressed on different subsets, they associated with distinct pathways. For example, *IFNγR2* inversely correlated with pathways related to cytotoxicity (Fig. 1f), in agreement with the fact that *IFNγR2* was downregulated after checkpoint blockade and on large clones, as both conditions are characterized by increased cytotoxicity^10^.

Importantly, further characterization of bulk RNAseq data from blood CD8 T cells after the first cycle of checkpoint blockade revealed that expression of *IFNγR2*, but not *IFNγR1*, was associated with poor response to checkpoint blockade (Fig. 1g), which is consistent with the downregulation of *IFNγR2* observed with large clonal size (Figs. 1d and S1b). Interestingly, down-regulation of both *IFNγR1* and *IFNγR2* significantly correlated with auto-immune adverse effect following checkpoint blockade (Fig. 1h), which indicates that IFNγ sensing in CD8 T cells might regulate tolerance during active immune responses.

Overall, our data indicate that IFNγR expression in CD8 T cells is tightly regulated and negatively correlates with response to immunotherapy in a cohort of metastatic melanoma patients. This led us to hypothesize that IFNγ sensing by CD8 T cells might induce a negative feedback loop impacting their anti-tumor function.

### Ablation of IFNγR in CD8 T cells is enough to enhance tumor control, to improve TIL expansion and intra-tumoral location without substantially increasing TIL fitness

To understand whether IFNγ sensing by CD8 T cells directly affected the efficacy of anti-tumor responses, we used a mouse model whereby IFNγ sensing was ablated in CD8 T cells by deleting *IFNγR1* specifically in mature CD8 T cells (Fig. S2a–d, CD8-IFNγRKO). We engrafted those mice with the melanoma cell line B16F10 expressing ovalbumin (B16-OVA) and followed tumor growth over time. Ablation of IFNγR in CD8 T cells resulted in increased overall survival (Fig. 2a) and decreased tumor size (Fig. 2b). Tumor control was observed in 50% of CD8-IFNγRKO mice compared to 20% in control mice (Fig. 2c). Enhanced tumor control in CD8-IFNγRKO compared to control mice led to decreased tumor weight (Fig. 2d), which could also be recapitulated with the MC38 cell line (Fig. S2e–f). Decreased tumor growth in CD8-IFNγRKO was associated with increased number of CD8 T cells in tumors (Fig. 2e), regardless of tumor volume (Fig. 2f).

**Fig. 2:**
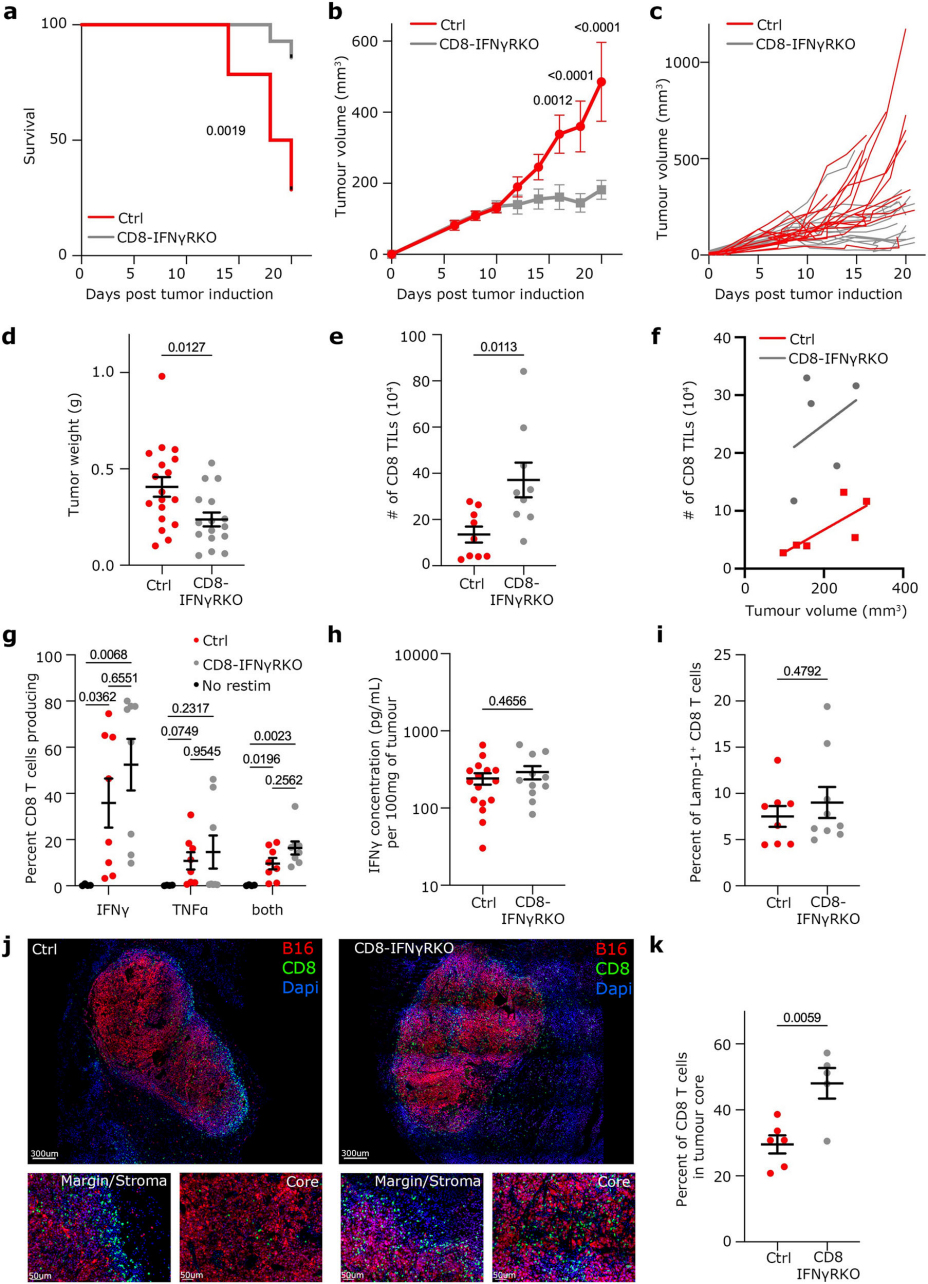
IFNγ sensing by CD8 T cells restricts anti-tumor immunity in mice. **a–f** Control (red) and CD8-IFNγRKO (grey) mice were engrafted with B16-OVA tumors. **a**- Mouse survival over time (*n* = 14). Data is from 3 independent experiments. Mantel-Cox test. **b**- Average tumor volume over time. Data is from 3 independent experiments (*n* = 14). Data shows Mean +/− SEM. Mixed-effects model analysis with Šidák’s multiple comparison test. **c**- Tumor volume of individual mice over time. **d**- Tumor weight between 12 and 15 days. Each point represents one mouse (*n* = 18 Control; *n* = 16 CD8-IFNγRKO), from 3 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **e–f** Analysis of total number of TILs per tumor (**e**, *n* = 9) and the number of TILs according to the tumor volume (**f**, *n* = 6 Control and *n* = 5 CD8-IFNγRKO) after 12 to 15 days. Each point represents one individual mouse from 3 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **g**- TILs were harvested and restimulated in vitro with 1ug OVA peptide. Quantification of IFNγ and TNFα producing cells. Every dot is a mouse (*n* = 4 Naïve control; *n* = 8 WT/ CD8-IFNγRKO) from 2 independent experiments. Data shows Mean +/− SEM. Two-way Anova with Šidák’s multiple comparison test. **h**- IFNγ quantification by Elisa in tumor supernatants from control and CD8-IFNγRKO mice after 12 to 15 days. Every dot is a mouse *(n* = 16 Control; *n* = 11 CD8-IFNγRKO) from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **i**- TILs were restimulated in vitro with 1ug OVA peptide. Quantification of surface LAMP-1 staining. Each symbol represents an individual mouse (*n* = 8 Control; and *n* = 9 CD8-IFNγRKO) from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **j–k** B16-OVA tumor sections from Control and CD8-IFNγRKO mice were stained with for CD8 (green). Tumors express mCherry (red) and nuclei were stained with Dapi (blue). The tumor core was defined as mCherry+ Dapi+. The stroma network and margin were defined as mCherry- Dapi+. **j**- Representative images of tumor sections from control (left panels) and CD8-IFNγRKO (right panels) mice. **k**- Proportion of CD8 T cells in the core of tumors from Control (red) and CD8-IFNγRKO (grey) mice. Every dot is a mouse (*n* = 6 Control; *n* = 5 CD8-IFNγRKO) from 3 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test.

To assess whether increased tumor control was due to enhanced effector functions, we quantified the capacity of TILs from control and CD8-IFNγRKO mice to secrete pro-inflammatory cytokines. To do so, intra-tumoral CD8 T cells from B16-OVA bearing control and CD8-IFNγRKO mice were isolated and re-stimulated in vitro to quantify IFNγ and TNFα secretion by flow cytometry. Surprisingly, we could not find any statistically significant difference in cytokine secretion (Fig. 2g). Consistent with this, IFNγ concentration in the tumor milieu was similar between control and CD8-IFNγRKO mice, as measured by ELISA (Fig. 2h). Similarly, we could not detect significant differences in LAMP-1 surface expression, between control and CD8-IFNγRKO TILs following ex vivo restimulation (Fig. 2i), suggesting that IFNγ signaling in CD8 T cells does not impact cytotoxicity. This overall suggested that increased tumor control in CD8-IFNγRKO mice was not primarily due to increased effector functions.

While CD8-IFNγRKO mice display increased CD8 T cell intra-tumoral expansion (Fig. 2e–f), this is often not sufficient to predict tumor immunity, their localization within the tumor environment being also vitally important^37^. Tumors can be currently classified as one of three major immune infiltration profiles^38,39^: i) *cold* when no immune infiltrate is observed; ii) *hot* when the tumor is infiltrated and inflamed and iii) *excluded*, characterized by T cells localized at the margin with poor infiltration into the tumor core. Excluded phenotype is associated with various epithelial cancers such as melanomas^40^ and correlates with poor response to immunotherapy^39^. To investigate whether IFNγR ablation affected TIL location, B16-OVA tumors from control or CD8-IFNγRKO mice were stained for CD8 T cells and their localization within tumors was quantified. Tumors from control mice had an excluded phenotype, with most TILs localized at the margin or trapped within the stromal network, and only 30% were present in the tumor core (Fig. 2j, k). By contrast, TILs from CD8-IFNγRKO mice were more infiltrated, with approximately 50% of CD8 T cells in direct proximity of tumor cells (Fig. 2j, k), suggestive of a hot phenotype. To characterize whether this differential location could be attributed to a function of IFNγ on TIL migratory behavior, we performed in vivo homing assays. In vitro activated WT and IFNγRKO antigen (OVA)-specific CD8 T cells (OTI) were injected in B16-OVA-bearing mice, and their recruitment to tumors was assessed after 24 h. Surprisingly, we found that IFNγRKO OTI had a strong defect in homing to tumors (Fig. S2g). Importantly, it highlighted the fact that increased intratumoral CD8 T cell expansion in CD8-IFNγRKO mice could not be explained by increased homing and suggested the mechanism by which CD8 T cell expanded was dominant and compensated for the lack of homing.

Altogether, our data demonstrate that IFNγR ablation in CD8 T cells improves anti-tumor immunity. In addition, IFNγR ablation in CD8 T cells does not substantially enhance intrinsic functional properties but it increases CD8 T cell expansion and localization to the core of the tumor, despite inhibiting T cell homing. As increased tumor control occurred without the addition of checkpoint blockade, we conclude that IFNγ sensing by CD8 T cells is an independent pathway restricting T cell anti-tumor immunity.

### IFNγR ablation induces the accumulation of intra-tumoral stem-like CD8 T cells, resulting in increased clonal diversity

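B16-OVA is a mouse melanoma line that expresses ovalbumin. In CD8-IFNγRKO mice, a Cre recombinase active in CD8 T cells deletes the floxed part of *Ifngr1*, which encodes the ligand-binding chain of the IFNγ receptor, and control mice carried the same Cre and Tomato reporter with an intact receptor gene. The deposited labels give day 12 for the harvest, and the paper's text a range from 12 to 15 days. CD45+ CD3+ CD8+ Tomato+ cells of 3 mice per genotype were pooled, and 1 library of 5′ transcript ends was made per tissue and genotype, 4 libraries in all. No value in the files used here ties a cell to a mouse. Each genotype was therefore a single sample in each tissue, no test between genotypes was run, and cells were not counted as replicates.
The authors aligned the reads with Cell Ranger and deposited, without normalization, the number of unique molecular identifiers (UMIs, tags that mark single RNA molecules) on each of 32285 genes in every barcode called a cell. The tumor files held 12214 CD8-IFNγRKO and 11369 control barcodes, and the LN files 11298 and 12979. Following the paper's methods, barcodes were kept with 200 to 6000 genes, at most 3% mitochondrial UMIs, no gene above 20% of the UMIs, and at least 1 UMI each of *Cd2*, *Cd8a* and *Cd8b1*. A cluster of 33 tumor cells led by macrophage or dendritic cell genes was then removed. This left 8624 CD8-IFNγRKO and 7082 control tumor cells with 93834798 and 59236947 UMIs, a median of 9403 and 6312 UMIs per cell. In LN, 6731 and 6641 cells with 28841136 and 29934686 UMIs were kept, a median of 3863 and 4051 UMIs per cell.
Pooled expression was a gene's part of all UMIs summed over cells, scaled as CPM, and ratios between genotypes were log2 values with 1 CPM added to both. Intervals are 95% exact intervals, Poisson for sums of UMIs and Clopper-Pearson for shares of cells, and they cover counting error only, not the variation between mice. For scores, phases and shares of cells with a UMI, each cell was thinned at random to 1600 UMIs, which left out 278 CD8-IFNγRKO and 701 control tumor cells and 41 and 237 LN cells with fewer. Doublets were kept, since the paper's methods name no doublet step. The Scrublet program called 3 of 11176 barcodes in the CD8-IFNγRKO LN library and 0 in the other libraries.
The targeted gene was read out before any other. *Ifngr1* (ENSMUSG00000020009) stood at 237 (234 to 241) CPM in the CD8-IFNγRKO tumor library and 718 (711 to 725) CPM in the control tumor library. In LN the values were 137 (132 to 141) and 182 (177 to 186) CPM. *Ifngr2*, which encodes the other receptor chain and was not targeted, was at 0.490 and 0.422 CPM in tumors and 36.2 and 30.1 CPM in LN, CD8-IFNγRKO before control. Because 5′ reads outside the deleted part are counted whether or not the allele was deleted, the *Ifngr1* transcripts that remained do not show how many cells kept an intact receptor gene.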

To gain further insight into the role of IFNγ on CD8 T cells, CD8 T cells from B16-OVA tumors and draining LNs of control and CD8-IFNγRKO mice were harvested between 12- and 15-days post-tumor engraftment, sorted (Fig. S3a) and subjected to single-cell RNA sequencing (scRNAseq). To understand whether IFNγ acted preliminarily in LN or at the tumor site, we performed Differential Gene Expression analysis between control and CD8-IFNγRKO cells from LN and tumors. 

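Pooled expression was set side by side in both tissues over the genes with at least 50 CPM in either library of the tissue, TCR segments left out. In LN, the log2 ratios of CD8-IFNγRKO over control of 2752 genes had an interquartile range of 0.12 (95% range over resampled genes, 0.11 to 0.13), where counting error alone would give 0.05. In tumors, 3095 genes had an interquartile range of 0.38 (0.37 to 0.40), with 0.03 from counting error. Of the alternatives, a minimum of 200 CPM moved the ranges most, to 0.13 in LN and 0.43 in tumors.
Single genes stood apart in LN as well. Among 2656 genes ranked there, those with at least 50 CPM and 100 UMIs, the lowest log2 ratios included those of *Ly6a* at -1.88 (-2.00 to -1.75), *Gbp2* at -0.77 (-0.86 to -0.67), *Gbp6* at -0.66 (-0.76 to -0.55) and *Jak3* at -0.61 (-0.70 to -0.53). The highest were those of *Gm21887*, *Hspa1b*, *Rsrp1*, *Hsph1* and *Hspa1a*, with *Rsrp1* at 0.60 (0.54 to 0.65). In tumors, *Areg* at -3.10 (-3.18 to -3.01), *Gzme* at -2.85 (-2.89 to -2.80), *Gzmd* at -2.73 (-2.78 to -2.68), *Ifitm1* at -2.15 (-2.21 to -2.10) and *Serpine2* at -2.14 (-2.17 to -2.10) were lowest. *Gzma* at 1.94 (1.88 to 2.00), *Hspa1a* at 1.88 (1.85 to 1.91), *Hspa1b* at 1.66 (1.63 to 1.68), *Xcl1* at 1.63 (1.57 to 1.69) and *Fdps* at 1.51 (1.44 to 1.59) were highest. No number of changed genes is given, because 1 library per genotype leaves no replicate spread to test against. The tests of Fig. S3c–d took cells as replicates. Those panels also mark genes by a limit on the log2 fold change, which was not applied here.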

Interestingly, we could not detect any transcript differentially regulated in LN, all differences were observed in TILs (Fig. S3b–d). We therefore focused our analysis on tumor samples, where most dysregulation occurred. Using unsupervised hierarchical clustering, we identified 5 clusters (Fig. 3a), all of which expressing multiple exhaustion molecules to varying degrees (Fig. 3b). 

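The tumor cells of both genotypes were clustered by the steps of the paper's methods, with 3000 variable genes, mitochondrial, ribosomal and cell cycle scores regressed out, 15 principal components, alignment of the libraries by the Harmony algorithm and Louvain clustering at resolution 0.4. TCR segments, *Ifngr1*, heat shock and sex-linked genes were left out of the variable genes. The 15706 cells fell into 7 clusters, numbered R0 to R6 here, whose numbers and borders are not those of Fig. 3a. The number of clusters was moved most by the resolution, to 3 at 0.2 and 10 at 0.8. R0 was led by *Gzmd*, *Il1r2* and *Gzmg*, R1 by *Nusap1*, *Fbxo5* and *Esco2*, R4 by *Ccnb2*, *Cdkn3* and *Cenpa*, and R6 by *Xcl1*, *Crtam* and *Il2*. More than 6 of 13 preset exhaustion markers were above their level in R3 in each of these, and R0, R1, R4 and R6 are called Exhausted-like here. The name rests on this comparison with R3, since 0 of the 10 leading genes of R0, R1 and R4 and 1 of those of R6 were preset exhaustion markers, and the leading genes of R1 and R4 were mostly cell cycle and histone genes. R2 and R5 passed the same limit, with 12 and 13 of 13 markers, and are named by other limits. R5 was led by *Ifit1*, *Rsad2* and *Ifit3* and is called Interferon-stimulated-like. The leading genes of R3 included *Tcf7*, *Klf3* and *S1pr1*. It is called the *Tcf7*-high cluster and given no state name, because 6 of its 10 leading genes were preset markers of naive-like cells and 3 of stem-like cells. R2 was led by histone genes and had a median of 1893 UMIs per CD8-IFNγRKO cell and 1030 per control cell, and it is called only the low-UMI cluster.
The limits behind these names were set after the clusters were seen, and values by state may differ from the paper's because the names were rebuilt. The clusters that the limits kept out of the Exhausted-like state were R2, with 10.4% of the CD8-IFNγRKO and 11.5% of the control tumor cells, R3, with 10.2% of the CD8-IFNγRKO and 9.21% of the control tumor cells, and R5, with 4.44% of the CD8-IFNγRKO and 4.15% of the control tumor cells. Within that state, R0 held 38.6% of the CD8-IFNγRKO and 40.8% of the control tumor cells, R1 22.9% and 26.7%, R4 11.6% and 6.42% and R6 1.80% and 1.31%. Cluster borders also shifted with the numerical library and the number of threads, which were fixed here. Small differences between these shares carry that error too. Alignment draws the libraries, and so the genotypes, together, which can even out these shares. Without it, an Exhausted-like cluster led by *Gzmd*, *Gzme* and *Areg* held 465 CD8-IFNγRKO and 2425 control cells. Another, led by *Gzmc*, *Fdps* and *Mt2*, held 4121 and 742, and that led by *Esco2*, *Fbxo5* and *Ccl5* 1508 and 2385. *Pdcd1* was at 459 to 713 CPM in CD8-IFNγRKO and 625 to 865 CPM in control cells of the clusters other than R3, and at 296 and 449 CPM in R3. *Lag3* was at 367 to 669 and 613 to 1021 CPM in those clusters and 150.3 and 479 CPM in R3, and *Havcr2* at 138 to 236 and 232 to 337 CPM against 34.6 and 93.1 CPM.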

We observed overall very little diversity between clusters. Cluster 4 had a specific Stem-like signature (Fig. 3c), characterized by the expression of *Tcf1/7*, *IL7r*, *Ccr7*, low expression of cytotoxic molecules such as *Ifng* and *Gzmb* and low expression of transcripts coding for exhaustion molecules such as *Pdcd-1* (PD-1) compared to the other clusters (Fig. 3d). 

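*Tcf7* and *Ccr7* are among the genes that lead the *Tcf7*-high cluster R3 and define it, so their levels there are not given as results. In R3, *Il7r* was at 299 (281 to 319) CPM in CD8-IFNγRKO and 234 (214 to 255) CPM in control cells, against 37.7 and 53.2 CPM in the Exhausted-like cells. *Ifng* was at 187 and 274 CPM in R3 and 435 and 484 CPM in the Exhausted-like cells. *Gzmb* was at 1259.9 and 1449 CPM in R3 and 4988 and 3399 CPM in the Exhausted-like cells. These sums rest on 883 CD8-IFNγRKO and 652 control cells of R3, with medians of 3296 and 3188 UMIs per cell.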

Pseudotime analysis demonstrated that the stem-like cluster gave rise to two distinct trajectories (Fig. 3e); a primary trajectory leading to clusters 0, 1, and 2, which displayed the highest exhaustion scores (Fig. 3f, g), and a secondary trajectory leading to a low-to-intermediate exhaustion scoring cluster 3 (Fig. 3f). 

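The order of cells along a trajectory was not analysed here. Exhaustion was scored per cell with the paper's gene list in Supplementary Dataset 5, of which 77 of 89 symbols are in the files, by a rank score after the UCell method with ranks up to 1500. The median score of thinned cells was 0.108 (SD 0.0402) in CD8-IFNγRKO and 0.128 (SD 0.0446) in control cells of R3. It was 0.162 (SD 0.0324) in CD8-IFNγRKO and 0.165 (SD 0.0330) in control cells of the Exhausted-like state, and 0.175 and 0.178 in the Interferon-stimulated-like state. In the low-UMI cluster R2 it was 0.166 and 0.165, over 676 and 164 cells, with 221 and 649 shallower cells left out. With all UMIs, the medians were 0.135 and 0.153 in R3, 0.244 and 0.233 in the Exhausted-like state, and 0.178 and 0.142 in R2, so the low score of R2 was found only where cells kept their own depth.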

Interestingly, cluster 3 also had significantly reduced TCR signaling score (Fig. 3h) and minimal expression transcription factor *Tox* and *Entpd1* (encoding CD39) (Fig. 3i). These overall characteristics might be suggestive of bystander T cells^41–44^, for which the TCR is not triggered.

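None of the clusters R0 to R6 was named by the preset markers of a bystander-like state, and the low-UMI cluster R2 is described here without a name. Its median TCR signaling score was 0.175 in CD8-IFNγRKO and 0.174 in control cells after thinning, against 0.176 and 0.175 in the Exhausted-like cells. With all UMIs it was 0.185 and 0.148, against 0.248 and 0.230. *Tox* was at 137 and 157 CPM in R2, 107 and 114 CPM in the Exhausted-like cells and 83.3 and 67.1 CPM in R3. *Entpd1* was at 113 and 113, 113 and 123 and 29.7 and 55.2 CPM in the same order. The tests of Fig. 3h took cells as replicates, and no test was run here. Between genotypes, the TCR signaling list had a median log2 ratio of 0.08 in the Exhausted-like cells, at percentile 96.5 of 10000 random lists matched on expression.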

**Fig. 3:**
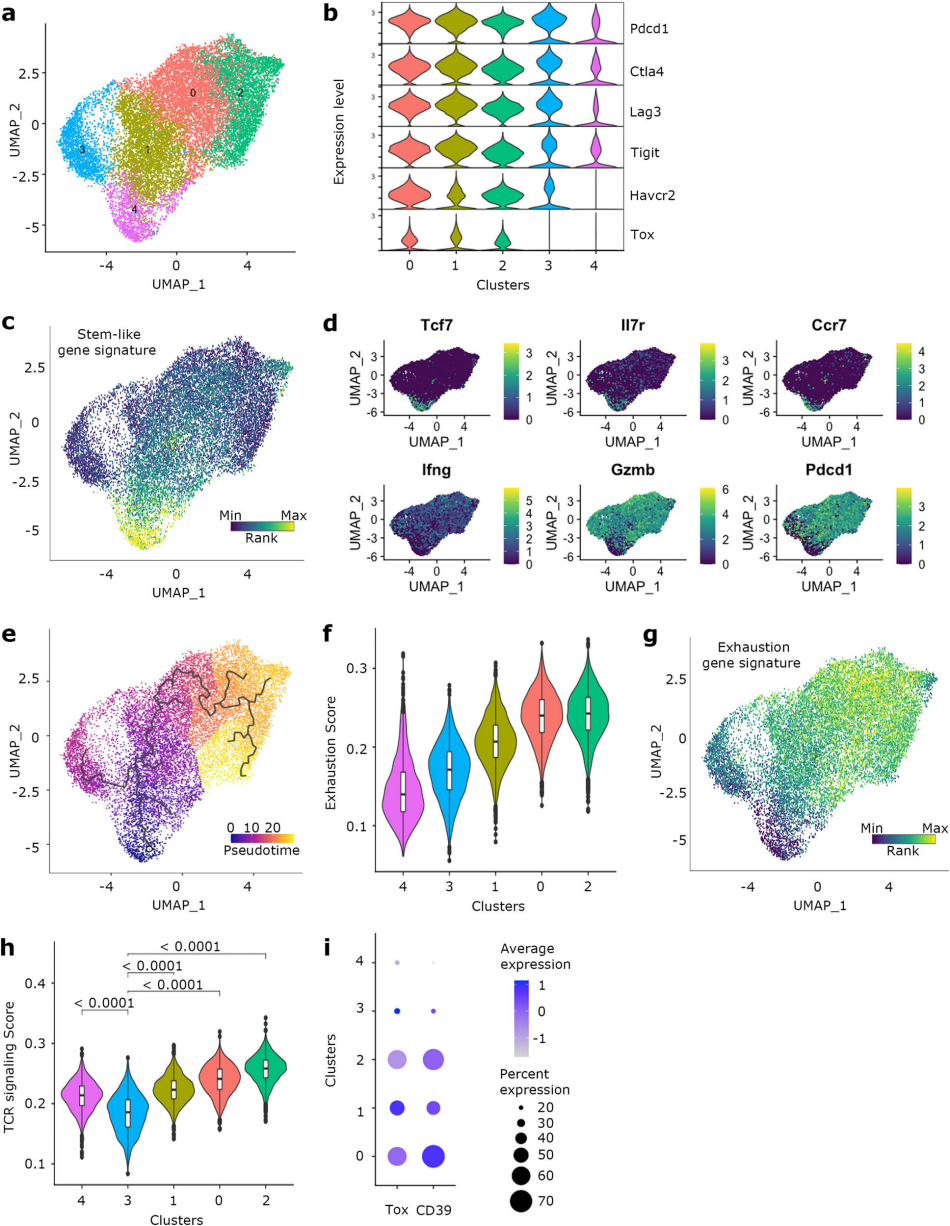
Unbiased characterization of CD8 T cells infiltrating B16-OVA tumors. Control (*n* = 3) and CD8-IFNγRKO (*n* = 3) mice were engrafted with B16-OVA tumors. CD45^+^CD3^+^CD8^+^Tomato^+^ cells were sorted from tumors and subjected to scRNA-seq analysis. **a**- Graph-based clustering (*n* = 15706 total) identified 5 clusters. **b**- The violin plots show the expression levels (y axes) of selected exhaustion markers (Pdcd1 (encoding PD-1), Ctla4, Lag3, Tigit, Havcr2 (encoding Tim-3), and Tox) in each of the identified clusters (x axes). **c**- UMAP visualization of CD8 Stem-like signature. **d**- UMAP visualization of the distribution of selected transcripts defining the Stem-like gene signature. Genes include Tcf7 (encoding Tcf1), Il7r, Ccr7, IFNγ, Gzmb (encoding granzyme B) and Pdcd1 (encoding PD-1). **e**- Pseudotime trajectory across the 5 TIL clusters. **f**- The violin plots show the expression score (y axes) of the exhaustion gene signature in each of the identified clusters (x axes). Clusters have been re-ordered to follow the exhaustion score and pseudo-time. Box plots indicate median (middle line), 25th, 75th percentile (box). (*n* = 15706 total). **g**- UMAP visualization of CD8 T cell terminal exhaustion signature. **h**- The violin plots show the expression score (y axes) of the TCR signaling gene signature in each of the identified clusters (*x* axes). Box plots indicate median (middle line), 25th, 75th percentile (box). Pairwise group comparisons with two-sided Wilcoxon signed-rank test. (*n* = 15706 total). **i**- The dot plot shows the relative expression and percent of cells expressing the transcription factor Tox and the receptor Entpd1 (encoding CD39) within the different clusters.

To assess whether IFNγR ablation broadly affected the proportion or differentiation of TILs, we grouped the different clusters in 3 main cell states: Stem-like (cluster 4), Exhausted (clusters 0, 1, 2) and Bystander-like (Byst-like, cluster 3) (Fig. 4a). 

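The leading genes of the *Tcf7*-high cluster R3 differed between the genotypes, so its size was compared in a clustering that left the 10 leading genes of every cluster out, 68 genes in all, an alternative chosen after the data were seen. The cluster led by *Tcf7* then held 653 of 8624 CD8-IFNγRKO cells, 7.57% (7.02 to 8.15%), and 406 of 7082 control cells, 5.73% (5.20 to 6.30%). It took in 1033 of the 1535 cells of R3. In the clustering with the leading genes, R3 held 10.2% (9.61 to 10.9%) and 9.21% (8.54 to 9.90%), and these intervals overlapped. The difference between the genotypes was 1.03 percentage points there. Removing the cells with the 8% highest Scrublet scores, also chosen after the data were seen, made it smallest, at 0.445, and leaving out the alignment of the libraries made it largest, at 4.85. The low-UMI cluster held 11.2% and 12.1% in the clustering without leading genes. The intervals treat cells as independent, and the spread between mice is not known.
Cells were also classed without clusters. After thinning, 162 of 8346 CD8-IFNγRKO tumor cells, 1.94% (1.66 to 2.26%), and 69 of 6381 control tumor cells, 1.08% (0.842 to 1.37%), had a UMI of both *Tcf7* and *Il7r*. A UMI of *Tcf7* was found in 5.14% and 3.12%, and one of *Il7r*, in the other direction, in 8.27% and 9.37%. Within R3, 17.6% and 9.87% of the cells had both, so these shares depend on the levels per cell as well as on the number of such cells. For comparison, 0.155% and 0.151% of the Exhausted-like cells had both, and how much of this came from free RNA was not measured. The median depth of the Exhausted-like cells before thinning was 11566 and 7786 UMIs. Without thinning, the shares were 5.26% and 2.98% of all tumor cells and 1.89% and 1.37% of the Exhausted-like cells.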

Quantification of the number of TILs in each “cell state” revealed that TILs from CD8-IFNγRKO mice contained an increased proportion of cells belonging to the Stem-like cluster (Fig. 4b), suggesting that IFNγR deletion specifically induced the accumulation of Stem-like T cells. Indeed, we found a greater percentage of CD8^+^ PD-1^+^ T cells that were Tcf7 positive in tumors from CD8-IFNγRKO compared to control mice in vivo (Fig. 4c). 

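The LN libraries were clustered alone, a choice made after the data were seen, since the tumor clustering holds no LN cells. They gave 8 clusters, numbered L0 to L7 here, none of which was led by *Tcf7*. L0, led by *Lbr*, *Kif23* and *Ctcf*, held 28.7% (27.7 to 29.8%) and 28.5% (27.4 to 29.6%) of the CD8-IFNγRKO and control LN cells, and L3, led by *Auts2*, *Itga4* and *Kcnq1ot1*, held 11.9% (11.1 to 12.7%) and 11.0% (10.2 to 11.8%). L1, led by *Gm32633*, *Actn2* and *Trnp1*, held 27.6% (26.5 to 28.7%) and 27.6% (26.6 to 28.7%), and L5, led by *Ifit3*, *Isg15* and *Ifit1*, held 6.72% (6.13 to 7.34%) and 7.12% (6.52 to 7.77%). The intervals of each of these pairs overlapped. The sizes of L2, L4, L6 and L7 are not compared, because some of their leading genes differed between the genotypes.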

A similar result was observed when examined LN samples, suggesting that IFNγ affected cell type proportions mainly at the tumor site (Fig. S3e, h). Consistent with Stem-like T cells being an important target of IFNγ for inhibiting long-term anti-tumor responses, WT stem-like T cells displayed higher IFNγR expression compared to all other intra-tumoral CD8 T cell subsets (Fig. 4d). This resulted in enhanced responsiveness to IFNγ in tumors, as exemplified by increased expression of multiple IFNγ-responsive genes compared to other T cell subsets (Fig. 4e). This suggested that stem-like T cells had an enhanced sensitivity to IFNγ.

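In control TILs, *Ifngr1* was at 1236 (1190.3 to 1284) CPM in the *Tcf7*-high cluster R3, 827 (790.3 to 865) CPM in the Interferon-stimulated-like state, 823 (769 to 879) CPM in the low-UMI cluster R2 and 690.2 (683 to 697) CPM in the Exhausted-like state. In CD8-IFNγRKO TILs, the values were 533, 262, 286 and 224 CPM in the same order, so that R3 was highest in both libraries. *Ifngr2* was at 5.48 (2.83 to 9.57) CPM in control cells of R3, from 12 UMIs, and at 0.242 (0.129 to 0.414) CPM in control Exhausted-like cells. In CD8-IFNγRKO cells it was at 8.57 and 0.165 CPM. From higher receptor expression and higher expression of IFNγ-responsive genes, the paper proposes that stem-like T cells were more sensitive to IFNγ.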

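All 11 genes labelled in Fig. 4e had a higher pooled CPM in R3 than in the Exhausted-like cells, in control TILs with a median log2 ratio of 1.40 and in CD8-IFNγRKO TILs with 1.63. In both libraries the list was at percentile 100.0 of random lists. R3 was not the highest state for every gene. Of the genes below, *Isg15* and *Ifit3* are among the leading genes of the Interferon-stimulated-like state, so their order restates how that state was named. *Isg15* was at 1162 and 1207 CPM in CD8-IFNγRKO and control cells of the Interferon-stimulated-like state and 409.6 and 319.9 CPM in R3, *Bst2* at 653 and 583 CPM against 489 and 368 CPM, and *Stat2*, *Irf7*, *Irf2* and *Ifit3* were ordered the same way. *Irf1* was at 439 and 589.7 CPM in R3 and 251 and 399 CPM in the Interferon-stimulated-like state, and *Btg1*, *Gzma* and *Socs3* were also highest in R3. A broader list of 23 interferon response genes included *Irf1*, *Gbp2* and *B2m*. Its median log2 ratio of R3 over Exhausted-like cells was 0.97 in control and 1.30 in CD8-IFNγRKO TILs. Both lists were thus higher in R3 in the library with the deleted receptor as well. Higher expression in R3 therefore does not by itself show IFNγ sensing by these cells. How many CD8-IFNγRKO cells kept an intact receptor gene is not known, so the question stays open.
Between genotypes, the median log2 ratio of CD8-IFNγRKO over control of the genes of Fig. 4e in R3 was 0.36, at percentile 99.99. That of the broader list was -0.04 in R3, at percentile 43.3, and 0.02 when TCR, heat shock, ribosomal and mitochondrial genes were left out of the library size. In the Exhausted-like cells it was -0.28, with 19 of 23 genes lower, at percentile 0.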

**Fig. 4:**
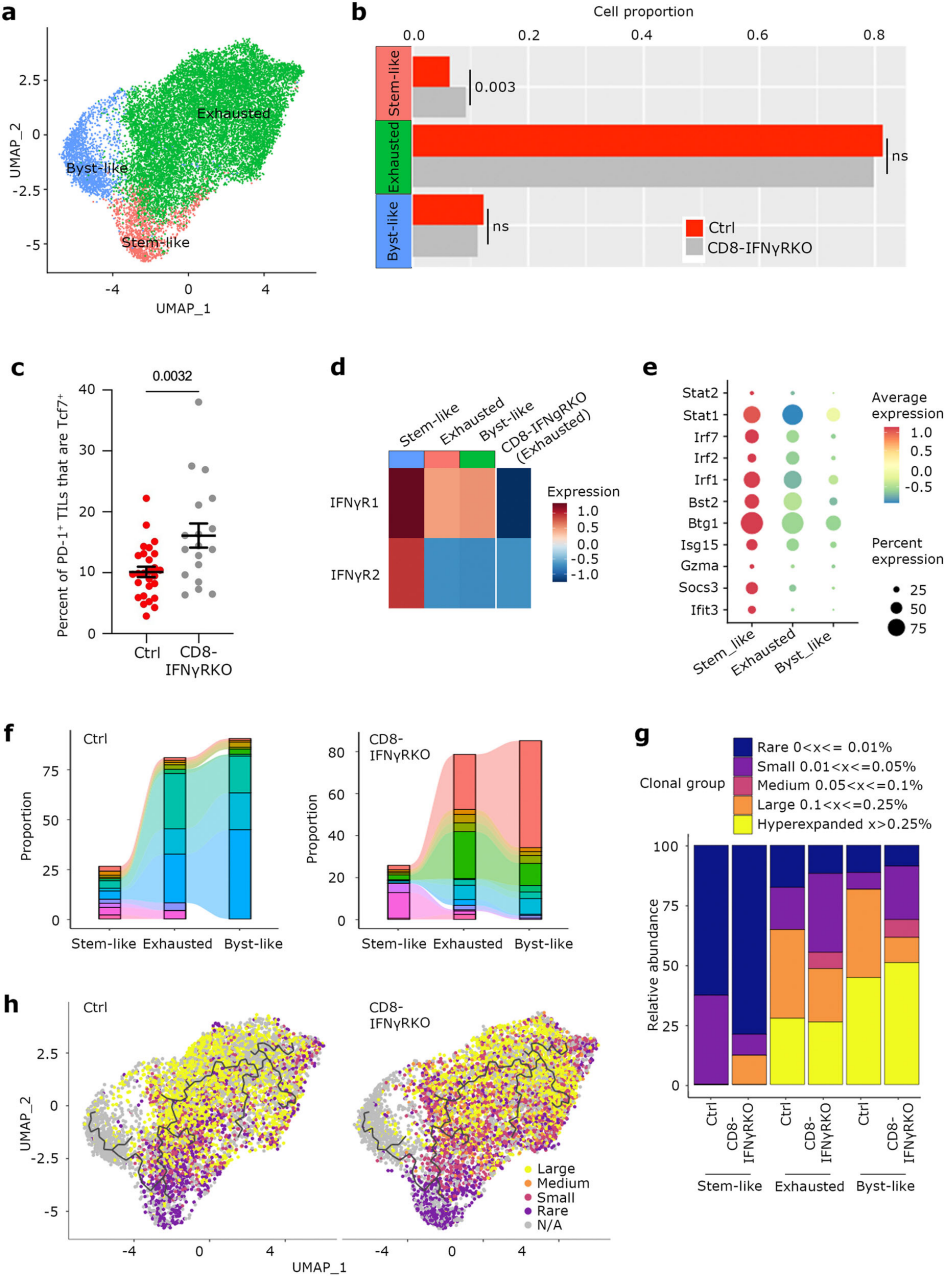
IFNγ sensing by CD8 T cells in tumors alters their cell states and TCR clonality. Control and CD8-IFNγRKO mice were engrafted with B16-OVA tumors. **a–b** and **d–e** CD45^+^CD3^+^CD8^+^Tomato^+^ cells were sorted from tumors and subjected to scRNA-seq analysis. **a**- Graph-based clustering (*n* = 15,706 total) of the assembled cell states according to the signatures identified in Fig. 4. **b**- The bar plots show the percentages of CD8 T cells from Control (red) and CD8-IFNγRKO (grey) mice that were found in each cell state. Permutation test. **c**- Tumors were harvested 10-12 days post-tumor engraftment and cell suspensions were stained for CD45, CD3, PD-1, and TCF1/7 and subjected to flow cytometry. Percentage of TCF1/7^+^ PD-1^+^ CD8 T cells in tumors from Control (red) and CD8-IFNγRKO (grey) mice Each point represents one individual mouse (*n* = 27 for Ctrl; *n* = 18 for CD8-IFNγRKO), from 4 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **d**- Heatmap of control TILs shows the relative average expression of IFNγR1 and IFNγR2 in the different cell states in control mice. The average expression of IFNγR1 and IFNγR2 in CD8-IFNγRKO cells from the exhausted state was used as a control for negative IFNγR1 expression. **e**- The dot plot shows the relative average expression and percent of cells expressing transcripts implicated in IFNγ signaling and response within the different cell states. **f–h** CD45^+^CD3^+^CD8^+^Tomato^+^ cells were sorted from tumors and subjected to scRNA-seq and scTCR-seq analysis. **f**- The relative frequency of the top 20 clones and their distribution throughout the cell states was analyzed within Control and CD8-IFNγRKO mice. Each color corresponds to a different clone. **g**- Relative TCR clonal abundance by cell state and genotype. Clonotype abundance (as frequency of total repertoire per cell state per genotype) is defined as: Rare = 0 < X < = 0.01%; Small = 0.01 < X < = 0.05%; Medium = 0.005 < X < = 0.1%; Large 0.1 < X < = 0.25%; Hyperexpanded 0.25 < X < = 1%. **h**- Graph-based clustering of TILs (*n* = 7000 for each genotype) from control (left) and CD8-IFNγRKO (right) mice overlaid with the frequency of clonotypes. The black line corresponds to the pseudotime trajectory, as in Fig. 3e. Clonotype abundance is defined as in (**g**).

Stem-like T cells are continuously depleted at the tumor site^15,16^, which might result in their intra-tumoral clonal diversity being limited. We reasoned that the increased stem-cell maintenance in CD8-IFNγRKO mice would lead to an accumulation of stem-like T cell clones, thereby enhancing stem-like T cell diversity. To explore clonal landscape, we performed coupled transcriptome and TCR single-cell sequencing of TILs from control and CD8-IFNγRKO mice. 

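TCR chains were amplified from the cDNA of both tumor libraries and sequenced as 2 more libraries, and the authors deposited the assembled contigs of each barcode as Cell Ranger wrote them, with UMI counts per contig. Productive contigs of the kept tumor cells were used. As in the paper's methods, only cells with both a TCRα and a TCRβ chain were counted, and a clone was defined by the V and J genes and the CDR3 nucleotides of the chain of each kind with most UMIs. A clone was found for 5933 of 8624 CD8-IFNγRKO cells, 68.8%, and 4280 of 7082 control cells, 60.4%. By state these shares were 67.4% and 68.9% in R3, 76.4% and 66.5% in the Exhausted-like cells, 72.8% and 68.7% in the Interferon-stimulated-like state and 13.4% and 11.2% in the low-UMI cluster R2. There were 429 CD8-IFNγRKO and 260 control clones. The mice of a pool are not told apart in the files used here, so clones were counted per library, with 1 library per genotype and no spread between mice.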

While there was no clonal overlap between mice (Fig. S4a, b), analysis of the top 20 clones revealed a high degree of overlap between Stem-like T cells and the other T cell subsets for both control and CD8-IFNγRKO mice (Figs. 4f and S4b), indicating that most exhausted T cells originated from stem-like T cells and confirming the relevance of stem-like T cells in this model. 

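Between the CD8-IFNγRKO and control libraries, 0 of 689 clones were shared, and 1 of 682 when clones were defined by the amino acids of both CDR3s. Overlap between the mice of a pool was not analysed here. The 20 largest clones held 87.2% of the CD8-IFNγRKO and 86.0% of the control cells with a clone. Of these clones, 16 CD8-IFNγRKO and 18 control clones had a cell in the *Tcf7*-high cluster R3, and all 20 had an Exhausted-like cell in both libraries. They held 32.6% of the CD8-IFNγRKO and 46.8% of the control cells of R3. Of the Exhausted-like cells, 88.5% (87.5 to 89.3%) and 93.3% (92.4 to 94.1%) belonged to clones also found in R3. In the other direction, 40.0% (36.0 to 44.1%) of the CD8-IFNγRKO and 63.5% (58.8 to 67.9%) of the control cells of R3 belonged to clones also found among Exhausted-like cells, where a random assignment of the states to the cells gave 93.8% and 95.6%. From the overlap of the largest clones, the paper reasons that most exhausted T cells came from stem-like T cells.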

Bystander-like T cells seemed to share the same TCRs as exhausted T cells and stem-like T cells, regardless of the genotype (Figs. 4f and S4b), however, because we recovered about 15% of clonotypes in the Byst-like T cell state (Fig. S4c), it was unclear whether this subset represented antigen-specific TILs that lost TCR reactivity or true bystanders. 

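The low-UMI cluster R2, which is not matched here to a named state of the paper, had 120 CD8-IFNγRKO and 91 control cells with a clone, in 18 and 14 clones. Of these cells, 116 and 85 belonged to the 20 largest clones of their library, and 14 and 10 of those clones had a cell in R2. The largest clone of R2 held 61.7% and 44.0% of its cells with a clone.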

Analysis of the relative abundance of T cell clones in control and CD8-IFNγRKO TILs revealed that Stem-like T cells displayed the highest diversity (Fig. S4d) and were characterized by low-abundance clones (Fig. 4g). 

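Diversity was computed as the inverse Simpson index, the number of equally large clones that would give the same chance of drawing a pair of cells of 1 clone, after drawing each state and genotype to 91 cells (mean of 1000 draws). It was 25.1 in CD8-IFNγRKO and 29.9 in control TILs of the *Tcf7*-high cluster R3, 6.97 in CD8-IFNγRKO and 5.81 in control TILs of the Exhausted-like state, 10.8 in CD8-IFNγRKO and 6.68 in control TILs of the Interferon-stimulated-like state and 2.51 in CD8-IFNγRKO and 3.79 in control TILs of the low-UMI cluster R2. R3 had the highest index in both libraries, and 365 CD8-IFNγRKO and 195 control clones among 595 and 449 cells with a clone. For all TILs it was 8.33 and 6.82. Resolution 0.8 moved the index of R3 most, to 41.2 and 44.2. Directions between the genotypes depended on the setting. The log2 ratio of CD8-IFNγRKO over control in R3 was -0.25. With Shannon entropy, at 3.87 and 3.76, it became 0.04. With cells of exactly 1 TCRα and 1 TCRβ chain, it changed from 0.29 to -0.09 for all TILs and from 0.26 to -0.20 in the Exhausted-like cells.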

Interestingly, ablating the IFNγR resulted in an accumulation of rare clones (Fig. 4g). This translated into an increased abundance of smaller clones in the Exhausted state following IFNγRKO ablation, as defined by representing less than 0.05% of the repertoire. 

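Clones seen in a single cell of their library held 6.14% (5.54 to 6.78%) of the CD8-IFNγRKO and 4.28% (3.69 to 4.93%) of the control cells with a clone. When the CD8-IFNγRKO cells were drawn at random to the 4280 cells of the control library, the number of such clones fell from 364 to 269 on average, against 183 in the control library. Counted within the *Tcf7*-high cluster R3, single-cell clones held 55.5% (51.4 to 59.5%) of the CD8-IFNγRKO and 33.9% (29.5 to 38.4%) of the control cells, and resolution 0.8 moved these shares most, to 65.9% and 50.0%. The parts of R3 did not go the same way. Clustered again alone, a choice made after the data were seen, R3 had a subcluster T0, led by *Thada*, *Ifit3b* and *Ifit3*, with 51.0% of the CD8-IFNγRKO and 42.6% of the control cells of R3, and a subcluster T1, led by *Ifitm3*, *Irf8* and *Rgs16*, with 41.0% and 48.6%. Clones with a single cell in the library held 51.7% (45.8 to 57.6%) of the CD8-IFNγRKO and 55.3% (47.5 to 62.9%) of the control cells with a clone in T0, and 60.9% (54.7 to 67.0%) and 18.8% (14.1 to 24.4%) in T1. The other subclusters had at most 25 such cells each per library. Cells of 1 mouse and 1 clone are not independent, so the intervals are too narrow for a comparison of mice.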

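Among the Exhausted-like cells, clones of up to 0.05% of the state's repertoire held 54 of 4939 CD8-IFNγRKO cells, 1.09% (0.822 to 1.42%), and 41 of 3538 control cells, 1.16% (0.833 to 1.57%), and the intervals overlapped. A single cell was 0.0202% of the CD8-IFNγRKO and 0.0283% of the control repertoire of that state, so this limit takes in clones of up to 2 cells in CD8-IFNγRKO and of 1 cell in control TILs. Clones of 1 cell held 38 of the CD8-IFNγRKO cells, 0.769% (0.545 to 1.05%), and 41 of the control cells, 1.16% (0.833 to 1.57%). Read as fractions, the class sizes of Fig. 4g gave 8.91% and 16.1% of the CD8-IFNγRKO and control cells in clones of up to 1%. Clones of 1 to 5% held 35.4% and 16.9%, and both classes together 44.3% and 33.0%. Read as percent, the highest class ends at 1%, and 91.1% of the CD8-IFNγRKO and 83.9% of the control cells lay above it. That goes against the percent reading of the figure.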

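Clones above 1% of the state's repertoire held 31.3% of the CD8-IFNγRKO and 51.0% of the control cells in the *Tcf7*-high cluster R3, and 91.1% and 83.9% of the Exhausted-like cells. Of all tumor cells with a clone, cells of R3 in clones with a single cell in the library were 5.38% in CD8-IFNγRKO and 3.36% in control TILs, and those in clones of 2 or more cells were 4.65% and 7.13%. Together they were 10.0% and 10.5%.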

Plotting the relative abundance of T cell clones on the UMAP corroborated the fact that the Stem-like T cell cluster mainly contained low-abundance clones (Fig. 4h). In addition, this also indicated that, while control TILs were mainly composed of larger clones, CD8-IFNγRKO had a breadth of clonal sizes found throughout the path of exhaustion (Fig. 4g, h).

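The 5 largest clones held 24.7, 20.2, 5.29, 4.28 and 3.91% of the CD8-IFNγRKO cells with a clone and 25.8, 23.5, 12.0, 4.02 and 3.57% of the control cells. In the Exhausted-like state, the largest clone held 26.9% and 27.7%, and 88 CD8-IFNγRKO and 103 control clones were found among 4939 and 3538 cells.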

To conclude, IFNγR deletion in CD8 T cells results in a greater proportion of stem-like T cells in the tumor, leading to increased stem-like T cells clonal diversity. This suggests that IFNγ signaling in intra-tumoral CD8 T cells inhibits stem-like CD8 T cells generation or maintenance.

### IFNγ has a widespread effect on T cell proliferation which originates from stem-like T cells

Because we observed a greater expansion of IFNγR deficient CD8 T cells and IFNγ is known to induce cell cycle arrest^45^, we investigated whether IFNγR deletion increased their proliferation. We first quantified the proportion of control and IFNγRKO CD8 T cells in the different cell cycle phases based on transcriptomics data. 

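Transcripts of cycling cells were summed before any phase was called. In tumors, *Mki67* was at 183 CPM in CD8-IFNγRKO and 125 CPM in control TILs, a log2 ratio of 0.55 (0.51 to 0.59). The log2 ratio was 0.60 (0.57 to 0.64) for *Top2a*, 0.66 (0.60 to 0.71) for *Cdk1*, 0.71 (0.64 to 0.78) for *Ccnb1*, 0.99 (0.94 to 1.03) for *Mcm5*, 0.52 (0.49 to 0.56) for *Pcna*, 0.80 (0.77 to 0.83) for *Pclaf* and 0.35 (0.31 to 0.38) for *Stmn1*. In LN, *Mki67* was at 7.32 and 7.65 CPM. The log2 ratio there was -0.69 (-0.94 to -0.44) for *Pclaf*, -0.21 (-0.35 to -0.07) for *Mcm5* and 0.49 (0.10 to 0.85) for *Ccnb1*. The LN intervals of the other genes included 0.
Phases were called with Seurat's CellCycleScoring on thinned cells, both tumor libraries together. S or G2/M was called for 53.9% (52.8 to 55.0%) of 8346 CD8-IFNγRKO and 25.5% (24.4 to 26.6%) of 6381 control tumor cells. With all UMIs the shares were 58.9% and 28.8%. Scoring each library alone moved the difference between the genotypes most, from 28.4 to 11.1 percentage points. In LN, where cycling transcripts were rare, 47.3% of the CD8-IFNγRKO and 46.3% of the control cells received the same calls, so a call alone does not show a cycling cell. Free RNA of cycling cells can add to calls in the other cells of a library, and its level in the tumor libraries was not measured here.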

Cell cycle scoring revealed that 61% of intra-tumoral CD8 T cells from CD8-IFNγRKO mice were in G2/M or S phase compared to 38.9% in control mice (Fig. 5a). 

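Seurat's S and G2/M gene lists were compared between the genotypes within each rebuilt state by the median log2 ratio of CD8-IFNγRKO over control. For the S phase list it was 0.58 (40 of 42 genes higher) in the *Tcf7*-high cluster R3, 0.71 (43 of 43 genes higher) in the Exhausted-like state, 1.16 (42 of 43 genes higher) in the Interferon-stimulated-like state and 0.67 (42 of 43 genes higher) in the low-UMI cluster R2. For the G2/M list it was 1.12 (48 of 49 genes higher), 0.47 (53 of 54 genes higher), 1.21 (53 of 53 genes higher) and 0.35 (48 of 52 genes higher) in the same order. The clusters of the Exhausted-like state, whose shares differed between the genotypes, did not all go the same way. For the S phase list the median was 0.80 (43 of 43 higher) in R0, 0.62 (43 of 43 higher) in R1, 0.47 (43 of 43 higher) in R4 and -0.08 (18 of 37 higher) in R6, and for the G2/M list 0.60 (53 of 54 higher), 0.56 (53 of 54 higher), -0.14 (16 of 54 higher) and -0.46 (10 of 43 higher). In R3, where 215 and 60 UMIs of *Mki67* were counted, its log2 ratio was 1.23 (0.83 to 1.66). Each median of a state was at percentile 100.0 of random lists. The gene sets of Fig. 5b were not used here.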

Differential pathway analysis between CD8-IFNγRKO and control CD8 T cells within the different cell states revealed an increase of Normalized Enrichment Score (NES) for multiple pathways associated with cell cycle, this for all cell states (Figs. 5b, c and S5a, b). This is consistent with the fact that pathways related to cell cycle are inversely correlated with IFNγR expression in metastatic melanoma patients (Fig. 1e–f). IFNγ-induced cell cycle arrest was confirmed by investigating the proliferative capacity of antigen-specific CD8 T cells in the presence or absence of IFNγ sensing. To do so, control and IFNγRKO OVA-specific CD8 OTI T cells stained with a proliferation dye were transferred in B16-OVA bearing mice and proliferation was assessed by quantifying proliferation dye dilution. As expected, IFNγRKO OTI T cells displayed increased proliferation compared to control OTI (Fig. S5c, d). These data overall indicated that ablation of IFNγ sensing resulted in an overall increased in CD8 T cell expansion due to increased proliferative capacity.

**Fig. 5:**
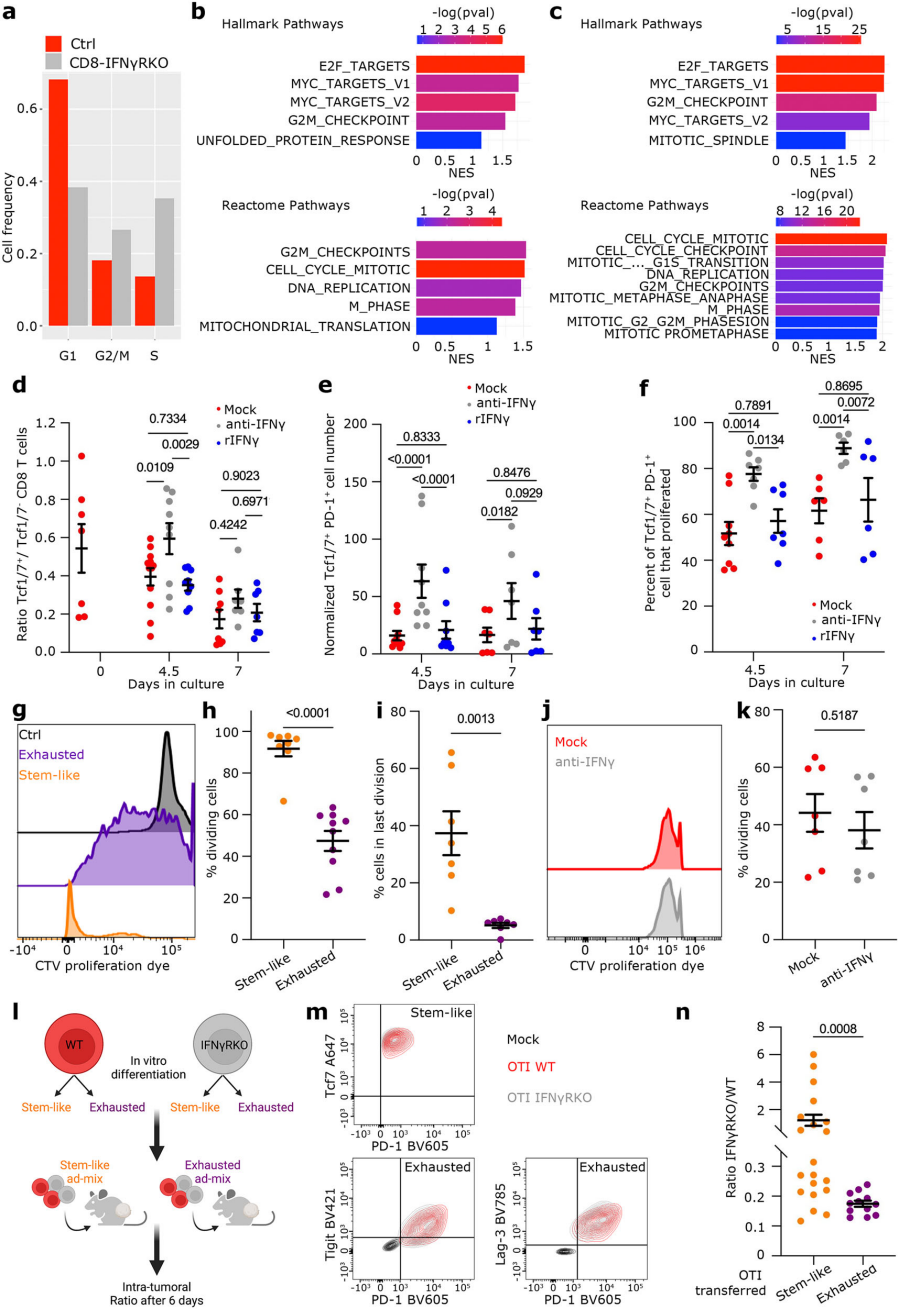
IFNγ sensing by CD8 T cells restricts proliferation by targeting stem-like T cells. **a–c** Analysis of transcriptomics from Fig. 3. **a**- Percentages of CD8 T cells from Control (red) and CD8-IFNγRKO (grey) mice in G1, G2/M, or G1 phase of the cell cycle (*n* = 15706). (**b–c**) Normalized Enrichment score (NES) of cell cycle-related Hallmark (top) and Reactome (bottom) pathways in Stem-like (**b**) or Exhausted (**c**) T cell states. Bars are colored by adjusted p-values, derived from the fgsea R package (**d–f**) CFSE-labelled total immune cells from tumor-bearing WT mice were restimulated ex vivo with anti-CD3 and anti-CD28 and treated with blocking IFNγ antibody, recombinant IFNγ, or media only (Mock). Data are from 3 independent experiments. Each dot is one well of immune cells pooled from multiple mice. **d**- Ratio between Tcf1/7+ and Tcf1/7^-^ TIL ratio over time (*n* = 7 for Day 0; *n* = 12 for Day 4.5 mock, *n* = 9 for Day 4.5 rIFNγ and Day 4.5 anti-IFNγ; *n* = 8 for Day 7 mock, *n* = 7 for Day 7 rIFNγ and Day 4.5 anti-IFNγ). Data shows Mean +/− SEM. Mixed-effects model analysis with Tukey’s multiple comparison test. **e**- Absolute number of Tcf1/7^+^ PD-1^+^ stem-like T cells over time normalized to day 0 (*n* = 9 for Day 4.5 mock, *n* = 7 for Day 4.5 rIFNγ and Day 4.5 anti-IFNγ; *n* = 8 for Day 7 mock, *n* = 7 for Day 7 conditions). Data shows Mean +/− SEM. Mixed-effects model analysis with Šidák’s multiple comparison test. **f**- Percentage of stem-like T cells that divided, assessed by CFSE dilution (*n* = 10 for Day 4.5 mock, *n* = 9 for Day 4.5 rIFNγ and Day 4.5 anti-IFNγ; *n* = 8 for Day 7 mock, *n* = 7 for Day 7 conditions). Data shows Mean +/− SEM. Mixed-effects model analysis with Šidák’s multiple comparison test. **g–i** Stem-like TILs (orange) and exhausted TILs (violet) from B16-OVA tumors bearing WT mice were labeled with CellTrace violet dye (CTV) and restimulated with anti-CD3 and anti-CD28. **g**- Representative examples of CTV dilution after 4 days. Control represents TILs at day 0. **h**- Percentage of dividing cells. Each point represents one individual sample (*n* = 8 for Stem-like; *n* = 10 for exhausted), from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **i**- Percentage of cells that completely diluted CTV. Each point represents one individual sample *(n* = 7), from 3 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **j–k** CTV-labeled exhausted TILs from B16-OVA tumors were restimulated as in (**g**–**i**) in the presence (grey) or absence (red) of anti-IFNγ. **j**- Representative examples of CTV dilution profiles. **k**- Percentage of exhausted T cells that divided after 4 days. Each point represents one individual sample (*n* = 7), from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **l**–**n** In vitro-generated stem-like and exhausted IFNγRKO and WT OTI cells were ad-mixed and injected into B16-OVA tumor-bearing mice. **l**- Experimental set-up, created with BioRender.com. **m**- Expression of selected exhaustion markers and Tcf1/7 of in vitro differentiated WT and IFNγRKO OTI before transfer. Mock represents unstained OTI T cells. **n**- Ratio between IFNγRKO and WT OTI from stem-like (orange) or exhausted (violet) conditions in tumors 6 days after transfer. Each point represents one individual mouse (*n* = 20 for Stem-like; *n* = 12 for exhausted), from 3 independent experiments. Data shows Mean +/− SEM. Non-parametric Mann-Whitney test.

To get further insight into relationship with cell states during proliferation, we isolated all tumor-infiltrating immune cells from WT mice, treated those with anti-CD3 and anti-CD28, and assessed how IFNγ sensing affected stem-like and exhausted T cells proportion ex vivo. To do so, we quantified percentage of dividing cells that expressed Tcf1/7 as a read-out of stem-like T cells following restimulation in the presence or absence of recombinant IFNγ or blocking IFNγ antibodies. Analysis of Tcf1/7 expression during proliferation revealed that Tcf1/7^+^ T cells were maintained throughout multiple cycles of division (Fig. S5e), confirming that those cells indeed had stem-like properties. Anti-IFNγ treatment resulted in increased proportion of PD-1^+^ Tcf1/7^+^ stem-like T cells compared to control cells or cells treated with recombinant IFNγ (Fig. 5d). To validate the hypothesis that anti-IFNγ treatment resulted in an accumulation of Stem-like T cells as opposed to a diminution of other cells, we analyzed the actual number of PD-1^+^ Tcf1/7^+^ stem-like T cells over time. Anti-IFNγ treatment resulted in increased retention and/or decreased Stem-like T cell disappearance compared to other conditions (Fig. 5e). Supporting this, a greater percentage of Stem-like T cells started proliferating when IFNγ was inhibited (Fig. 5f). These data suggested that IFNγ blocking resulted in the accumulation of stem-like T cells. To confirm this, we sorted stem-like T cells or exhausted T cells from B16-OVA tumors (Fig. S5f) and restimulated them as above. As previously described^13,46^, stem-like T cells had enhanced proliferative capacity compared to exhausted T cells (Fig. 5g, h), with 35% of stem-like T cells that completely diluted the proliferation dye, as opposed to 5% for exhausted T cells (Fig. 5i). Importantly, exhausted T cell proliferation was not rescued by anti-IFNγ treatment (Fig. 5j, k), confirming that IFNγ did not directly affect exhausted T cells, but rather targeted stem-like T cells. 

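Of the 4500 CD8-IFNγRKO and 1628 control TILs called S or G2/M after thinning, 82.7% and 90.2% lay in the Exhausted-like state, 12.0% and 6.14% in the low-UMI cluster R2, 3.47% and 2.09% in the Interferon-stimulated-like state and 1.80% and 1.54% in the *Tcf7*-high cluster R3. Within the states, 57.6% of the CD8-IFNγRKO and 27.6% of the control Exhausted-like cells had these calls, 9.78% and 4.11% of the cells of R3, 40.8% and 11.6% of the Interferon-stimulated-like cells, and 80.2% and 61.0% of the 676 and 164 cells of R2 deep enough to be thinned. In R6, a part of the Exhausted-like state, the shares were 16.1% (10.7 to 22.9%) and 20.4% (12.8 to 30.1%), the only cluster with the lower value in CD8-IFNγRKO cells. With all UMIs, which brings back the shallow cells of R2, 14.8% and 19.0% of the called cells lay in R2.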

Because IFNγ did not directly target exhausted T cells but most cells exhibiting transcriptional cell cycle signature belonged to the Exhausted/Bystander states (Fig. S5g), we concluded that cycling cells corresponded to newly differentiated progeny downstream of stem-like T cells. Finally, to confirm that increased intratumoral CD8 T cell expansion observed in CD8-IFNγRKO mice was supported by stem-like T cells as opposed to exhausted T cells, we used lineage cell-tracing strategies. WT and IFNγRKO OTI T cells were differentiated in vitro into stem-like and exhausted T cells following previously defined protocols^47,48^ (Fig. 5l, m). WT and IFNγRKO cells were ad-mixed and transferred in B16-OVA tumor-bearing mice. The ratio between KO and WT OTI cells in tumors was analyzed after 6 days. Five times more WT than IFNγRKO exhausted T cells were found in tumors, consistent with the defect of IFNγRKO cells to home to tumors (Fig. S2g). Of note, we found that the expression of multiple chemokine receptors was differentially expressed between control and CD8-IFNγRKO mice (Fig. S5H), potentially explaining the defect in homing induced by IFNγR deletion. 

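Over all TILs, the log2 ratio of CD8-IFNγRKO over control was -0.66 (-0.68 to -0.65) for *Cxcr6*, -0.52 (-0.58 to -0.46) for *Cx3cr1*, -0.39 (-0.46 to -0.32) for *Cxcr3*, -0.16 (-0.22 to -0.10) for *Ccr7*, 0.42 (0.34 to 0.50) for *Ccr2* and 0.47 (0.31 to 0.63) for *Cxcr4*. The median of these 6 receptors of Fig. S5h was -0.28 over all TILs, at percentile 1.43 of random lists, -0.39 in the Exhausted-like state and -0.01 in the *Tcf7*-high cluster R3, where it was 0.05 with the other library size. In LN, over the 5 of them with at least 20 UMIs, it was 0.02, and -0.01 with TMM factors. *Ccr7* in the Exhausted-like state, at -0.33 (-0.40 to -0.27), changed direction to 0.02 in cells not called S or G2/M and to 0.01 as a difference of mean log-normalized values.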

Importantly, stem-like T cells had the potential to recover from the defect in homing, with half of the tumors exhibiting more IFNγRKO than WT cells when cells originated from stem-like T cells (Fig. 5n).

Altogether, our data demonstrate that IFNγ sensing by T cells leads to a widespread defect in proliferation which originates from stem-like T cells.

### IFNγ inhibits the self-renewal capacity of intra-tumoral stem-like T cells by inhibiting their maintenance

While increased stem-like T cell proliferation could explain enhanced expansion observed in CD8-IFNγRKO mice, it could not account for increased clonal diversity, suggesting that IFNγ sensing by stem-like T cells had complex outcomes. To further characterize the relevance of IFNγ signaling in stem-like T cells, we performed Differential Gene Expression and pathway analysis between CD8-IFNγRKO and control cells from the stem-like T cell cluster. Overall, the main increased pathways in CD8-IFNγRKO stem-like T cells compared to control cells were related to Cell cycle, Heat-shock response and DNA repair (Fig. 6a, b). 

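In the *Tcf7*-high cluster R3, a list of 18 heat shock genes had a median log2 ratio of CD8-IFNγRKO over control of 0.75, with 16 of 18 genes higher, at percentile 100.0 of random lists. The same list had a median of 0.56 in the Exhausted-like state, 0.70 in the Interferon-stimulated-like state and 0.55 in the low-UMI cluster R2, so it was not confined to R3. Immediate early genes respond to tissue handling as well as to stimulation. Their median was -0.20 in R3, at percentile 1.94, although *Fos* at 1.07 (0.97 to 1.17) and *Jun* at 0.94 (0.84 to 1.05) were higher in CD8-IFNγRKO cells. Elsewhere their median was -0.47 in the Exhausted-like state, -0.58 in the Interferon-stimulated-like state, -0.35 in the low-UMI cluster R2 and -0.09 in LN. Gene sets for DNA repair were not used here.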

Altogether, those pathways were reminiscent of increased stemness and resistance to stress, which could suggest enhanced resistance to apoptosis. We analyzed whether IFNγ could induce cell death of intra-tumoral T cell subsets, as suggested in previous studies^21^ using caspase 3 cleavage as a readout. Surprisingly, IFNγR deletion did not affect the percentage of apoptotic stem-like or exhausted T cells in vivo (Fig. 6c). Similarly, blocking IFNγ had no effect on apoptosis of in vitro activated OTI stem-like T cells^49^ (Fig. 6d). While very few transcripts were differentially regulated between in CD8-IFNγRKO and control stem-like T cells (115 down-regulated; 78 up-regulated in CD8-IFNγRKO, Supplementary Dataset 3), the two most up-regulated transcripts corresponded to *Hspa1a* and *Hspa1b*, two members of Heat Shock Proteins (HSPs) (Fig. 6b). This was not a consequence of IFNγR deletion, as CD8 T cells from LN did not exhibit any transcript that were differentially expressed (Fig. S3c). 

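Among 2939 ranked genes of the *Tcf7*-high cluster R3, *Hspa1a* (ENSMUSG00000091971) and *Hspa1b* (ENSMUSG00000090877) had the highest log2 ratios of CD8-IFNγRKO over control, 2.36 (2.24 to 2.48) and 2.32 (2.21 to 2.43), from 4767 and 5919 UMIs in CD8-IFNγRKO and 621 and 793 UMIs in control cells. *Id3* at 2.16 (1.65 to 2.69), *Ube2c* at 2.06 (1.57 to 2.57) and *Oasl2* at 1.72 (1.21 to 2.26) followed. The lowest were *Csf1* at -4.31 (-4.83 to -3.82), *Serpinb1a* at -2.92 (-3.40 to -2.46), *Anxa1* at -2.46 (-2.99 to -1.96), *Tnfrsf4* at -2.43 (-2.91 to -1.96) and *AA467197* at -2.34 (-2.88 to -1.81). R3, clustered again alone, mixes subclusters whose shares differ between the genotypes. T1, with *Csf1* and *AA467197* among its leading genes, was 41.0% of the CD8-IFNγRKO and 48.6% of the control cells of R3, and T0 was 51.0% and 42.6%. In a comparison within T0 and T1, chosen after the data were seen, the intervals of the 5 lowest genes stayed below 0 in both, *Csf1* at -2.87 (-3.75 to -2.05) and -4.77 (-5.51 to -4.08) and *AA467197* at -1.58 (-2.98 to -0.14) and -2.20 (-2.82 to -1.60). Those of the 5 highest stayed above 0 in both, except *Ube2c* at 0.00183 (-1.05 to 1.09) in T0. *Csf1*, which leads T1, was at 8.86 CPM in CD8-IFNγRKO and 268 CPM in control cells of T1. In T0 it was at 10.4 and 81.9 CPM. T1 was partly defined by the genes compared and may hold other cells in each genotype. The comparison therefore cannot exclude a difference in composition. Of other genes labelled in Fig. 6b, *Hsp90ab1* was at 0.53 (0.48 to 0.58), *Bcl2* at 0.95 (0.70 to 1.20), *Bst2* at 0.41 (0.29 to 0.53), *Ccl5* at -0.46 (-0.48 to -0.43), *Nr4a2* at -1.36 (-1.55 to -1.18) and *Ifngr1* at -1.21 (-1.30 to -1.13). Of the alternatives on the log2 scale, resolution 0.8 moved the ratio of *Hspa1a* most, to 2.10, and clustering with no gene left out that of *Hspa1b*, to 2.83. The number of regulated transcripts is not given, since the tests of Supplementary Dataset 3 took cells as replicates and 1 library per genotype allows none.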

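In LN, the 18 heat shock genes were all higher in CD8-IFNγRKO than in control cells, with a median log2 ratio of 0.39. The middle 95% of random lists matched on expression lay from -0.04 to 0.07. *Hspa1b* was at 0.66 (0.62 to 0.70), *Hsph1* at 0.60 (0.54 to 0.66) and *Hspa1a* at 0.55 (0.49 to 0.61). Over all TILs, the list had a median of 0.59, with 15 of 18 genes higher. The list of 23 interferon response genes had a median of -0.35 in LN, with 0 of 23 genes higher, and of -0.25 over all TILs, with 4 of 23 higher. These values come from 1 LN library per genotype, and whether they would recur between mice was not measured.

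**Figure D1:**
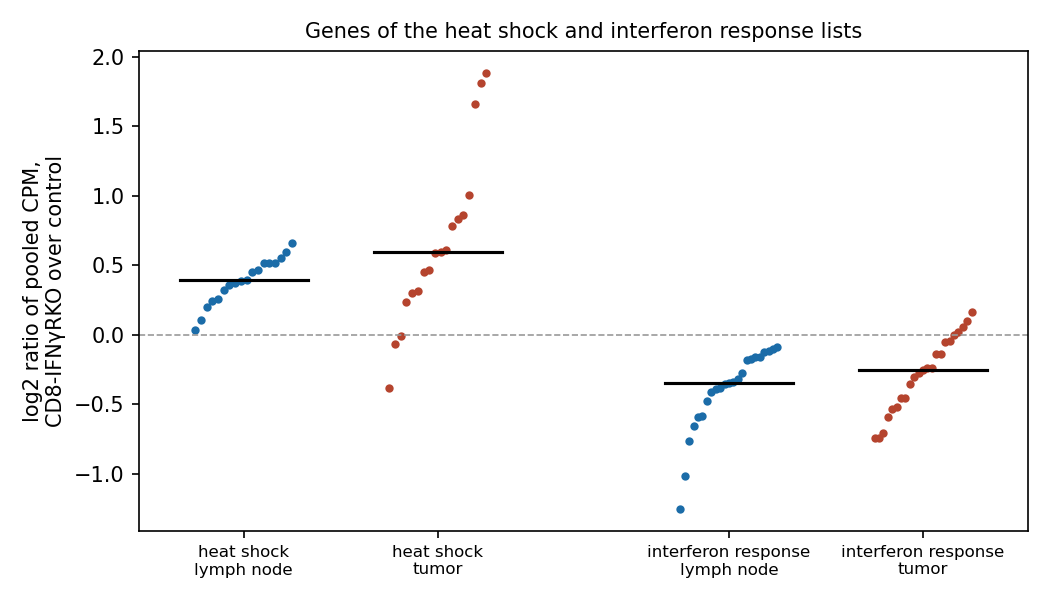
Log2 ratio of pooled CPM, CD8-IFNγRKO over control, of each gene of the heat shock and interferon response lists (points) in LN and in tumors, with 1 library per genotype and tissue. The horizontal bars are the medians, 0.39 and 0.59 for heat shock and -0.35 and -0.25 for interferon response.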

Levels of HSPs are known to be higher in multiple stem cell types compared to their differentiated counterparts^50,51^. 

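The 18 heat shock genes were compared between states within each genotype by the log2 ratio of the *Tcf7*-high cluster R3 over the Exhausted-like cells. In CD8-IFNγRKO TILs the median was 0.12, with 10 of 18 genes higher in R3, at percentile 87.5 of random lists. In control TILs it was -0.10, with 7 higher, at percentile 40.4. *Hspa1a* was at 1459 and 283 CPM in CD8-IFNγRKO and control cells of R3 and 652 and 184 CPM in the Exhausted-like cells, and *Hsp90ab1* at 2895 and 2005 and 3502 and 2325 CPM. Gene sets for apoptosis were not used here.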

We indeed could find increased expression of transcripts related to heat stress in Stem-like T cells compared to exhausted T cells in our dataset (Fig. S6a), together with decreased apoptosis signature (Fig. S6b), consistent with an active involvement of HSPs in stem-like T cell survival in tumors.

**Fig. 6:**
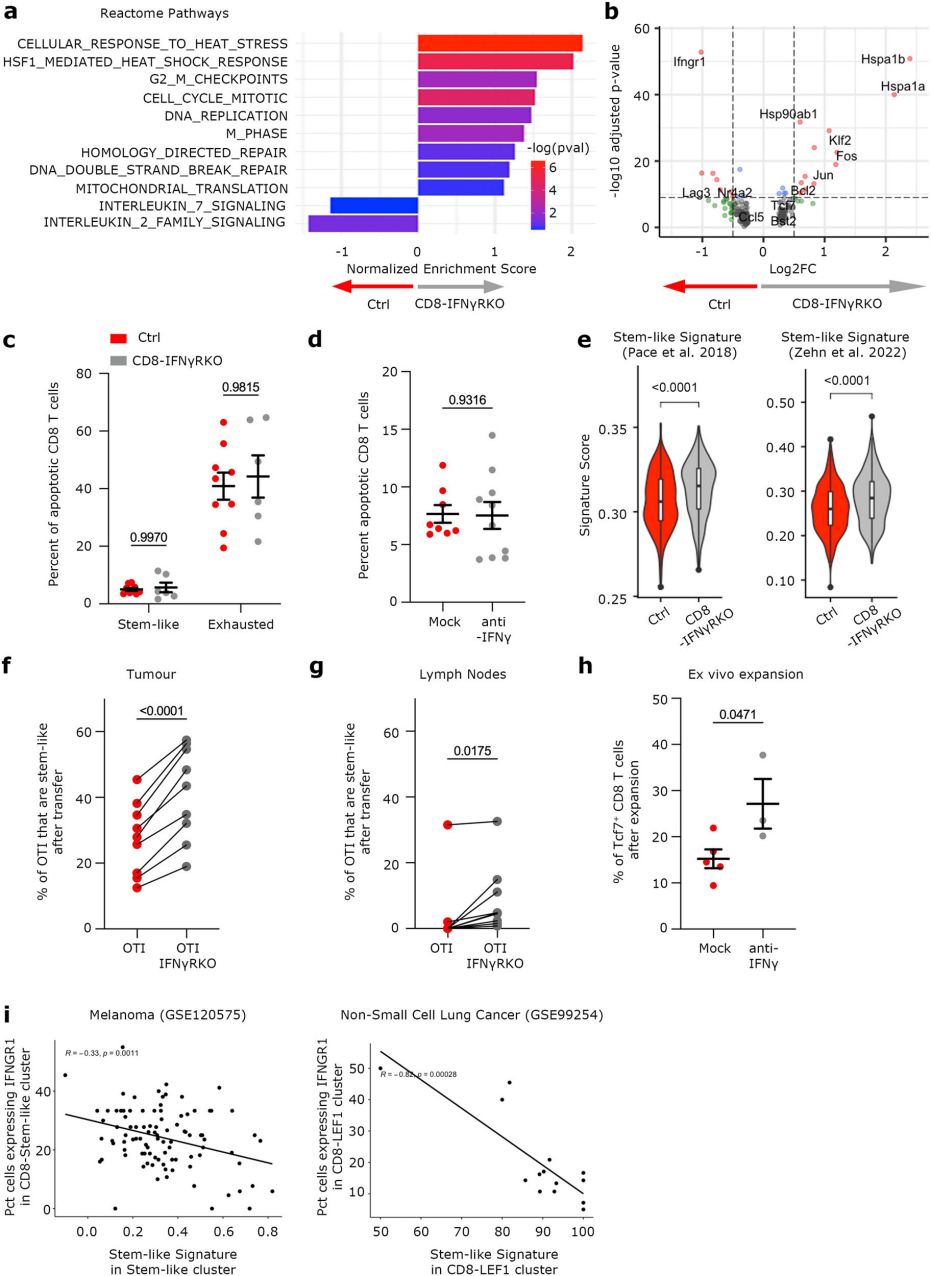
IFNγ signaling in intratumoral Stem-like CD8 T cells impairs their maintenance. **a–b**; **e** Analysis of transcriptomics data from Fig. 3. **a**- NES of chosen Reactome pathways up- and down-regulated in CD8-IFNγRKO vs control Stem-like T cells. Bars are colored by adjusted p-values, derived from the fgsea R package. **b**- Volcano plot of Differentially Expressed Genes between control and CD8-IFNγRKO Stem-like T cells. Green dots: genes with log2 (fold-change) value >0.5 or <−05; Blue dots: genes with an adjusted *p* value < 0.05; Red dots: genes with log2 (fold-change) value >0.5 or <−05 and an adjusted *p* value < 0.05. Total variables = 195. Wilcoxon rank sum test. **c**- Control (red) and CD8-IFNγRKO (grey) mice were engrafted with B16-OVA tumors. Percentage of apoptotic cleaved Caspase 3^+^ stem-like or exhausted TILs. Each dot represents an independent mouse (*n* = 9 for Control, *n* = 6 for CD8-IFNγRKO), from 2 independent experiments. Data shows Mean +/− SEM. Mixed-effects model analysis with Šidák’s multiple comparison test. **d**- Naïve CD8 T cells were stimulated with anti-CD3, anti-CD28 and IL-2 and treated with anti-IFNγ when indicated. Percentage of cleaved-Caspase 3^+^ apoptotic CD8 T cells. Each dot represents a mouse (*n* = 8 for Mock and *n* = 10 for anti-IFNγ) from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **e**- Stem-like signature scoring of Control (red) and CD8-IFNγRKO (gr**e**y) stem-like cells. Box plots indicate median (middle line), 25th, 75th percentile (box). Pairwise group comparisons with two-sided Wilcoxon signed-rank test (*n* = 15706 total). **f–g** In vitro-generated stem-like WT (red) and IFNγRKO (grey) OTI cells were injected at a 1:1 ratio in tumor-bearing mice as described in Fig. 5L. Percentage of PD-1^+^ Tcf7^+^ OTI in tumors (**f**) and in draining lymph nodes (**g**) after 6 days. Lines link cells **f**rom the same mouse. Each dot represents a mouse (*n* = 9) from 3 independent experiments. Data shows Mean +/− SEM. Paired *t* test. **h**- stem-like TILs were sorted and restimulated with anti-CD3 and anti-CD28 and treated with anti-IFNγ when indicated. Percentage of PD-1^+^ Tcf7^+^ cells after 4 days. Each dot is a mix of 5 mice (*n* = 5 for Control^;^ *n* = 3 for CD8-IFNγRKO) from 3 independent experiments. Data shows Mean +/− SEM. Paired *t* test. **i**- Correlation between the percentage of IFNγR1 expressing stem-l**i**ke T cells and Stem-like signature scoring in transcriptomics data from human tumor patients. R = Pearson’s correlation coefficient; Fisher’s test. Each dot is a patient (left *n* = ; righ*t n* = 14).

We therefore investigated whether IFNγ decreased stemness potential or maintenance of stem-like T cells. To do so, we first quantified the transcriptional stem-like score using two curated stem-like signatures^52,53^ and found that CD8-IFNγRKO stem-like T cells had a higher stem-like signature score compared to controls (Fig. 6e), suggesting that IFNγ indeed interfered with stemness in T cells. 

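The stem-like gene lists of Supplementary Dataset 5 were scored in thinned cells of the *Tcf7*-high cluster R3. With the list named Zehn, of which 49 of 51 symbols are in the files, the median was 0.242 (SD 0.0459) in CD8-IFNγRKO and 0.220 (SD 0.0425) in control cells, a difference of 0.0217, and 0.0253 without thinning. With the list named Pace, it was 0.0774 (SD 0.0209) in CD8-IFNγRKO and 0.0760 (SD 0.0194) in control cells, a difference of 0.00146, and 0.00231 without thinning. *Tcf7*, *Ccr7*, *Nsg2* and *Dapl1*, among others, of the Zehn list and *Ccr7* of the Pace list also lead R3. The median log2 ratio of CD8-IFNγRKO over control of the genes was 0.17 for Zehn, at percentile 99.97 of random lists, and 0.04 for Pace, at percentile 75.9. Scores as means of log-normalized values, which are on another scale, kept the direction of both differences. Cells stand as replicates in Fig. 6e, and with 1 library per genotype no test was run here.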

To test whether IFNγ inhibited the maintenance of stem-like T cells in vivo, we transferred in vitro generated WT and IFNγRKO OTI stem-like T cells in the same B16-OVA bearing mice and quantified the percentage of OTI cells that still expressed the stemness marker Tcf1/7 after 6 days. IFNγRKO OTI cells had a greater ability to retain the expression of Tcf1/7 (Fig. 6f, g), demonstrating that IFNγ decreases stem-like T cell maintenance. Similar results were obtained when we isolated endogenous stem-like T cells and analyze their maintenance in the presence or absence of anti-IFNγ after restimulation (Fig. 6h).

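The 2 WNT gene lists of Supplementary Dataset 5 were scored the same way in the *Tcf7*-high cluster R3 of CD8-IFNγRKO and control TILs. With the list named C2, the median score was 0.0809 (SD 0.0156) in CD8-IFNγRKO and 0.0747 (SD 0.0156) in control cells, a difference of 0.00618, and 0.00638 with all UMIs. With the Hallmark list, it was 0.0302 (SD 0.0216) in CD8-IFNγRKO and 0.0169 (SD 0.0215) in control cells, a difference of 0.0134, and 0.00759 with all UMIs. *Tcf7* is on both lists and leads R3, and the mix of T0 and T1 limits these scores in the same way. Over the genes of the lists, the median log2 ratio was 0.01 for C2, at percentile 64.1 of random lists, and -0.02 for Hallmark, at percentile 38.5, which became 0.04 with the library size that leaves out TCR, heat shock, ribosomal and mitochondrial genes.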

Because the β-catenin pathway has been shown to promote stemness of T cells^48^, and intra-tumoral stem-like T cells from CD8-IFNγRKO mice displayed enhanced Wnt/β-catenin transcriptional signature score compared to control cells (Fig. S6c), we investigated whether IFNγ interfered with the Wnt/β-catenin pathway. Surprisingly, we found that β-catenin expression was increased following TCR stimulation, as previously described^54^, but not Wnt (Fig. S6d). In addition, TCR-induced β-catenin was reduced by IFNγ treatment (Fig. S6e), suggesting that IFNγ might inhibit the intrinsic capacity of T cells to maintain a self-renewing pool following activation^49,55^. Consistent with this, TCR-induced generation of stem-like T cells was further potentiated by anti-IFNγ treatment (Fig. S6f). Interestingly, this is no longer observed when stem-like T cells are generated in the presence of the GSK3β inhibitor TWS119 (Fig. S6f) suggesting that an alternate pathway might be at play^56^. Overall, this indicates that IFNγ inhibition reinforces intrinsic T cell stemness.

Finally, to investigate the relationship between IFNγR expression and stemness in human tumors, we analyzed datasets from patients with melanoma and non-small cell lung cancer. We revealed an inverse relationship between the percent of stem-like T cells with a detectable expression of IFNγR1 and stem-like signature (Fig. 6i). This inverse correlation is consistent with a function of IFNγ in inhibiting the maintenance of stem-like T cells. Interestingly, in circulating CD8 T cells from metastatic melanoma patients undergoing checkpoint blockade, IFNγR2 expression inversely correlated with stemness maintenance pathways (Fig. 1f), supporting the notion that IFNγ signaling inhibited CD8 T cell stemness also in blood, at least upon checkpoint blockade.

Overall, these data indicate that IFNγ signaling in intra-tumoral Stem-like CD8 T cells inhibit their self-renewal potential. It is important to note that in the ex vivo restimulation experimental set-up, all cells had encountered IFNγ intratumorally, indicating that inhibition of self-renewal capacities by IFNγ is reversible.

### Deletion of IFNγ signaling leads to phenotypically less exhausted TILs

Analysis of T cell clonality suggested that the increased self-renewal capacity of stem-like T cells in CD8-IFNγRKO mice would perpetuate the generation of newly exhausted T cells, leading to an overall decreased exhaustion state without affecting the path of exhaustion per se. To characterize the relevance of IFNγ signaling on exhaustion, we analyzed differentially enriched pathways between exhausted TILs from control and CD8-IFNγRKO mice. Most enriched pathways in IFNγR deficient exhausted TILs were related to metabolism (Fig. 7a, b). This was also true for the Bystander-like cell state (Fig. S5a, b). 

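In the Exhausted-like state, the glycolysis list of Supplementary Dataset 5 had a median log2 ratio of CD8-IFNγRKO over control of 0.20, with 27 of 36 genes higher, at percentile 99.96 of random lists. The oxidative phosphorylation (Oxphos) list had a median of 0.06, with 49 of 83 genes higher, at percentile 82.4. Of metabolic and growth genes labelled in Fig. 7h, *Gapdh* was at 0.32 (0.31 to 0.32), *Eno1* at 0.46 (0.45 to 0.47), *Eif4a1* at 0.72 (0.68 to 0.75) and *Myc* at 1.13 (1.06 to 1.20). The pathway sets of Fig. 7a were not used here.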

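The median glycolysis score of thinned CD8-IFNγRKO and control TILs was 0.116 and 0.100 in the Exhausted-like state, 0.120 and 0.0977 in the low-UMI cluster R2, 0.106 and 0.0938 in the Interferon-stimulated-like state and 0.0684 and 0.0712 in the *Tcf7*-high cluster R3. R3 was lowest in both libraries. With all UMIs, the medians of R2 were 0.125 and 0.0897 and those of the Exhausted-like state 0.141 and 0.123. The genes of the list had a median log2 ratio of R3 over Exhausted-like cells of -0.54 in CD8-IFNγRKO and -0.44 in control TILs.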

Glycolysis was observed mainly in the Exhausted cell state compared to the other cell states (Fig. S7a). Within the Exhausted cluster, TILs from CD8-IFNγRKO mice displayed increased glycolysis score (Fig. 7c). 

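The medians of the Exhausted-like state differed between CD8-IFNγRKO and control TILs by 0.0163 after thinning and by 0.0175 with all UMIs, with an SD between cells of 0.0271 and 0.0274. The score rests on 6460 and 5315 thinned cells, which are not replicates of the genotype.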

Long-term antigen exposure has been shown to change the metabolic requirements for T cell function, with exhausted T cells relying on oxidative phosphorylation (Oxphos) and fatty acid oxidation (FAO) to produce ATP for IFNγ synthesis^57^. Indeed, increased Oxphos signature correlated with increased Exhaustion in our dataset (Fig. S7a, b). Both Exhausted and Bystander-like T cells from CD8-IFNγRKO mice displayed an increased Oxphos score compared to control cells (Fig. 7d). 

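Over the thinned cells of both tumor libraries, Pearson's r of the Oxphos and exhaustion scores was 0.105 and Spearman's rho 0.0747 (14727 cells). With all UMIs, r was 0.636 and rho 0.631 (15706 cells). Without thinning, the log of the UMIs per cell had an r of 0.845 with the Oxphos score and 0.725 with the exhaustion score. Within the libraries, r after thinning was 0.119 in CD8-IFNγRKO and 0.0872 in control TILs. The lists share 2 genes. The correlation is across cells, which are not independent samples, and no p value is given.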

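In the Exhausted-like state, the median Oxphos score of thinned cells was 0.160 (SD 0.0300) in CD8-IFNγRKO and 0.157 (SD 0.0295) in control cells. The difference was 0.00256, and 0.0262 with all UMIs. The clusters of that state went both ways after thinning, with 0.00227 in R0, -0.000637 in R1, -0.00220 in R4 and 0.00559 in R6. The median score of the low-UMI cluster R2, which stays unnamed here, was 0.145 (SD 0.0283) in CD8-IFNγRKO and 0.149 (SD 0.0334) in control cells. The difference was -0.00388, over the 676 and 164 cells deep enough to be thinned. This difference changed direction to 0.0368 with all UMIs and to 0.111 as a mean of log-normalized values. The test of Fig. 7d took cells as replicates.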

Increased metabolism-related transcripts could reflect true changes in metabolism, or rather indicate indirect consequences of activation or environmental adaptation. To characterize whether IFNγ directly affected the metabolism of exhausted T cells, we analyzed mitochondrial function ex vivo. Exhausted WT and IFNγRKO CD8 T cells harbor similar mitochondrial bioenergetics as shown by the relative uptake of mitochondrial dyes^58,59^ (Figs. 7e and S7c). We then analyzed the Bioenergetic Cellular (BEC) index, a measure of the dependence on respiratory capacity over glycolysis rates^60^. To do so, we quantified the ratio between β-F1-ATPase (ATPB) and GAPDH and found no difference between control and IFNγRKO CD8 T cells (Fig. 7f). Similarly, both cell types exhibited similar GLUT1-dependent glycolysis (Fig. S7d), suggesting similar ATP production levels through aerobic and anaerobic glycolysis. The tumor microenvironment is hypoxic^61^, which can naturally lead to anaerobic glycolysis with the upregulation of LDHA expression in cells. IFNγRKO exhausted CD8 T cells have decreased LDHA expression level (Fig. S7e), suggesting that IFNγRKO CD8 T cells relied less on anaerobic glycolysis. Altogether, we concluded that the transcriptional increase in Oxphos observed in IFNγRKO CD8 T cells reflected environmental adaptation rather than intrinsic enhanced metabolism capacities.

**Fig. 7:**
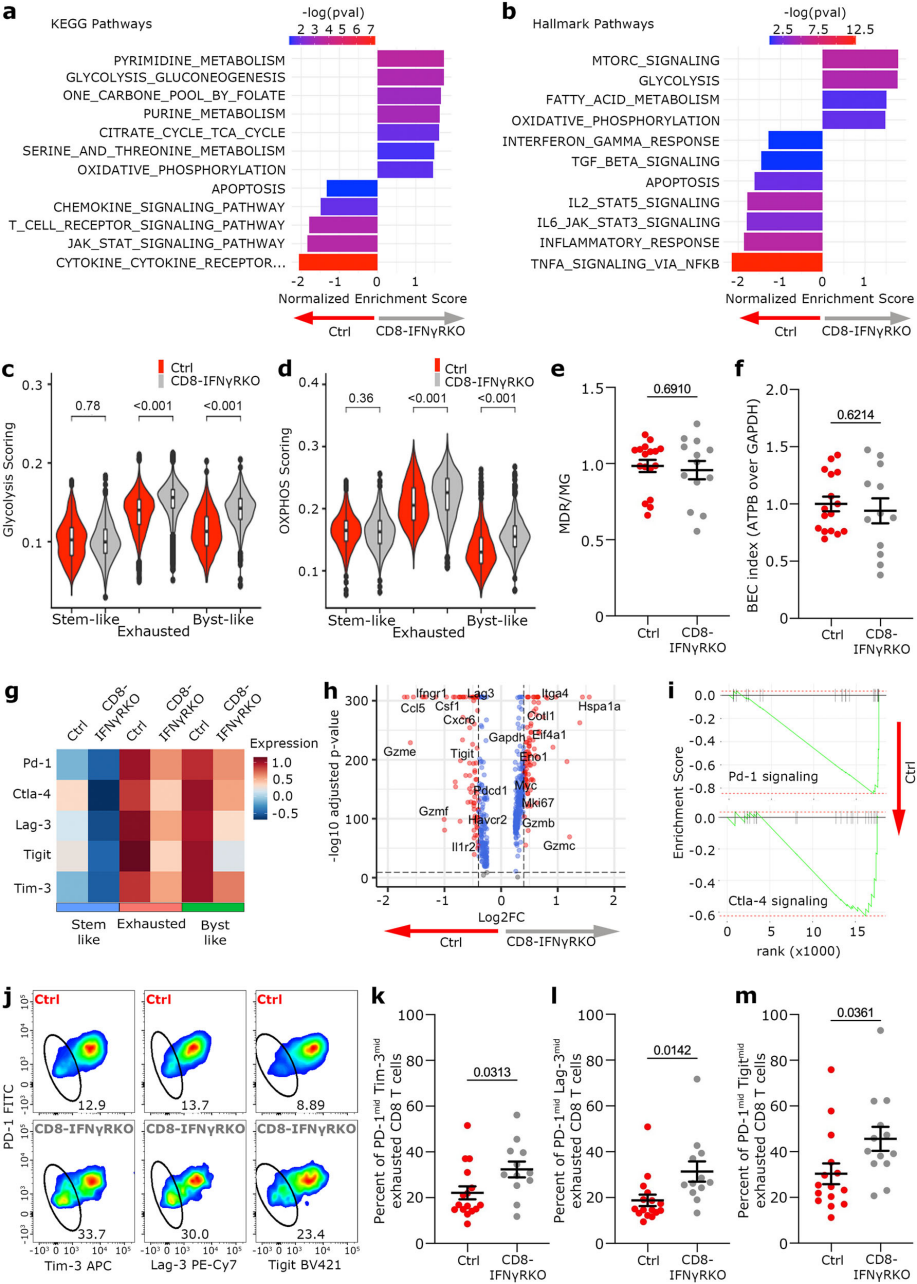
IFNγ signaling in TILs is not sufficient to alter their metabolism but reinforces exhaustion in vivo. **a–d; g–i** Analysis of transcriptomics data from Fig. 3. **a–b** NES of chosen KEGG (**a**) and Hallmark (**b**) pathways differentially regulated in CD8-IFNγRKO vs control Exhausted TILs. Bars are colored by adjusted *p*-values, derived from the fgsea R package. **c–d** Violin plots show Glycolysis scoring (**c**) and Oxphos scoring (**d**) of Control (red) and CD8-IFNγRKO (grey) TILs within each cell state. Box plots indicate median (middle line), 25th, 75th percentile (box). Pairwise group comparisons with two-sided Wilcoxon signed-rank test. (*n* = 15706 total). **e–f** Metabolic analysis of PD-1^+^ Lag-3^+^ TILs from Control and CD8-IFNγRKO mice engrafted with B16-OVA. Each dot represents a mouse (Control *n* = 17 and CD8- IFNγRKO *n* = 13) from 3 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **e**- Ratio between MitoTracker Deep red (MDR) and MitoTracker green (MDG). **f**- BEC index (ratio between ATPB and GADPH expression). **g**- Heatmap shows the relative average expression of selected exhaustion markers in control and CD8-IFNγRKO TILs over the different cell states. **h**- Volcano plot representing Differentially Expressed Genes between control and CD8-IFNγRKO TILs in Exhausted T state. Blue dots: genes with an adjusted p value<0.05; Red dots: genes with log2 (fold-change) value >0.5 or < −05 and an adjusted p value<0.05. Total variables = 543. Wilcoxon rank sum test. **i-** Enrichment Score of PD-1 (upper panel) and CTLA-4 (lower panel) between CD8-IFNγRKO and control TILs in the Exhausted state. **j–m** Phenotypic analysis of PD-1^+^ Lag-3^+^ TILs from Control and CD8-IFNγRKO mice engrafted with B16-OVA. Each dot represents a mouse from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **j**- Representative flow cytometry plo*t*s with gate highlighting a population with intermediate expression (mid) of PD-1, Tim-3, Lag-3, and Tigit. **k–m** Percentage of TILs with intermediate expression of PD-1 and Tim-3 (**k**; Control *n* = 16 and CD8-IFNγRKO *n* = 12), Lag-3 (**l**; Control n = 16 and CD8-IFNγRKO *n* = 12) and Tigit (**m**; Control *n* = 15 and CD8-IFNγRKO *n* = 13). Each dot represents a mouse from 3 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test.

Because exhausted T cells have been shown to become defective in mitochondrial metabolism overtime^62^, increased Oxphos signature in CD8-IFNγRKO could also indirectly reflect a lesser level of exhaustion. To address this, we compared the average expression of multiple exhaustion receptors between IFNγRKO and control TILs. Intra-tumoral IFNγRKO CD8 T cells consistently displayed decreased average expression of multiple exhaustion markers regardless of the cluster they belonged to (Fig. 7g). 

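The receptors of Fig. 7g, *Pdcd1*, *Ctla4*, *Lag3*, *Tigit* and *Havcr2*, were lower in CD8-IFNγRKO than in control cells in every rebuilt state, 5 of 5 in each. Their median log2 ratio was -1.22 in the *Tcf7*-high cluster R3, -0.53 in the Exhausted-like state, -0.44 in the Interferon-stimulated-like state and -0.48 in the low-UMI cluster R2, at percentiles 0, 0.135, 0.800 and 0.145 of random lists. In R3, *Lag3* was at -1.67 (-1.82 to -1.51), *Havcr2* at -1.40 (-1.74 to -1.07), *Ctla4* at -1.22 (-1.35 to -1.09), *Tigit* at -0.85 (-0.99 to -0.70) and *Pdcd1* at -0.60 (-0.73 to -0.47). R3, clustered again alone, mixes subclusters. T1, with 4 preset exhaustion markers among its 10 leading genes, made up 41.0% (37.7 to 44.3%) of its CD8-IFNγRKO and 48.6% (44.7 to 52.5%) of its control cells, and T0, with 0, made up 51.0% and 42.6%. Within T1, *Lag3* was at -1.89 (-2.08 to -1.70), *Ctla4* at -1.53 (-1.71 to -1.35), *Havcr2* at -1.47 (-1.88 to -1.06), *Tigit* at -1.14 (-1.34 to -0.96) and *Pdcd1* at -0.93 (-1.10 to -0.77). Within T0, *Lag3* was at -0.72 (-1.06 to -0.39), *Ctla4* at -0.31 (-0.54 to -0.08) and *Havcr2* at -0.90 (-1.64 to -0.17), while *Tigit* at -0.13 (-0.40 to 0.14) and *Pdcd1* at 0.07 (-0.18 to 0.32) had intervals that included 0. This comparison was chosen after the data were seen. *Lag3* is among the leading genes of T1, which may hold other cells in each genotype. The comparison therefore cannot exclude a difference in composition within R3.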

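In the Exhausted-like cells, *Lag3* had a log2 ratio of CD8-IFNγRKO over control of -0.81 (-0.83 to -0.79), *Tigit* of -0.68 (-0.71 to -0.66), *Havcr2* of -0.53 (-0.56 to -0.50), *Ctla4* of -0.38 (-0.40 to -0.36) and *Pdcd1* of -0.41 (-0.43 to -0.39). The extremes of the ranked genes were *Areg* at -3.10 (-3.19 to -3.02) and *Ifitm1* at -2.14 (-2.19 to -2.08), and at the other end *Hspa1a* at 1.82 (1.79 to 1.85), *Hspa1b* at 1.60 (1.57 to 1.62) and *Fdps* at 1.54 (1.46 to 1.62). *Gzme*, *Gzmd*, *Serpine2*, *Gzma* and *Xcl1* were also among the 5 lowest or highest, but they lead R0 or R6 and are given over all TILs only. The genes of the exhaustion list had a median of -0.03, at percentile 8.66 of random lists. The median exhaustion score differed by -0.00352 after thinning, and the difference changed direction to 0.0107 with all UMIs and to 0.0212 as a mean of log-normalized values. Cells are not replicates, so these intervals do not show what would recur between mice.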

Focusing on the Exhausted cell state, we could confirm that the reduction in exhaustion markers, albeit slight, was highly significant (Fig. 7h). Differential Pathway analysis confirmed that IFNγRKO TILs displayed decreased *Pdcd-1* (PD-1) and Ctla4 (CTLA-4) signaling transcriptional signature compared to control TILs (Fig. 7i). Similar data were observed for Bystander-like TILs (Fig. S7f, g). To confirm that IFNγ influenced the level of T cell exhaustion, we performed multidimensional flow cytometry to characterize the expression level of multiple exhaustion markers. We focused our analysis on exhausted PD-1^+^ Lag3^+^ T cells. We identified a subpopulation of exhausted T cells that exhibited a lower expression of multiple exhaustion markers (PD-1, Tim-3, Lag-3 and Tigit) (Fig. 7j), which we referred to as intermediate. Interestingly, exhausted CD8-IFNγRKO T cells contained an increased percentage of the intermediate population (Fig. 7k, m), consistent with a lesser level of exhaustion. Similarly, when we injected in vitro generated stem-like WT and IFNγRKO OTI cells in the same B16-OVA bearing mouse, as in Fig. 6, OTI stem-like T cells converted to exhausted T cells (Fig. S7h). Among those newly differentiated cells, we found a higher proportion of intermediate cells within the exhausted pool after 6 days (Fig. S7i), confirming that the intermediate population originates from stem-like T cells and that IFNγ sensing by stem-like T cells leads to a diminution of this population. Overall, these data are consistent with a steady generation of TILs in CD8-IFNγRKO compared to control mice. This could also explain the subtle increase in cytokine production observed experimentally in IFNγRKO CD8 T cells (Fig. 2) and suggests it could be driven by a sub-population of TILs that recently got generated.

To conclude, our data demonstrate that IFNγ inhibits the self-renewal maintenance of stem-like T cells. Interfering with this mechanism preserves stem-like T cell maintenance, driving the steady generation of newly exhausted T cells with enhanced functional potential, intra-tumoral invasion and proliferative capacity. This overall leads to improved anti-tumor immunity.

### IFNγR deletion improves tumor control following T cell transfer therapy

Adoptive cell therapy (ACT) is a form of treatment that uses the patient’s own T cells to eliminate cancer. ACT has shown spectacular success with blood cancers^63^, but its use in solid cancer remains limited. Given our findings that IFNγ signaling in CD8 T cells restricts their expansion and stem-like T cell longevity, we hypothesized that deleting the IFNγR in CD8 T cells could improve ACT. To test this, we engrafted WT mice with B16-OVA tumor cells and adoptively transferred either WT or IFNγRKO OTI CD8 T cells when tumors were palpable. Tumor growth was followed over time. Transfer of IFNγR-deficient OTI overall enhanced mouse survival (Fig. 8a), slowed tumor growth (Fig. 8b) and decreased tumor weight (Fig. 8c), demonstrating that IFNγR ablation in adoptively transferred T cells improved tumor control. To address whether IFNγR ablation also affected T cell expansion in this model, we co-transferred WT and IFNγRKO OTI cells in tumor-bearing mice at a ratio of 1:1. Quantification of the ratio between IFNγRKO and WT OTI cells 5 to 7 days after OTI transfer revealed that IFNγR ablation in OTI cells increased OTI expansion 2 to 3-fold compared with WT OTI, both in the tumor and the draining lymph nodes (Fig. 8d). This was overall not related to differences in activation. Indeed, WT and IFNγRKO OTI cells had similar priming potential, as assessed by CD69 up-regulation following activation with Dendritic cells presenting different altered OVA peptides (Fig. 8e). In addition, we assessed the relevance of IFNγ signaling for OTI functional fitness. WT and IFNγRKO OTI cells were co-transferred in B16-OVA bearing mice and tumors were harvested 7 days after OTI cell transfer. Cytokine secretion was assessed following in vitro restimulation with the OVA peptide SIINFEKL. IFNγR ablation resulted in a mild but consistent increase in IFNγ and TNFα expression (Fig. 8f, g). We did not observe any significant difference between WT and IFNγRKO OTI cells when we performed cytotoxic assays (Fig. 8h, i) and extra-cellular LAMP-1 staining (Fig. 8j), indicating that OTI T cells had a similar cytotoxic capacity regardless of IFNγR ablation.

**Fig. 8:**
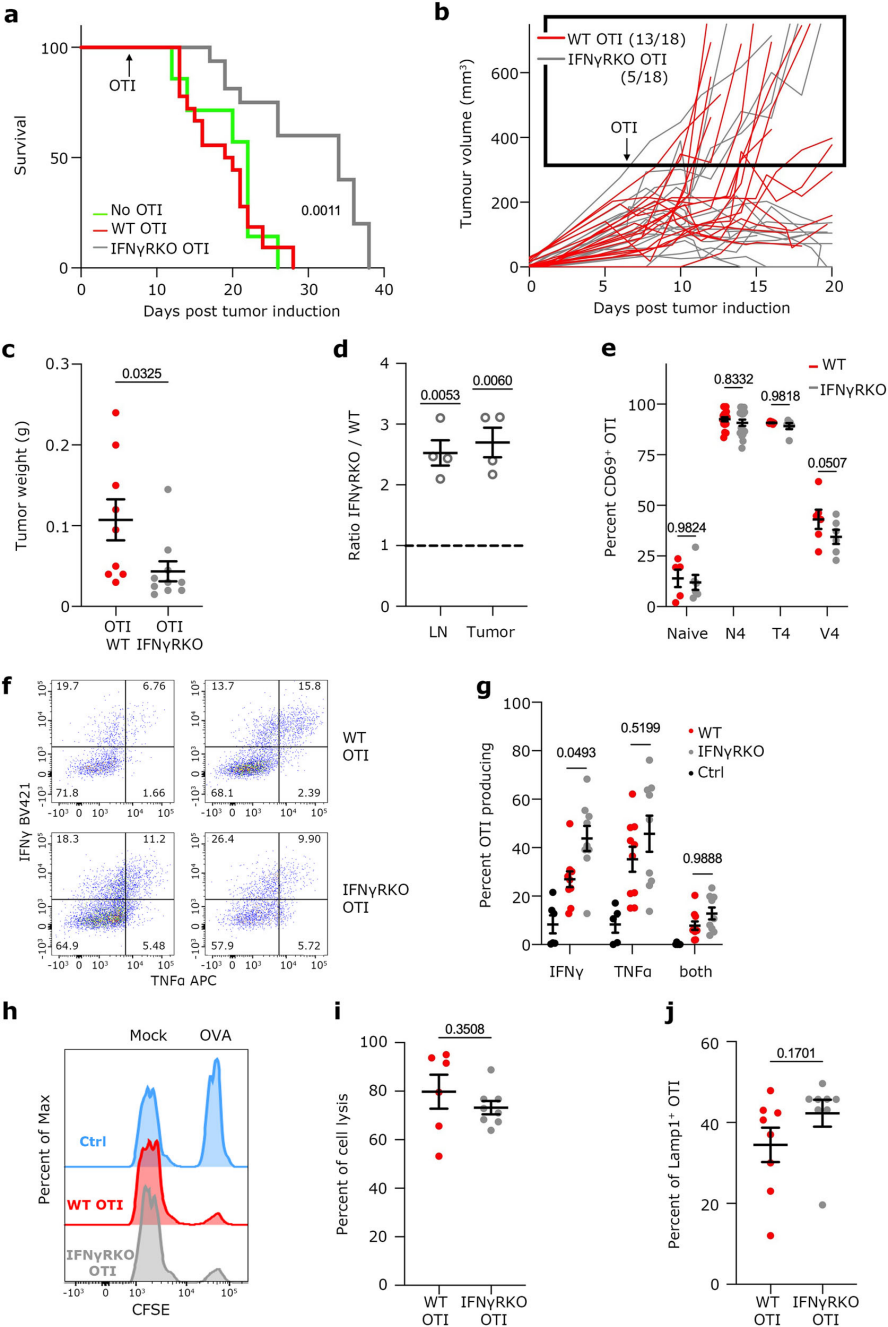
IFNγR ablation in CD8 T cells improves tumor control in a T cell transfer model. **a**–**c** WT mice bearing B16-OVA were transferred with Control (red), IFNγRKO (grey) OTI T cells or not transferred (green). **a**- Mouse survival over time (*n* = 7 control, n = 17 WT and n = 18 IFNγRKO). Data is from 3 independent experiments. Mantel-Cox test. **b**- Tumor volume of individual mice over time (*n* = 15). Black square highlight tumors with a volume of at least 300 mm^3^. Data is from 3 independent experiments. **c**- Average tumor weight 7 days post-OTI transfer. Each dot is a mouse (*n* = 9 WT and *n* = 10 IFNγRKO) from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **d**- WT mice bearing B16-OVA were either co-transferred with Control and IFNγRKO OTI T cells. Ratio between the number of IFNγRKO and WT OTI cells in Lymph nodes and Tumors after 5 days. Each dot is a mouse (*n* = 4) from 2 independent experiments. Data shows Mean +/− SEM. One sample *t* and Wilcoxon test. **e**- WT and IFNγRKO OTI were stimulated in vitro with BMDCs loaded with N4, T4, or V4 peptides. Percentage of CD69^+^ OTI cells after 24 h. Each dot is an independent sample (*n* = 5 WT-naive, *n* = 6 WT-T4/V4, IFNγRKO-naïve/T4/V4; *n* = 18 WT-N4 IFNγRKO-N4) from 2 experiments. Data shows Mean +/− SEM. Mixed-effects model analysis with Šidák’s multiple comparison test. **f–g** WT mice bearing B16-OVA tumors were transferred with Control (red) and IFNγRKO (grey) OTI T cells. Intra-tumoral OTI cells were restimulated in vitro with 1ug OVA peptide. **f**- Representative plot showing IFNγ and TNFα production. **g**- Quantification of IFNγ and TNFα production by OTI WT (red), OTI IFNγRKO (grey), and non-stimulated OTI control (black). Each dot is an independent sample (*n* = 9 WT, *n* = 6 IFNγRKO) from 3 independent experiments. Data shows Mean +/− SEM. Mixed-effects model analysis with Šidák’s multiple comparison test. **h–j** WT mice bearing B16-OVA tumors were transferred with Control (red) and IFNγRKO (grey) OTI T cells. **h–i** In vivo cytotoxic assay was performed after 12 days. **h**- Representative histogram of CFSE labelled target cells after 24 h. **i**- Quantification of cell lysis. Each dot is an independent sample (*n* = 6 WT, *n* = 8 IFNγRKO) from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test. **j**- Lamp-1 expression following restimulation. Each dot is an independent sample (*n* = 8 WT, *n* = 8 IFNγRKO) from 2 independent experiments. Data shows Mean +/− SEM. Unpaired *t* test.

Our data demonstrate that while IFNγR ablation does not enhance T cell cytotoxic functions, it nevertheless improves T cell expansion and anti-tumor potential in a T cell transfer model.

Altogether, we provide evidence that IFNγ signaling in CD8 T cells inhibits anti-tumor responses by limiting T cell expansion and infiltration. Mechanistically, IFNγ restricts stem-like T cells by limiting their maintenance and inhibiting downstream cytokinesis upon restimulation. This leads to a decrease in Stem-like T cell diversity and a wide-spread effect on exhausted T cells by reinforcing their dysfunction. Overall, chronic IFNγ signaling in CD8 T cells triggers a negative feedback loop designed to restrict the immune response. We speculate that this is a physiological regulatory mechanism emerging from collective responses^64^ to preserve tolerance and prevent immunopathology. This is in agreement with the correlation between autoimmune-related adverse events following checkpoint blockade and low expression of IFNγR in CD8 T cells of metastatic melanoma patients (Fig. 1h).

## Discussion

CD8 T cells are critical to the elimination of tumor cells; however, they are often restricted in their cytotoxic capabilities due to immunosuppressive factors. As such, T cell tolerance and dysfunction are major hurdles for successful immune therapies^65,66^. T cell dysfunction, or exhaustion, is a dynamic process, which ultimately leads to a permanent loss of effector functions. Therefore, terminally exhausted T cells cannot be harnessed by immunotherapies^67^. Indeed, checkpoint blockade has been shown to target T cells that have just entered tumors^68^ and exhibit a stem-like phenotype^11–14,69^. Stem-like T cells are therefore obvious targets for new immune therapeutic avenues, and there is a critical need to understand how this population is generated and maintained^70^. In this study, we contribute to this important question by describing a role for IFNγ in regulating stem-like T cell maintenance intratumorally.

While the generation and maintenance of stem-like T cells in LNs has received increasing attention^15,16,71^, it remains unclear why they are not maintained at the tumor site. It has been proposed that loss of antigen presentation to stem-like CD8 T cells, required to continuously produce terminally differentiated CD8 T cells, causes the decline in T cell responses in cancer, rather than expression of checkpoint molecules^46^. Nevertheless, it has also been suggested that chronic antigen presentation ultimately depletes stem-like T cells via Tcf1/7 down-regulation^15,72^. Our work provides insight into stem-like T cell regulation at the tumor site by providing a mechanism whereby IFNγ sensing induces the loss of stem-like T cells. By contrast, IL10 sensing has been recently correlated with stem-like T cell maintenance in chronic lymphocytic leukemia^73^, indicating that the balance between pro- and anti-inflammatory cytokines is key to maintaining stem-like T cells in tumors.

It is often assumed that IFNγ directly inhibits cytotoxic T cells (CTL) cytokinesis or kill CTLs. However, CTLs and here, exhausted T cells, become less responsive to IFNγ as they down-regulate IFNγR2 (Figs. 1A, B, 4D), critical for IFNγ-downstream signalling. This has also been shown in the context of infection and in human CD8 T cells^36,74^. We discovered that IFNγ targets exhausted precursors, stem-like T cells, which quickly differentiate into intermediate exhausted state upon restimulation, explaining how IFNγ indirectly affects exhausted T cells. Stemness and high proliferative capacity following restimulation, although counter-intuitive, are both hallmarks of stem-like T cells^46,75^. Our data suggest that they are both limited by IFNγ. This is consistent with the role of IFNγ in regulating the stemness of other cell types. IFNγ has a complex impact on hematopoiesis during inflammation^76^, where, for instance, it impairs the maintenance of hematopoietic stem cells by directly inhibiting their proliferation and restoration upon viral infection^77^. In cancer stem cells, high doses of IFNγ inhibit self-renewal and induce apoptosis of colon cancer cell lines^78^, whereas low doses of IFNγ potentiate the stemness of non-small cell lung cancer-derived cell lines, as well as dormancy in melanoma and breast cancer^79,80^. This highlights the important and likely dynamic crosstalk between tumor progression and the state of the immune response^81^. It is interesting to note that the level of IFNγR expression in cancer cells has been hypothesized to mediate either apoptosis or entry into a quiescent state^81^. Similarly, we found that the level of expression and ratio between IFNγR1 and IFNγR2 is tightly regulated and differs between T cell subsets (Figs. 1 and 4). As such, the dynamic regulation of IFNγR might lead to different IFNγ sensitivity and IFNγ-driven outcome.

Our data highlight the dual pro- and anti-tumor functions IFNγ exerts on T cells. On one hand, it potentiates T cell homing to tumors. On the other hand, IFNγ sensing by CD8 T cells results in their exclusion from the tumor core, which might occur by the same mechanism, whereby CD8 T cells produce IFNγ at the margin, where they are primed by macrophages, which in turn would induce the expression of the chemokines CXCL9 and 11^82^, recruiting and retaining CD8 T cells that express the receptor CXCR3. Interestingly, the effect of IFNγ in increasing homing is counter-balanced by the effect IFNγ in inhibiting stem-like T cell maintenance and subsequent proliferation throughout their progeny. Whether the niches where stem-like T cells reside can to some extent shield stem-like T cells from IFNγ is unknown, but suggests that characterizing this niche will be key to decipher additional factors controlling stem-like T cell maintenance.

Partial agonists for the IFNγR have shown the capacity to uncouple the immunostimulatory from the immunosuppressive function of IFNγ^83^, suggesting that their downstream pathways are distinct and therefore potentially targetable. Our work puts IFNγ at the center of continuous T cell dysfunction and reinforces the importance to uncouple different outcomes triggered by IFNγ to specifically leverage IFNγ-driven anti-tumor immunity.

## Methods

### Mice

Mice were bred and maintained in the University of Oxford specific pathogen-free (SPF) animal facilities. Mice were routinely screened for the absence of pathogens and were kept in individually ventilated cages with environmental enrichment at 20–24 °C, 45–65% humidity with a 12 h light/dark cycle (7am–7pm) with half an hour dawn and dusk period. CD8α-Cre mice (The Jackson Laboratory – 008766) were crossed with Rosa-floxSTOPflox-Tomato (The Jackson Laboratory – 007908) and flox-IFNγR1-flox (The Jackson Laboratory – 0025394) to specifically deplete IFNγR1 in mature CD8 + T cells. IFNγR-/- (The Jackson Laboratory − 003288) were crossed with OTI mice (The Jackson Laboratory – 003831) to generate IFNγR-/- OTI. They were crossed with Ubiquitin-GFP mice (The Jackson Laboratory – 004353) or CD45.1 mice (The Jackson Laboratory – 002014). 6 to 10-weeks old WT recipient C57Bl6 mice were purchased from Charles River (027). Tcf1/7 GFP reporter mice (The Jackson Laboratory – 030909) were used as hosts for some experiments. Mice were housed and bred under specific pathogen-free/SPF conditions in the in-house animal facilities at the University of Oxford. Experimental and control animals were co-housed. Mice were euthanized by CO_2_ asphyxiation followed by cervical dissociation. 6 to 10-weeks old male and female mice were used for all experiments. All experiments involving mice were conducted in agreement with the United Kingdom Animal Scientific Procedures Act of 1986 and performed in accordance with approved experimental procedures by the Home Office and the Local Ethics Reviews Committee (University of Oxford) under UK project license P4BEAEBB5 and PP3609558.

### Tumor induction

B16 Tyr-/- expressing mCherry and Ovalbumin (B16-OVA) was kindly given by Dr. Edward Roberts from the Beatson Institute (Glasgow, UK). Cells were cultured at 37C in 5% CO2 in Dulbecco’s Modified Eagle’s Medium (Sigma, D6429) media containing 10% fetal bovine serum (FBS) (Sigma, F9665), 0.5 μM beta-mercaptoethanol (Gibco, 31350-10), and Penicillin/Streptomycin (Gibco, 10378-016). Between 2 × 10^5^ to 5 × 10^5^ B16-OVA or MC-38 cells were resuspended in phosphate-buffered saline (PBS) and 25% Matrigel (Corning, 354262) for subcutaneous injection in the flank of host mice. Tumors were palpable after 5 to 7 days post-engraftment and were measured using a caliper and the [(Length*Width*Width)/2] formula was used to obtain the tumor volume in mm^3^.

### Adoptive T cell transfer of naïve CD8 T cells

WT or IFNγRKO OTI cells were isolated from the lymph nodes of 6 to 12 weeks-old mice. CD8 T cells were negatively selected using a negative mouse CD8 T cell isolation kit (Mojosort – Biolegend). When indicated, cells were labeled with 5 μM CellTrace Violet (Thermo Fisher) for 15 min at 37 °C. Mice were adoptively transferred with 2 × 10^6^ OTI by intravenous injections between 5 and 7 days after B16-OVA cell engraftment when the tumor was palpable depending on the experiment.

### Adoptive T cell transfer – Tracing

For cell-tracing experiments, OTI cells from both WT or IFNγRKO were in vitro-treated to induce stem-like T cells or exhausted T cells. To obtain stem-like T cells, 2 × 10^6^ OTI/mL were incubated 24 h at 37 °C in RPMI 1640 media (Gibco) containing 10% fetal bovine serum (FBS) (Sigma), 0.5 μM beta-mercaptoethanol (Gibco) and Penicillin/Streptomycin (Gibco) (called R10 thereafter) supplemented with 10IU/ml of IL-2, 100 ng/mL of N4 peptide (SIINFEKL) and 7uM of TWS119 (Merk)^48^. To obtain in vitro induced exhausted T cells, 500 000 OTI/mL were plated in R10 containing 1% HEPES (Gibco), 5 ng/mL IL-15 (Peprotech), 5 ng/mL IL-7 (Peprotech), and 10 ng/mL of N4 peptide (SIINFEKL). Cells were incubated at 37 C and 10 ng/mL of N4 peptide (SIINFEKL) were added daily for 5 days. Cells were split with fresh media when confluent and underwent Ficoll separation (Ficoll-paque Premium, Cytiva) prior to in vivo injection^47^. Mice were adoptively transferred with 2 × 10^6^ OTI WT and IFNγRKO at 1:1 ratio by intravenous injections 6 days after B16-OVA cell engraftment.

### Adoptive T cell transfer – Homing

Naïve WT OTI and IFNγRKO OTI resuspended in R10 supplemented with 2 ug/mL of anti-CD28 (PV-1, Biolegend) were plated on a previously coated plate using a 5 ug/mL solution of anti-CD3 (2C11, Biolegend) and incubated at 37 °C for 7 days. After 2 days of culture, 5IU/mL of IL-2 was added with fresh media. After 7 days, activated cells were labeled with CellTrace Violet before mixing the OTI WT and IFNγRKO at a 1:1 ratio. A total of 30 × 10^6^ cells (15 × 10^6^ of each cell type) were injected intravenously in PBS on tumor-bearing mice 10 days after engraftment. Tissues were harvested after 24 h.

### Tissue processing

At the indicated time points, tumors and draining lymph nodes (LNs) were harvested, measured, and weighed. Tumors were then dilacerated, incubated 30 min at 37 °C in 5% CO2 in R10 containing Liberase TL at 1 mg/mL (Roche) and DNase I at 10 µg/mL (Roche), and run through a 70μm cell strainer (Falcon). Cells were either undergoing Ficoll to obtain live immune cells or directly used after for further experiments. LNs were directly smashed through a 70μm cell strainer and resuspended in PBS.

### Ex vivo T cell re-stimulation for cytokine detection

For OTI cells, Tumors from OTI-bearing mice were harvested 5 to 7 days after OTI transfer and processed as above. For endogenous TILs, tumors from control or CD8-IFNγRKO mice were harvested 10 to 12 days after tumor engraftment. Single-cell suspensions were ficolled and plated in 96-well plates. Cells were incubated for 6 h at 37 °C in the presence or absence of the OVA peptide SIINFEKL (1 ug/mL). Brefeldin A (BFA, 10 ug/mL, Santa Cruz) was added after 30 min.

### Ex vivo T cell self-renewal assessment

TILs were isolated from tumor-bearing WT mice, enriched using Ficoll, and labeled with 2uM of CFSE. Between 2 × 10^5^ to 2 × 10^6^ cells were resuspended in complete RPMI supplemented with 2 ug/mL of anti-CD28 (Biolegend-37.51) and with or without blocking IFNγ antibody (BioXcell XMG1.2 at 10 ug/mL) or recombinant mouse IFNγ (Biolegend at 100 ng/mL). Cells were then plated at a similar density in 96-well or 12-well plates previously coated with 2 ug/mL of anti-CD3 (Biolegend – 145-2C11) in PBS for 2 h at 37 °C. Cells were incubated at 37 °C and were fed every 2 days with fresh media according to the different conditions. At the desired time points cells were harvested and processed for flow cytometry.

In some experiments, naïve T cells were stimulated by 2 µg/ml coated anti-CD3 and 2 µg/ml soluble anti-CD28 with or without blocking IFNγ antibody as above and treated with 3.5 µM of the inhibitor TWS119 (Merk) when indicated. IL-2 at 10IU/ml was added to the culture two days after priming.

### Ex vivo T cell proliferation assessment

TILs from tumor-bearing Tcf1/7-GFP mice were enriched using a CD45 (TIL) Microbeads enrichment kit (Miltenyi Biotech) and stained for cell sorting. Stem-like T cells and exhausted T cells were then sorted from live CD8 + PD1 + T cells using GFP + LAG3- strategy for stem-like T cells and GFP-LAG3+ for exhausted TILs. Cells were labeled with 5 μM CellTrace Violet (Thermo Fisher) for 15 min at 37 °C. Stem-like T cells and exhausted T cells were resuspended separately in R10 supplemented with 2 ug/ml soluble anti-CD28 with or without blocking IFNγ antibody at 10 ug/mL and plated in a 96-well plate previously coated with 2 µg/ml of anti-CD3. Cells were processed for flow cytometry after 4 days of culture to assess their proliferation.

### WNT pathway analysis in vitro

CD8 T cells were isolated from OTI mice as described above. Depending on the experiment, naïve cells were pre-treated with 100 ng/mL of recombinant IFNγ or not for 16 h at 37 °C, before being incubated at 37 °C for 6 h in R10 only or R10 supplemented with 3.5 µM of TWS119 or 400 ng/mL of WNT3a (Peprotech). During this incubation, some cells were plated on anti-CD3 coated wells and supplemented with 2 µg/ml of anti-CD28 for TCR activation.

### In vivo cytotoxicity assessment

WT or IFNγRKO OTI cells were transferred in tumor-bearing WT mice between 5 and 7 days after B16-OVA cell engraftment when the tumor was palpable. After 7 days of OTI adoptive transfer, mice were injected with a 1:1 ratio of Ova-targetable and non-targetable cells. Splenocytes from naïve B6 mice were isolated and split into two equal pools. Targetable cells were loaded with SIINFEKL peptide (1 µg/mL) and further labeled with high concentration CFSE (2 µM - Invitrogen). Non-targetable cells were not loaded but labeled with low CFSE (0.2uM). Peptide loading was performed in complete RPMI at 37 °C for 1 h. Cell labeling was done in PBS for 15 min at 37 °C. After cell preparation, cells were washed with PBS and pooled together for intravenous injections. After 24 h spleens were harvested and processed for flow cytometry analysis.

### Tumor processing for confocal imaging

Tumors were harvested from day 8 to day 20 after engraftment and immersed in a commercial paraformaldehyde-based fixative solution (Antigenfix – Diapath P0016) overnight under gentle agitation at 4 °C protected from light. Tumors were then rinsed with PBS and incubated in PBS 30% sucrose (VWR chemicals) for a minimum of 6 h at 4 °C without agitation. Fixed tumors were then embedded in O.C.T. compound (VWR chemicals) and kept frozen at −80 °C. Frozen tumors were sectioned with a cryostat (Leica - CM1900UV) to obtain 10μm cryosections. Cryosections were rehydrated in PBS for 5 min and blocked with PBS 10% donkey serum (Sigma), Fc-block (anti-CD16/32 clone 93 Biolegend) 2% FBS, and 0.1% triton (Acros Organics) for 4 h at room temperature. The sections were then incubated with anti-CD8α-A647 at 1/200 diluted in the blocking solution (Abcam – ab237365) overnight at 4 °C, washed, and stained with the secondary antibody anti-rabbit-A647 at 1/400 (Biolegend - polyclonal) for 4 h at room temperature. Sections were washed and incubated in DAPI (Sigma) at 0.5 μg/ml for 15 min at room temperature and were mounted with Fluoromount G (SouthernBiotech). Images were taken on the Zeiss LSM880 confocal microscope and analyzed with the Imaris (Bitplane v9.6) software.

### Flow cytometry

Cells were washed with PBS and incubated for 30 min at 4 °C with live-dead stain (Zombie-NIR Biolegend, Fixable Viability Dye eFluor® 780 Invitrogen, or Live/dead-Aqua Invitrogen) at 1/1500 with Fc-block at 1/200. For metabolic dyes, cells were incubated in complete R10 at 37 °C with either NAO (Nonyl Acridine Orange – Invitrogen) for 10 min or with MitoTrackers (Deep Red – Invitrogen, and Green – Invitrogen) for 30 min before the extracellular staining. Extracellular staining was then performed with directly conjugated antibodies from Biolegend against CD45 (30-F11), CD8 (53–6.7), CD44 (IM7), CD69 (H1.2F3), F4/80 (BM8), CD3 (1782), NK1.1 (PK136), CD19 (6D5), CD4 (RM4-5), CD11b (M1/70), CD11c (N418), Ly6C (HK1.4), Ly6G (1A8), MHC-II (M5/114.15.2), CD45.1 (A20), CD45.2 (104), LAMP1 (1D4B), LAG3 (C9B7W), PD1 (29 F.1A12), TIM3 (RMT3-23), TIGIT (1G9) for 30 min at 4 °C. Cells were then fixed with PBS 4% Paraformaldehyde (Thermo Fisher Scientific) for 15 min at room temperature. Note, for the metabolic dyes, cells were kept alive and not fixed before running them by flow cytometry. For intracellular cytokine and metabolic markers staining, after extracellular staining, cells were fixed and permeabilized with BD Cytofix/Cytoperm kit (BD Biosciences) and incubated with fluorescently conjugated antibodies against IFNγ (XMG1.2) and TNFα (MP6-XT22) for 45 min at RT for the cytokine panel. And incubated with fluorescently conjugated antibodies against GLUT1 (EPR3915), ATPB (3D5), GADPH (14C10), LDHA (E9) for 20 min at room temperature for the metabolic panel. For Tcf1/7, cleaved caspase 3, and β-catenin staining, cells were fixed with PBS 4% Paraformaldehyde (Thermo Fisher Scientific), permeabilized with cold methanol (Fisher Chemical) for 10 min and incubated with fluorescently conjugated Tcf1/7 antibody (clone C63D9, Cell Signalling), pan β-catenin (clone 15B8, Invitrogen) or cleaved caspase 3 (clone C92-605, BD Bioscience) for 1 h at room temperature. Samples were recorded on a BD-LSR Fortessa X-20 and recorded using BDFACSDiva (v8.0) software. Data analysis was performed using FlowJo v.10.4.2 (FlowJo LLC). All antibodies dilution can be found in Supplementary Dataset 4.

### Cell sorting for single-cell sequencing and library preparation

All cells from B16-OVA tumors grown 3 controls and 3 CD8-IFNγRKO mice were stained with extracellular markers as described above, without fixation step. Cells were then sorted based on the expression of CD45, CD3, CD8, and Tomato using a FACSAria™ II (BD).

Approximately 20,000 cells per sample were loaded onto the 10X Genomics Chromium Controller (Chip K). Gene expression, feature barcoding and TCR sequencing libraries were prepared using the 10x Genomics Single Cell 5’ Reagent Kits v2 (Dual Index) following manufacturer user guide (CG000330 Rev B). The final libraries were diluted to ~10 nM for storage. The 10 nM library was denatured and further diluted prior to loading on the NovaSeq6000 sequencing platform (Illumina, v1.5 chemistry, 28 bp/98 bp paired end for gene expression and feature barcoding, 150 bp paired end for TCR libraries).

### Mouse scRNAseq and analysis

Sequence reads were mapped using CellRanger multi (version 6.0.0) with the 10x mouse reference transcriptome (version 2020-A). Datasets were analyzed using Seurat version 4.0.6^84^. Samples were merged on a single Seurat object. We filtered out cells having less than 200 and more than 6000 detected genes, cells in which mitochondrial protein-coding genes represented more than 3% of UMI and that had more than 20% of large gene content. Cells were then further filtered based on the expression of *Cd2*, *Cd8a* and *Cd8b1*. Samples were normalized with the standard workflow (NormalizeData, FindVariableFeature, ScaleData), and variation associated with mitochondrial and ribosomal UMI percentage and cell cycle were regressed out. Principal components were calculated using the top 3000 variable features. These genes were used as input for principal component analysis (PCA), and significant PCs (*n* = 15) identified using Seurat (“JackStraw” test and “Elbowplot”). Samples were then integrated with Harmony^85^. Clustering was performed with the Louvain algorithm (*n* = 15 PCs, Resolution = 0.4). Significant differentially expressed genes between clusters were identified using the “FindAllMarkers” function, Wilcoxon test and selecting markers expressed in at least 25% of cells. This step revealed macrophage contamination in 1 cluster, which was filtered out and data was re-processed. The UMAP projection was computed using significant PCs (“RunUMAP” function, Seurat). Significant differentially expressed genes between genotype within clusters were identified using the “FindMarkers” function, Wilcoxon test and selecting markers expressed in at least 25% of cells. Pathway analysis was performed with Fast gene set enrichment analysis (fgsea), using the Gene Ontology or the Reactome pathway repositories. Gene signatures (Supplementary Dataset 5) were computed manually and analyzed using the packages Vision^86^ and UCell which calculates module enrichment scores using Mann-Whitney U statistic^87^. The Cell cycle score was calculated using the Seurat function “CellCycleScoring”. Cell Cycle score was assigned for each cell based on the expression of G2/M and S phase markers. Cells expressing neither were labelled as in G1 phase. Single-cell trajectory analysis was inferred using the Monocle 3 software^88^. Pseudotime inference was performed on the UMAP created previously in Seurat. The node within the stem-like cluster in the trajectory was selected as the root node. Data was visualized using EnhancedVolcano (v1.12.0), GGplot2(v3.3.5) and ggpubr(v0.5.0).

### Mouse TCR sequencing analysis

Paired chain TCR sequences were obtained through targeted amplification of full-length V(D)J segments during library preparation. Sequence assembly and clonotype calling was carried out using the CellRanger immune profiling pipeline (cellranger multi). TCR profiling on filtered contig annotations was done using R package scRepertoire version 1.1.4^89^. Only cells for which both TCRα and TCRβ could be identified were used. Clone calling was done for each sample set independently before integration in the Seurat object.

### Human dataset analysis

Single-cell RNAseq data from Watson et al (EGAS00001005507)^10^ was analyzed for *IFNGR1/2* expression across labelled CD8 T cell subsets or clone size groupings. The cohort consisted of eight patients who were prescribed checkpoint blockade. Four participants received single-agent pembrolizumab and four received combination ipilimumab/nivolumab. Blood samples were collected immediately before treatment at d0 and d21 after 1 cycle of treatment^10^. CD8 T cell subset annotations were kept consistent with the annotated Seurat object from Watson et al, with the exception of MAIT cells, which were further annotated as cells carrying *TRAV1-2 TRAJ12/20/33* TCR chains within MAIT-containing Seurat clusters (1, 19, 20 and 24). Clone size groups were calculated as a proportion of the TCR repertoire per sample, in accordance with the original definitions. Cells with above-zero normalized expression of IFNGR1/2 were defined as *IFNGR1/2*-expressing.

Expression of *IFNGR1/2* in bulk RNAseq data from CD8 T cells was analyzed using data from Watson et al (EGAS00001004081)^10^. Samples consisted of blood CD8 T cells from individuals taken at 21 days after treatment (*n* = 110) for which clinical follow-up was available, as described in Watson et al^10^. Expression of *IFNGR1/2* was analyzed using DESeq2-normalized expression data. To identify pathways that correlated with IFNGR1/2 expression, normalized *IFNGR1/2* expression was used as a continuous variable in DESeq2 (v.1.38.1). Comparisons between individuals with divergent 6-month progression and autoimmune toxicity outcomes were performed using Wilcoxon rank sum tests.

Multiple datasets were analyzed to assess the association between *IFNGR1* and stem-like signature in human tumor patients. The melanoma dataset (GSE120575)^90^ was filtered for CD8-expressing cells. Data was log-normalized, the cells were clustered, and the analysis focused on the *CCR7*-positive, *PDCD1*-low cluster. The level of expression of *IFNGR1* and stem-like signature scoring was computed within this cluster was analyzed for each patient. For the non-small cell lung cancer dataset (GSE99254)^91^, cells from the “CD8_C1-LEF1” cluster were subsetted and the percentage of *IFNGR1* expressing cells and stem-like signature score were calculated for each patient.

### Statistical analysis

Data represent mean + standard error of the mean (sem) unless specified. Statistics were done with GraphPrism software unless specified. Comparisons between 2 groups were analyzed with t-test. Comparisons between more than groups were analyzed with one-way or two-way ANOVA. Survival data has been analyzed with Wilcoxon test. Growth curve over time were analyzed with two-way ANOVA. Analysis of the difference between the proportion of cells in clusters between two scRNA-seq samples was analyzed with the r package “scProportionTest”, which uses permutation test to calculate the p-value for each cluster/cell state, and a confidence interval for the magnitude difference. Data were considered significant when P values were 0.05 or less.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

## Data Availability

The mouse scRNAseq and scTCRseq data generated in this study have been deposited in the GEO database under accession code GSE221118. The following published datasets were reused in this study: EGAS00001005507, EGAS00001004081, GSE120575, GSE99254. All data are included in the Supplemental Information or available from the authors upon reasonable requests, as are unique reagents used in this Article. The raw numbers for charts and graphs are available in the Source Data file whenever possible. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: IFNγ signaling in cytotoxic T cells restricts anti-tumor responses by inhibiting the maintenance and diversity of intra-tumoral stem-like T cells
**Source:** Nat Commun. 2023 Jan 19;14:321. doi: 10.1038/s41467-023-35948-9
**Supplement:** Supplementary file 1 — Supplementary Information

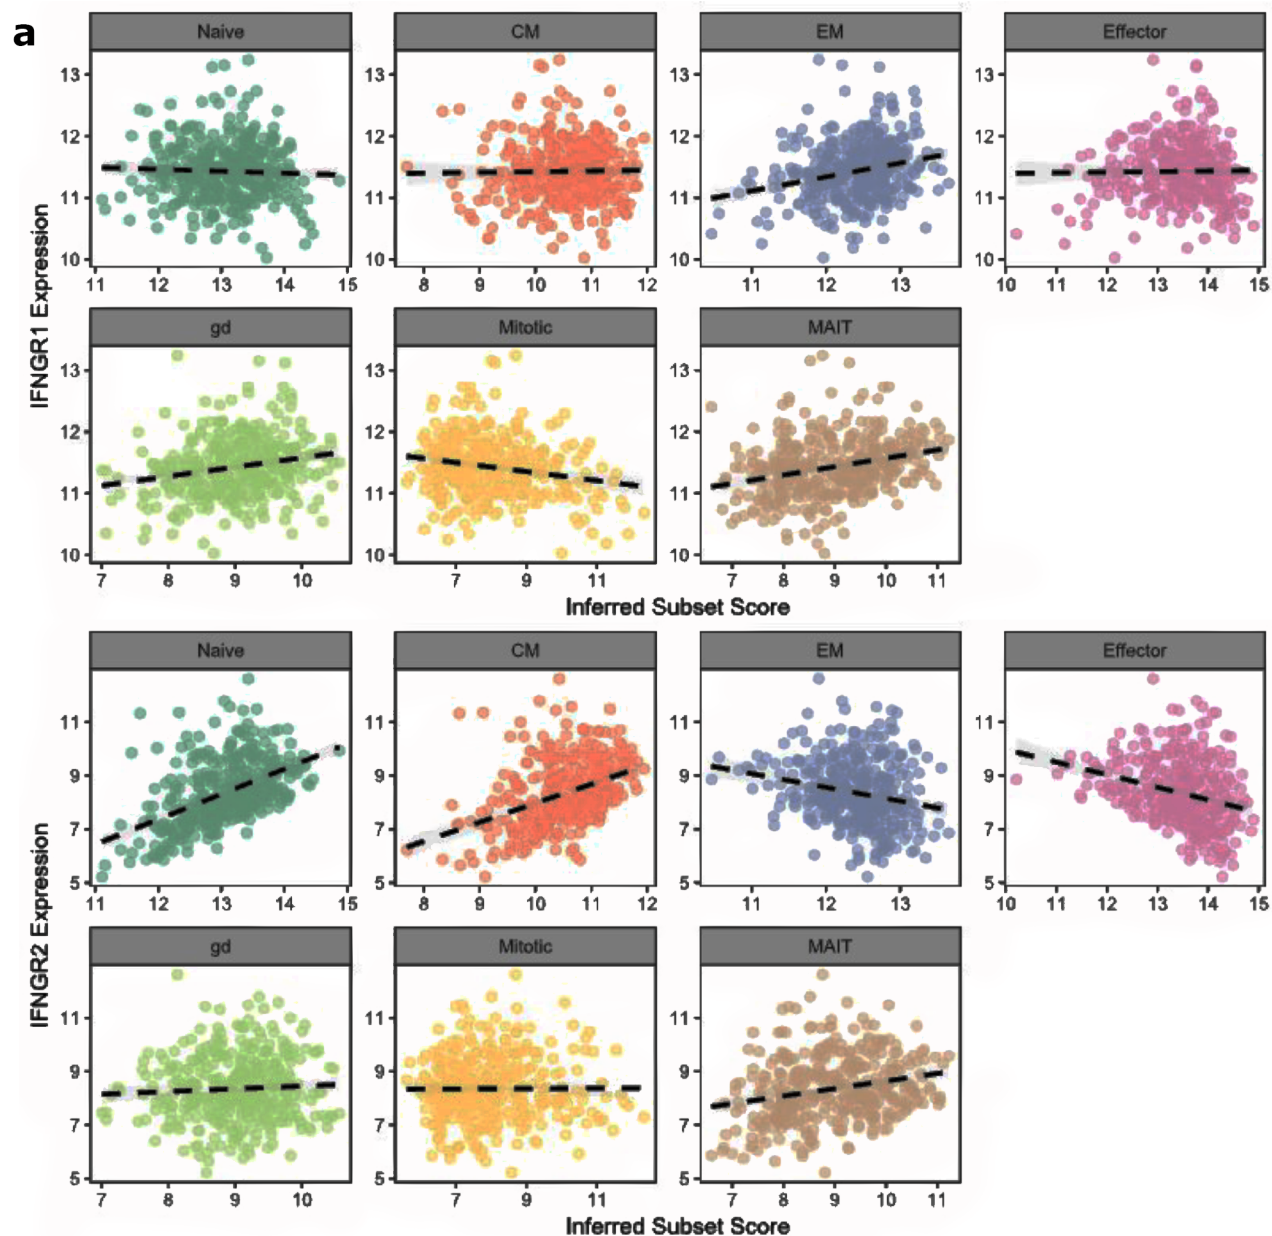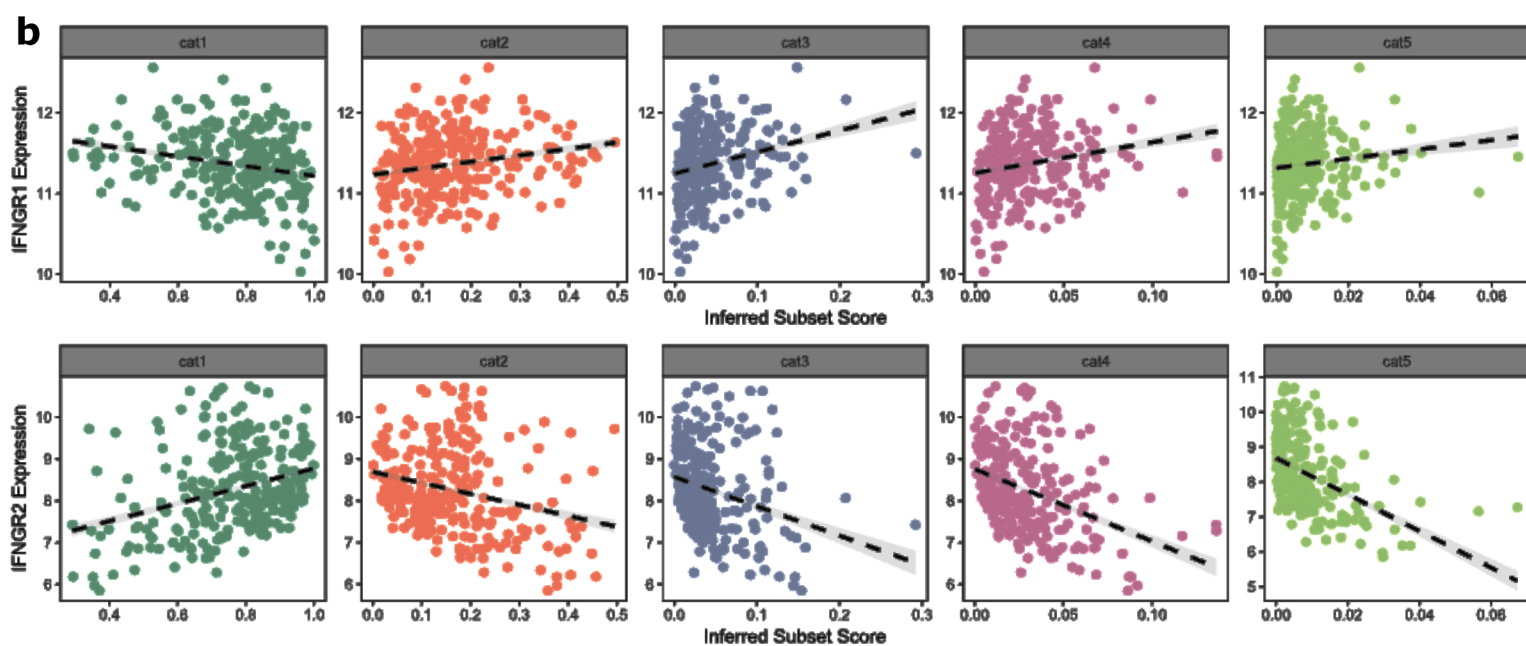

Figure S1. IFN $\gamma$ R expression correlations with inferred subsets in bulk RNAseq. **a-** Relationship between IFN $\gamma$ R expression and T cell subset scoring. T cell Subset score has been calculated on bulk RNAseq samples to estimate proportions of each of the CD8 T cell subsets in that sample. Graphs show the level of IFN $\gamma$ R1 (upper panels) and IFN $\gamma$ R2 (lower panels) transcripts over the different subsets scoring.

**b-** Relationship between IFN $\gamma$ R expression and clonal size scoring. Cat1-5 represents the different clonal sizes, with Cat1 being small clones <0.1% of the repertoire whilst Cat5 is the hyperexpanded clones >2.5%. Graphs show the level of IFN $\gamma$ R1 (upper panels) and IFN $\gamma$ R2 (lower panels) transcripts over the different subsets scoring.

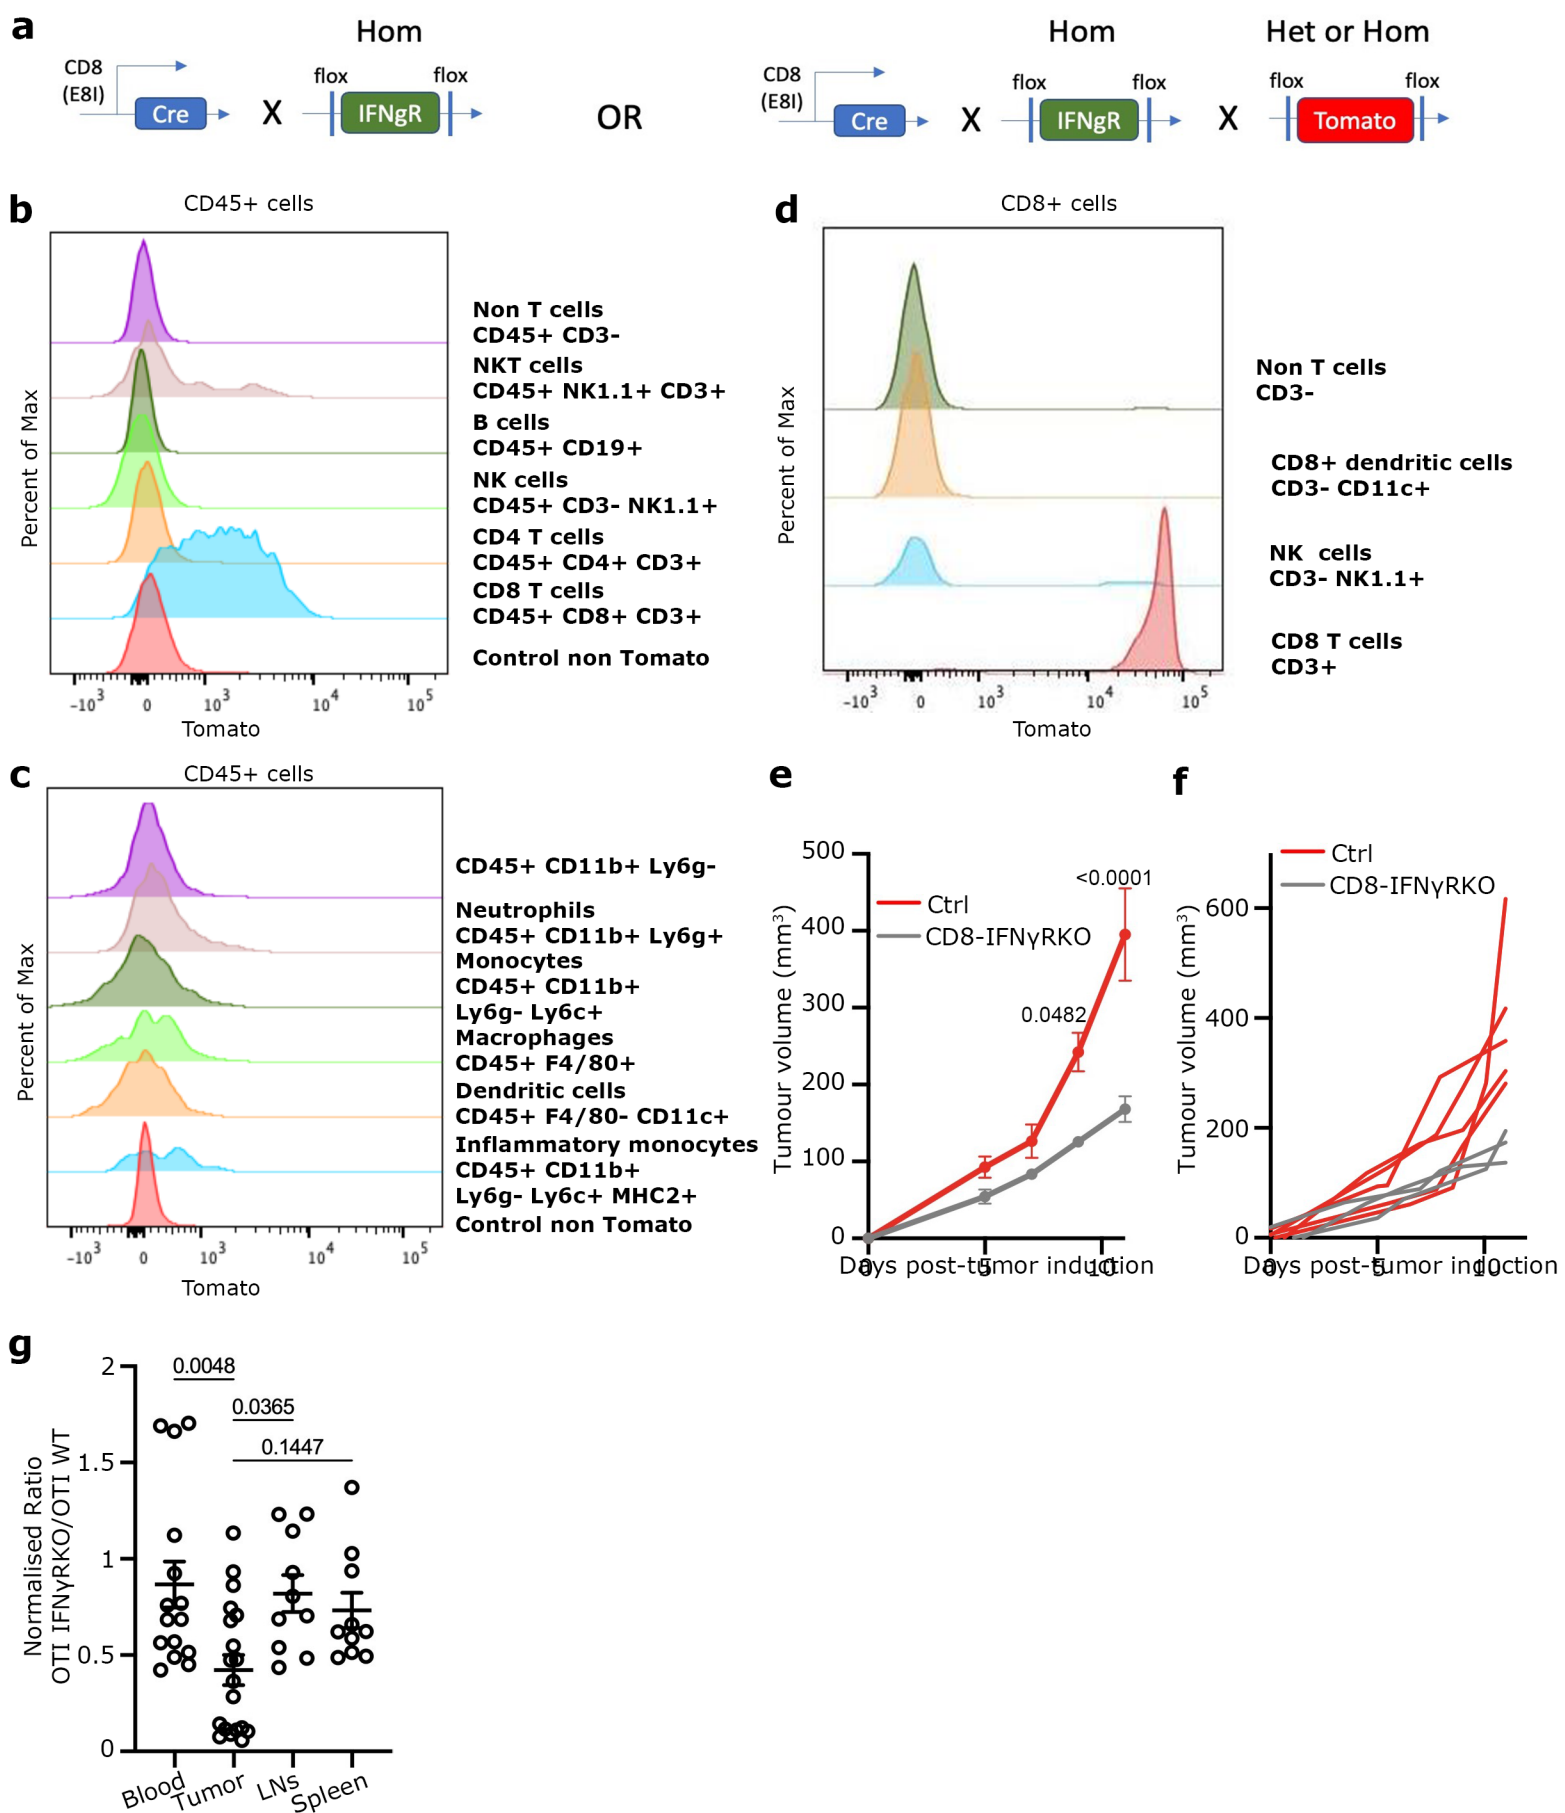

**Figure S2: Inhibition of IFN $\gamma$  sensing by CD8 T cells; method and relevance for MC38 tumour growth and T cell homing to tumor.**

(a-d) CD8-IFN $\gamma$ RKO mouse model to ablate IFN $\gamma$ R1 specifically in CD8 T cells. a- Diagram of the mouse model. CD8-Cre mice were crossed with IFN $\gamma$ R1 flox mice. In some experiments, mice were also crossed with ROSA-Tomato (Homozygous or Heterozygous). Controls used in experiments were either CD8-Cre only or IFN $\gamma$ R1 flox with or without ROSA-Tomato. (b-d) Characterization of CD8-IFN $\gamma$ RKO mouse using Tomato expression as a readout of Cre expression specificity. Splenocytes from B16-OVA tumor-bearing mice were analyzed by flow cytometry. (b-c) Splenocytes were labelled with the indicated antibodies to delineate the main immune subsets within the CD45<sup>+</sup> lineage and the histogram shows Tomato expression within those subsets. Top panel shows lymphoid lineages, bottom panel shows myeloid lineages. d- Splenocytes were labelled with the indicated antibodies to delineate the main CD8 expressing immune subsets and the histogram shows Tomato expression within those subsets, demonstrating the specificity of the mouse model for mature CD8 T cells. (e-f) Control (red) and CD8- IFN $\gamma$ RKO (grey) mice were engrafted with MC38 tumors. e- The graph shows the average tumor volume over time. Data shows Mean with SEM (n=5). Mixed-effects model analysis with Šidák's multiple comparison test f- The graph shows the tumor volume of individual mice over time. Every line is a mouse (n=5). g- In vitro activated WT or IFN $\gamma$ RKO OTI were ad-mixed and injected in B16-OVA tumor-bearing mice. After 24h, the ratio between IFN $\gamma$ RKO and WT OTI was assessed in tumors, LNs, and spleens by flow cytometry. Every dot is a mouse (n= 15 for blood, n= 19 for tumor, n= 10 for LN and n= 10 for spleen) from 2 independent experiments. One-way Anova with Tukey's multiple comparisons test.

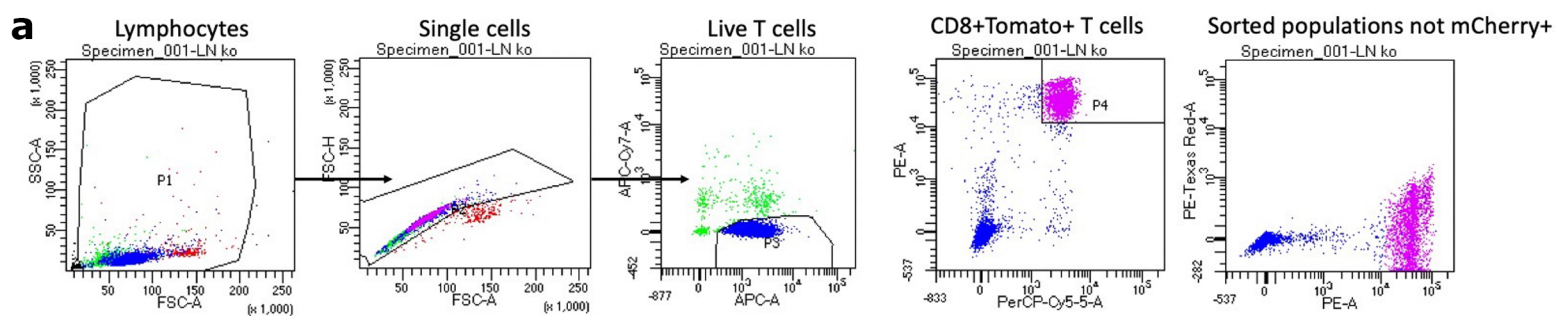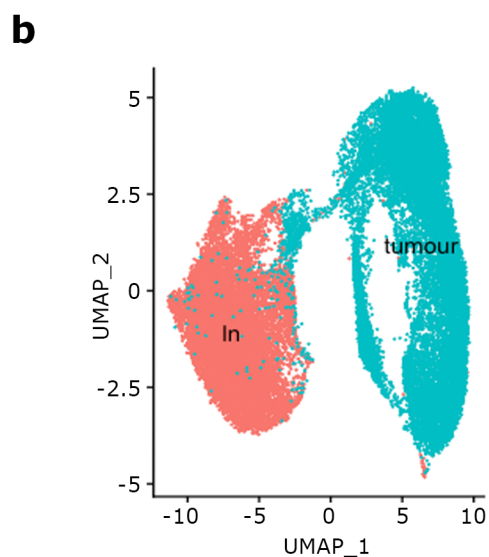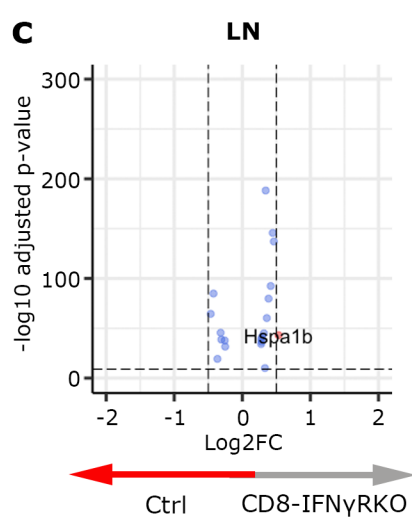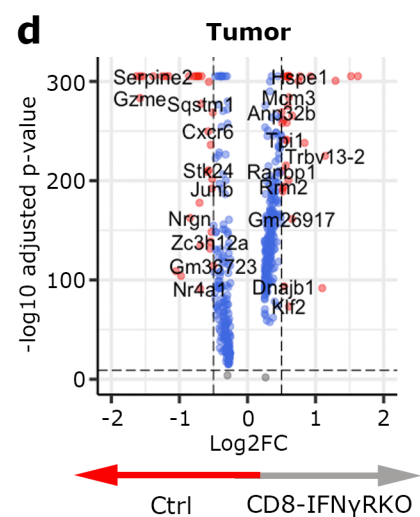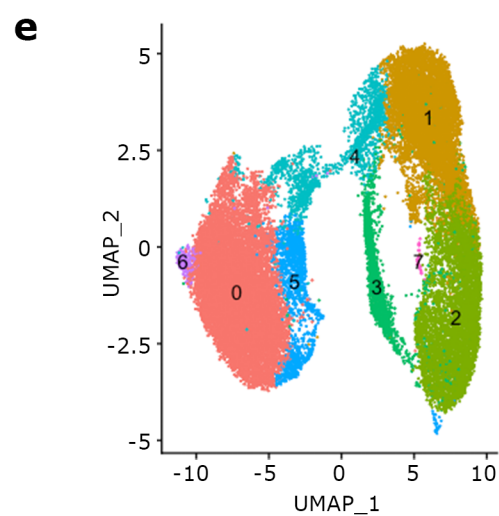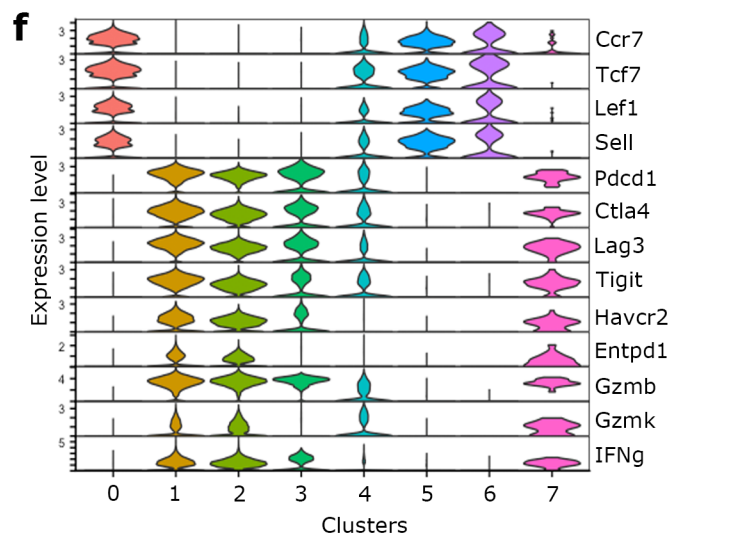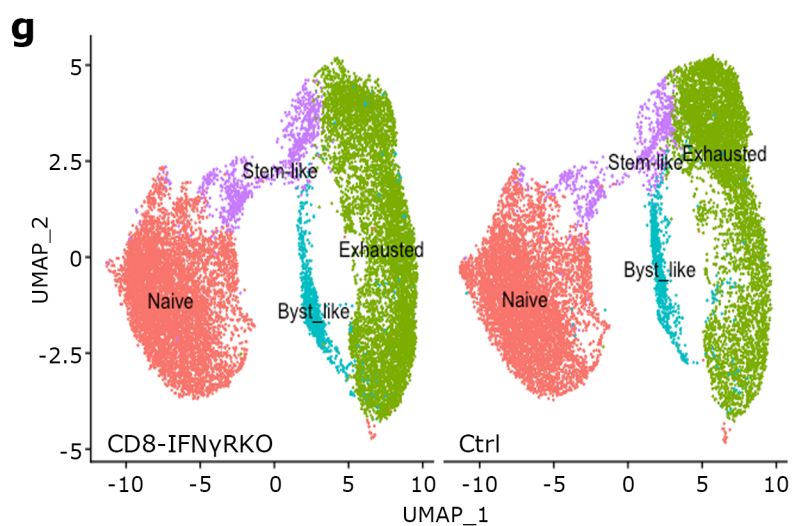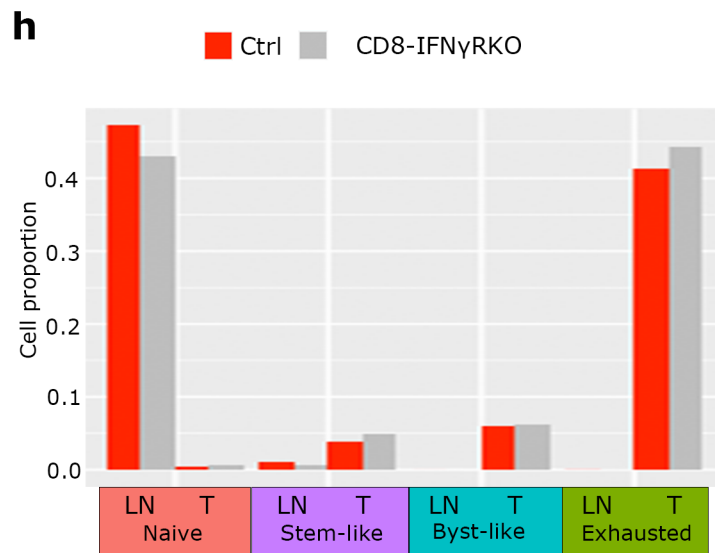

**Figure S3: Unbiased characterization of CD8 T cells in lymph nodes and tumors of Control and CD8-IFN $\gamma$ RKO mice.** Control (n=3) and CD8-IFN $\gamma$ RKO (n=3) mice were engrafted with B16-OVA tumors. CD45<sup>+</sup>CD3<sup>+</sup>CD8<sup>+</sup>Tomato<sup>+</sup> cells were sorted from tumors and draining lymph nodes and subjected to scRNA-seq analysis. **a-** Gating strategy for CD8 T cell sort. **b-** UMAP embeddings of merged scRNA-seq profiles from tumor (tumour) and lymph node (Ln) CD8 T cells. (**c-d**) Volcano plot representing Differentially Expressed Genes between control and CD8-IFN $\gamma$ RKO CD8 T cells from LN (**c**) and tumor (**d**). Blue dots: genes with an adjusted p value<0.05; Red dots: genes with log<sub>2</sub> (fold-change) value >0.5 or <-0.5 and an adjusted p value<0.05. Wilcoxon rank sum test. **e-** Graph-based clustering of identified 8 clusters. **f-** Violin plots show the expression level (y-axes) of selected exhaustion markers (*Pdcd1* (encoding PD-1), *Entpd1* (encoding CD39), *Ctla4*, *Lag3*, *Tigit*, and *Havcr2* (encoding Tim-3)), effector markers (*IFN $\gamma$* , *Gzmk*, *Gzmb*), and naïve-like markers (*Ccr7*, *Tcf7*, *Lef1*, and *Sell* (encoding for CD62L), in each of the identified clusters (x-axes). **g-** Graph-based clustering of the assembled cell states according to the gene combination identified in (**f**). **h-** The bar plots show the percentages of CD8 T cells from Control (red) and CD8-IFN $\gamma$ RKO (grey) mice that were found in each cell state from LN and tumors.

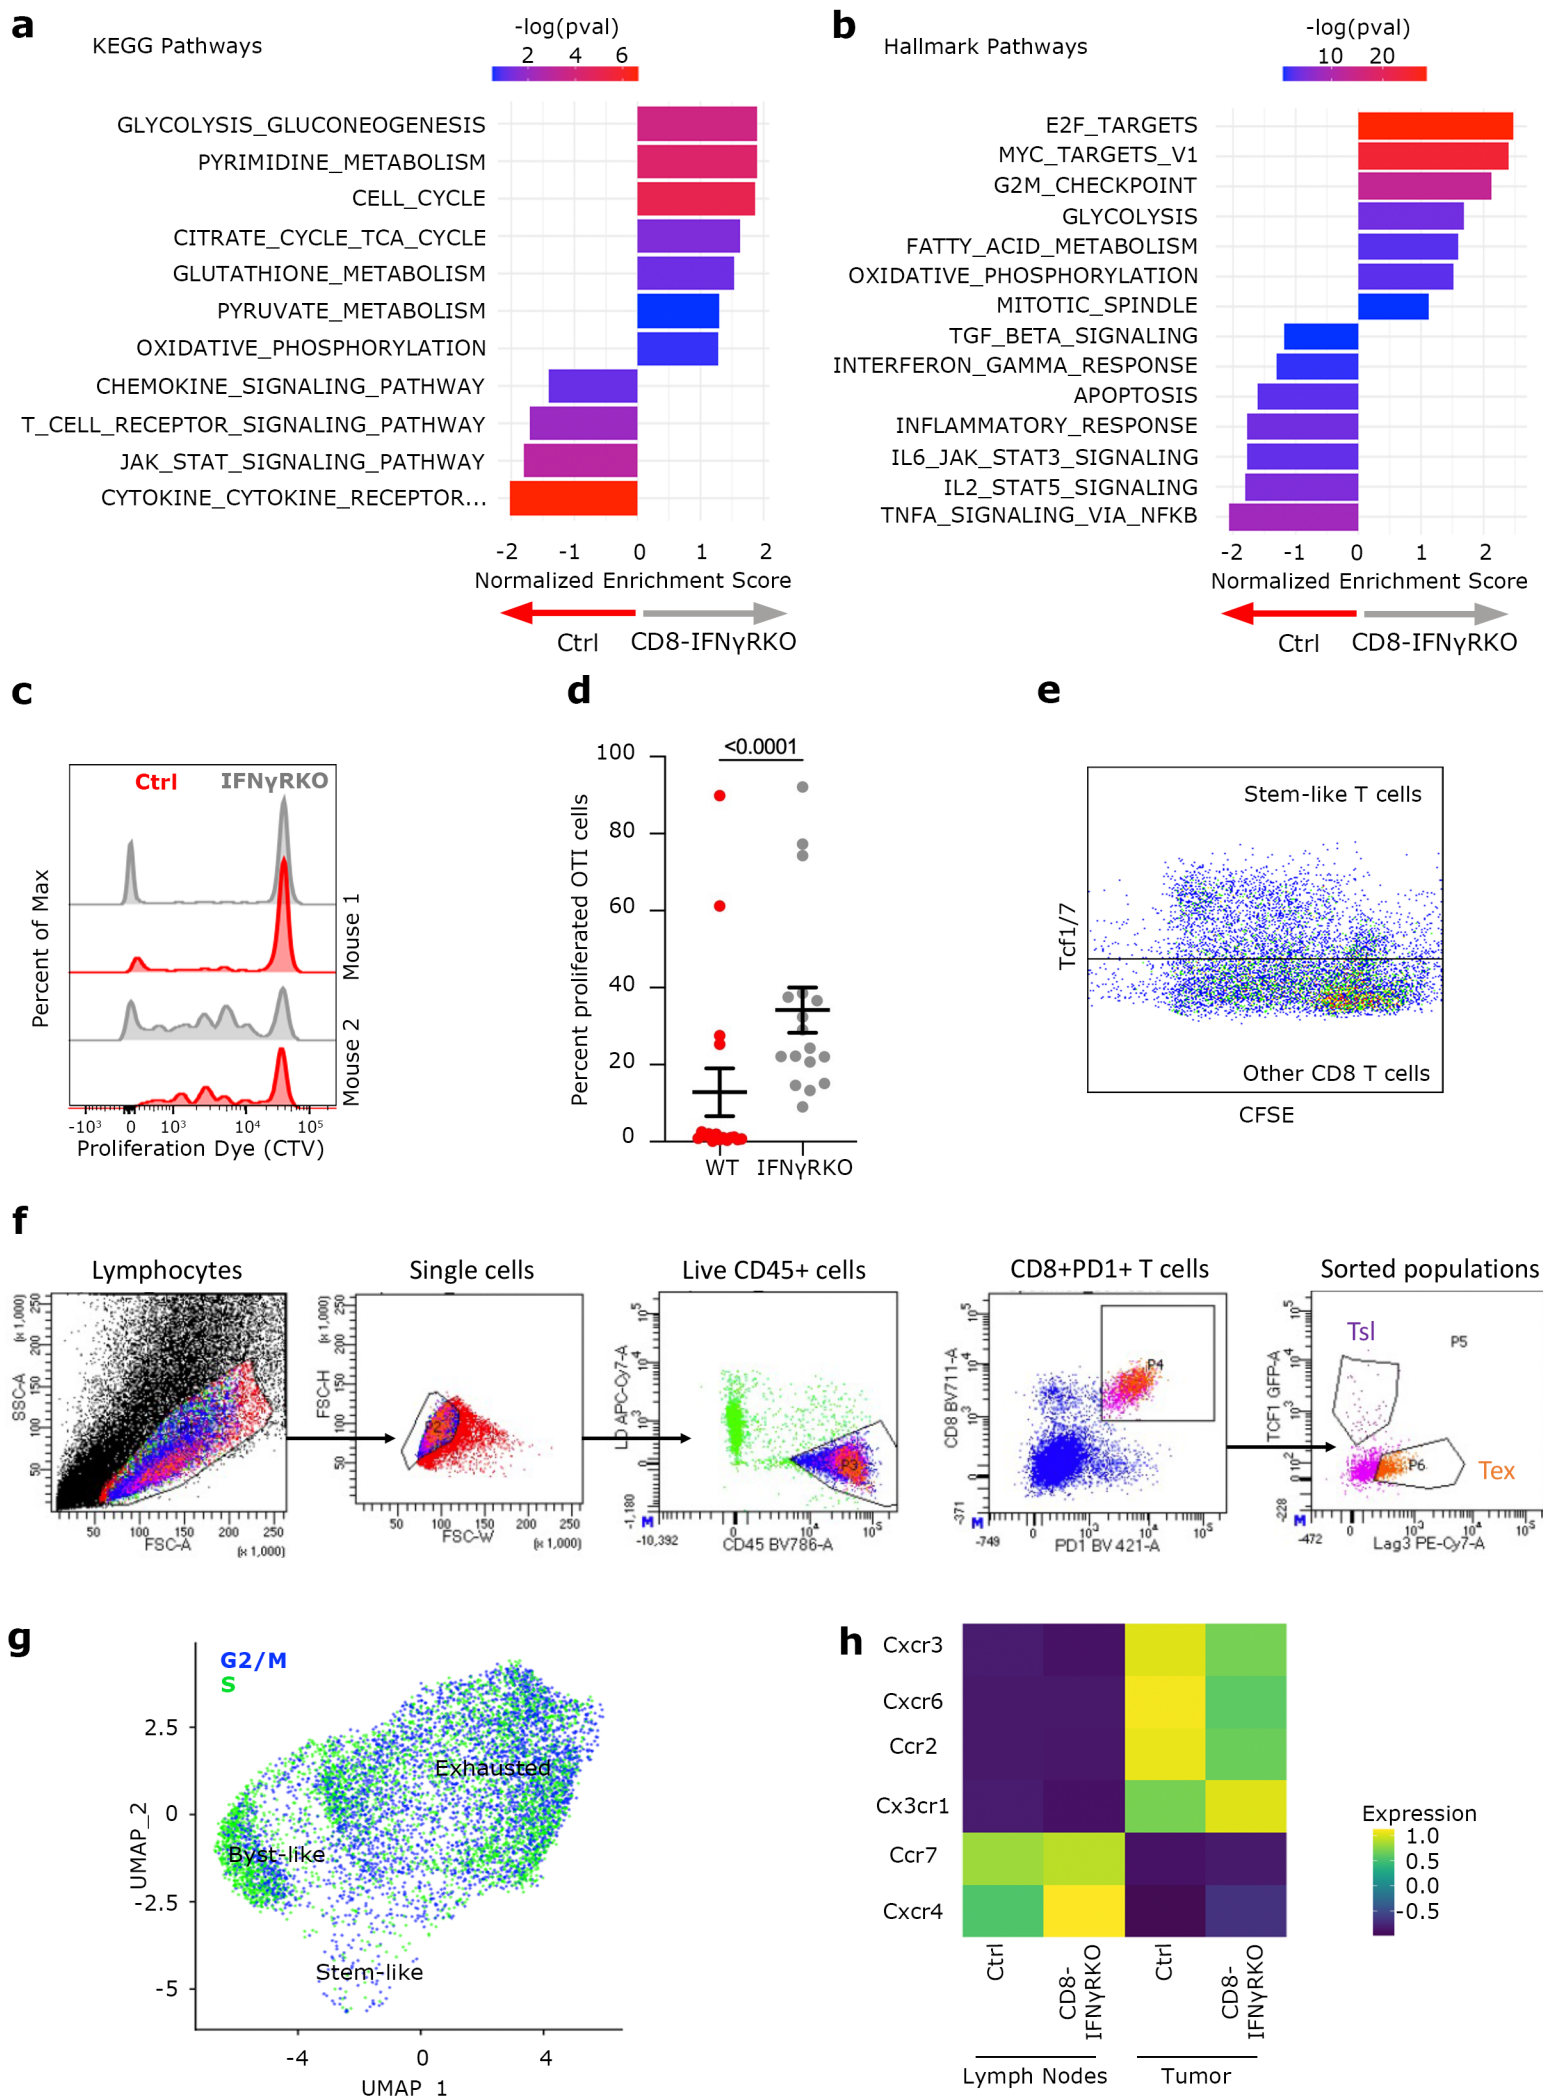

**Figure S5: Further characteristics of Ctrl and CD8-IFN $\gamma$ RKO T cells.** (**a-b,g**) Control (n=3) and CD8-IFN $\gamma$ RKO (n=3) mice were engrafted with B16-OVA tumors. CD45+CD3+CD8+Tomato+ cells were sorted from tumors and subjected to scRNA-seq analysis. (**a-b**) Bar plot shows the NES of chosen KEGG (**a**) and Hallmark (**b**) pathways up- and down-regulated in CD8-IFN $\gamma$ RKO vs control Bystander-like TILs. Colors correspond to adjusted p-values, derived from the fgsea R package (**c-d**) Control (red) and IFN $\gamma$ RKO (grey) OTI T cells were labelled with the proliferation dye CTV, ad-mixed (1:1), and transferred in WT mice bearing B16-OVA. Three to five days after OTI transfer, CTV dilution was assessed by flow cytometry. **c-** Representative histograms showing CTV dilution of 2 mice. **d-** Graph shows the percent of cells that displayed CTV dilution in tumors. Data are from 3 independent experiments (n = 17). Data shows Mean with SEM. Unpaired t test. **e-** Ex vivo restimulation in the presence of blocking IFN $\gamma$  antibody of isolated TILs from tumor-bearing WT mice. Cells were labelled with CFSE at day 0, stained for CD8, Tcf1/7, and PD-1 at the indicated time points, and analyzed by flow cytometry. Representative dot plot showing CFSE dilution against Tcf1/7 expression 4 days after ex vivo culture. **f-** Gating strategy for intratumoral stem-like and exhausted CD8 T cell sort using live cells > CD45+(BV785)>CD8+(BV711)>PD-1+(BV421) and Tcf1+(GFP), Lag-3-(PE-Cy7) for stem-like T cells or tcf1-Lag-3+ for exhausted T cells. **g-** UMAP visualization of the distribution of cell cycle scoring (G2/M phase: blue; S phase: green). **h-** Control and CD8-IFN $\gamma$ RKO mice were engrafted with B16-OVA tumors. CD45+CD3+CD8+Tomato+ cells were sorted from tumor-draining lymph nodes or tumors, and subjected to scRNA-seq analysis. Heatmap shows the relative average expression (z-score) of selected chemokine receptors for control and CD8-IFN $\gamma$ RKO CD8 T cells from tumor-draining lymph nodes and tumors.

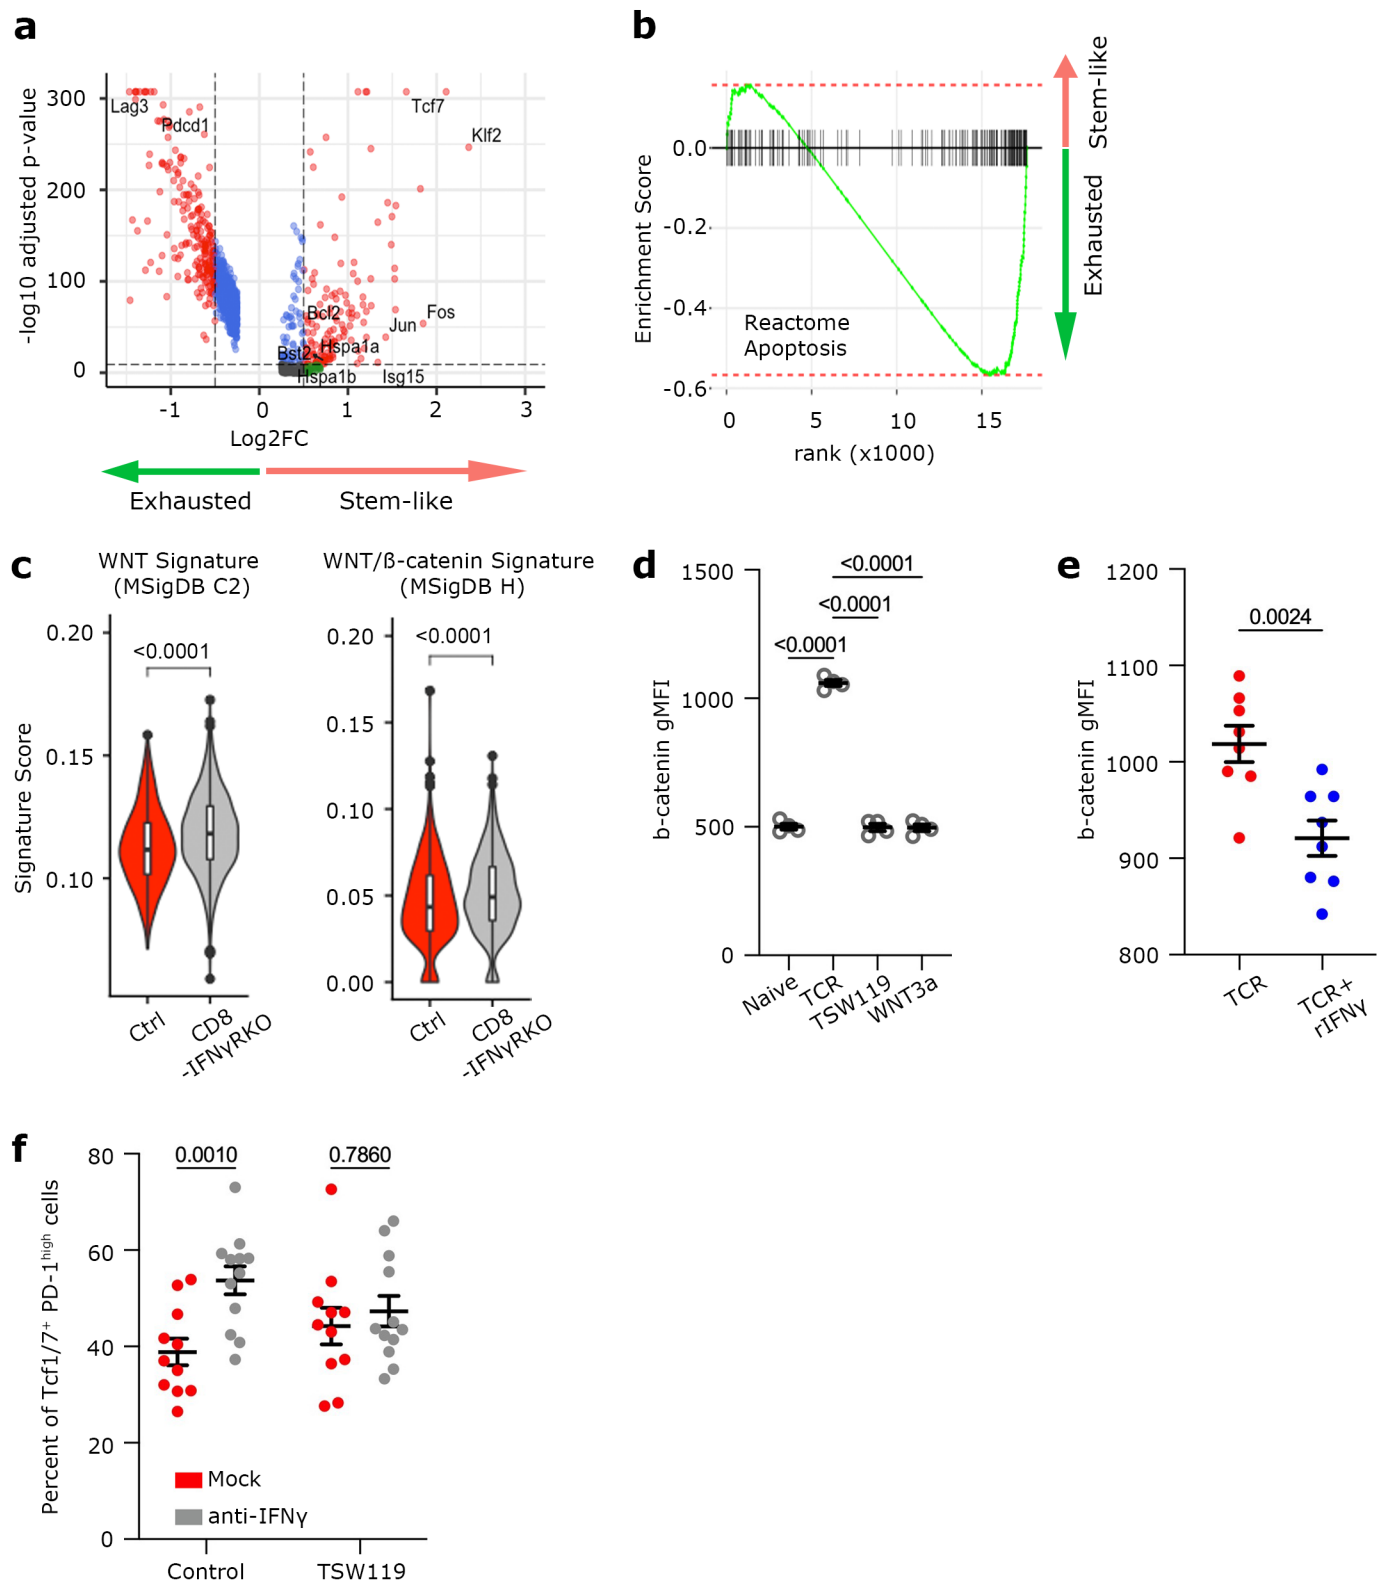

**Figure S6: Relationship between IFN $\gamma$  sensing, stemness and  $\beta$ -catenin.** Control (n=3) and CD8-IFN $\gamma$ RKO (n=3) mice were engrafted with B16-OVA tumors. CD45+CD3+CD8+Tomato+ cells were sorted from tumors and subjected to scRNA-seq analysis. **a**- Volcano plot representing Differentially Expressed Genes between Exhausted and Stem-like CD8 T cells. Green dots: genes with log2 (fold-change) value >0.5 or <-0.5; Blue dots: genes with an adjusted p value<0.05; Red dots: genes with log2 (fold-change) value >0.5 or <-0.5 and an adjusted p value<0.05. Wilcoxon rank sum test. **b**- Enrichment Score of the Reactome apoptosis pathway between Exhausted and Stem-like CD8 T cells. **c**- Violin Plots show the quantification of WNT and  $\beta$ -catenin signatures of Control (red) and CD8-IFN $\gamma$ RKO (grey) cells within the stem-like state. Box plots indicate median (middle line), 25th, 75th percentile (box). Two-sided Wilcoxon signed-rank test. (n = 15706 total). **d**- Naive CD8 T cells from Lymph nodes were treated with anti-CD3 and anti-CD28 (TCR), the glycogen synthase kinase 3 beta (GSK3 $\beta$ ) inhibitor TWS119 or the WNT agonist WNT3a for 6 hours.  $\beta$ -catenin expression was assessed by flow cytometry. Every dot is a sample (n=4) from 2 independent experiments. Data shows Mean with SEM. Unpaired t test. **e**- Naive CD8 T cells from Lymph nodes were pretreated with IFN $\gamma$  when indicated for 16 hours before being stimulated with anti-CD3 and anti-CD28 (TCR) for 6 hours.  $\beta$ -catenin expression was assessed by flow cytometry. Every dot is a sample (n=8) from 2 independent experiments. Data shows Mean with SEM. Unpaired t test. **f**- Naive CD8 T cells from Lymph nodes were stimulated with anti-CD3 and anti-CD28 in the presence of IL-2. When indicated, cells were treated with anti-IFN $\gamma$  and the GSK3 $\beta$  inhibitor TWS119. After 4 to 5 days, cells were harvested and stained for CD45, CD8, Tcf1/7, and PD-1. The graph shows the percentage of PD1<sup>high</sup> Tcf1/7+ stem-like CD8 T cells following anti-CD3 and anti-CD28 stimulation in the presence (grey) or absence (red) of anti-IFN $\gamma$ . Every dot is a sample (n=11 control; n=12 anti-IFN $\gamma$ ) from 3 independent experiments. Data shows Mean with SEM. Unpaired t test.

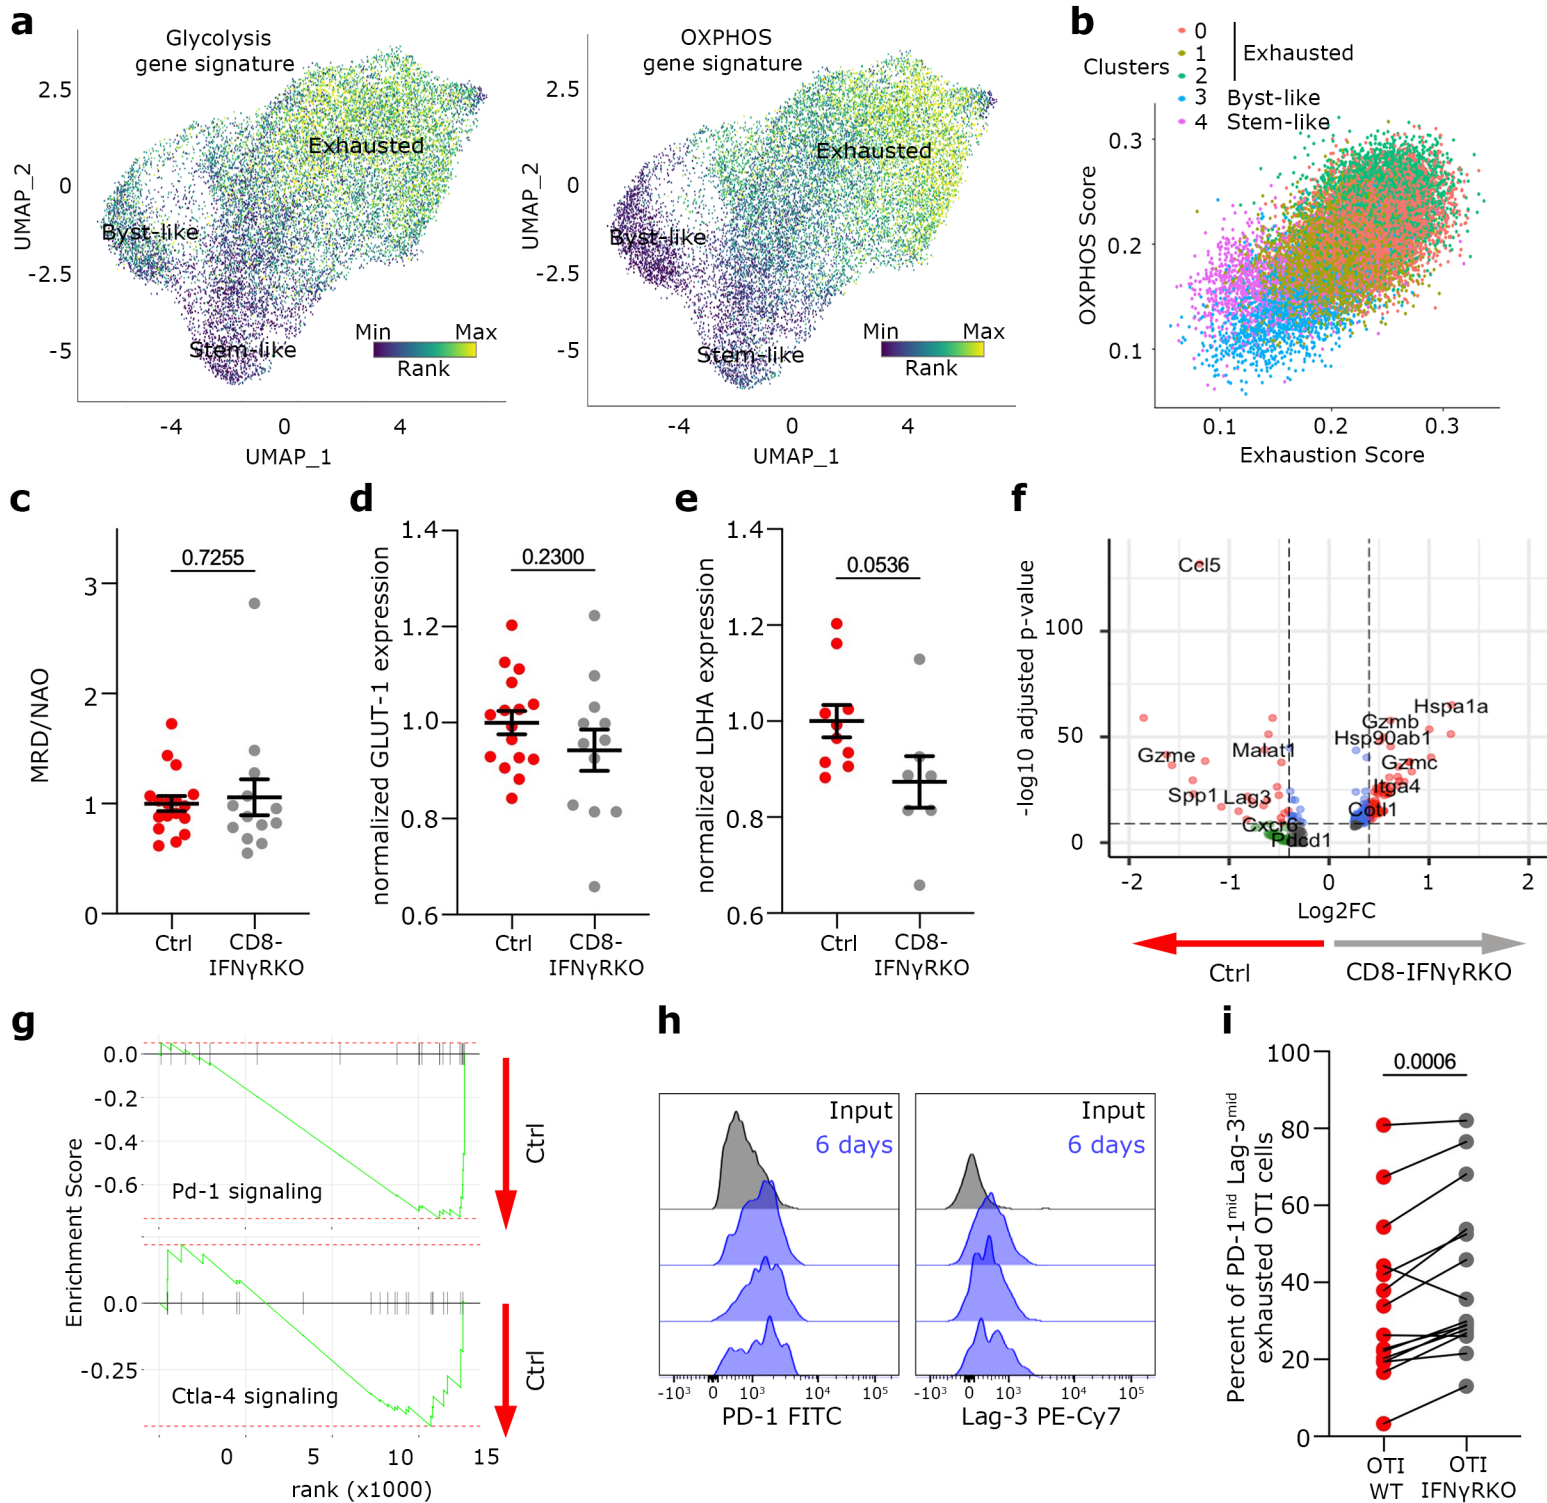

**Figure S7: IFN $\gamma$  signaling in intra-tumoral CD8 T cells reinforces exhaustion.** (a-b, f-g) Control (n=3) and CD8-IFN $\gamma$ RKO (n=3) mice were engrafted with B16-OVA tumors. CD45<sup>+</sup>CD3<sup>+</sup>CD8<sup>+</sup>Tomato<sup>+</sup> cells were sorted from tumors and subjected to scRNA-seq analysis. **a**- UMAP visualization of Glycolysis gene signature (left) and OXPHOS gene signature (right). **b**- The dot plot shows OXPHOS score according to Exhaustion Score. Colors correspond to original clusters. Pearson Correlation = 0.64. (c-e) Control (red) and CD8-IFN $\gamma$ RKO (grey) mice were engrafted with B16-OVA, and metabolic status of exhausted (PD-1<sup>+</sup>LAG3<sup>+</sup>) CD8 T cells was analyzed by flow cytometry after 12 days. **c**- Graph shows mitochondrial function (MDR, MitoTracker deep red) per mitochondrial mass (NAO, Nonyl Acridine Orange). Each dot is a mouse (Control n=17 and CD8-IFN $\gamma$ RKO n=13) from 3 independent experiments. Graph shows mean +SEM. Unpaired *t* test. **d**- Graph shows normalized protein level expression of GLUT1. Each dot is a mouse (Control n=16 and CD8-IFN $\gamma$ RKO n=12) from 3 independent experiments. Graph shows mean +SEM. Unpaired *t* test. **e**- Graph representing the anaerobic glycolysis level using normalized LDHA expression as a readout. Each dot is a mouse (Control n=10 and CD8-IFN $\gamma$ RKO n=7) from 2 independent experiments. Graph shows mean +SEM. Unpaired *t* test. **f**- Volcano plot representing Differentially Expressed Genes between control and CD8-IFN $\gamma$ RKO CD8 T cells in the Memory-Bystander-like state. Green dots: genes with log<sub>2</sub> (fold-change) value >0.5 or <-0.5; Blue dots: genes with an adjusted p value <0.05; Red dots: genes with log<sub>2</sub> (fold-change) value >0.5 and an adjusted p value <0.05. Total variables = 341. **g**- Enrichment Score of PD-1 (upper panel) and CTLA-4 (lower panel) between CD8-IFN $\gamma$ RKO and control TILs in the Memory-Bystander-like state. (h-i) In vitro-generated stem-like WT (red) and IFN $\gamma$ RKO (grey) OTI cells were injected at a 1:1 ratio in tumor-bearing mice. After 6 days, tumors were harvested, and OTI cells were analyzed by flow cytometry. Data is from 2 independent experiments. **h**- Representative histogram showing increased PD-1 and Lag-3 expression 6 days after transfer. Each blue line represent a mouse. **i**- Graphs show the percentage of exhausted CD8 T cells with intermediate expression of PD-1 and Lag-3. Lines link control and IFN $\gamma$ RKO OTI from the same mouse. Each dot is a mouse (n=12) from 3 experiments. Data shows Mean + SEM. Paired *t* test.

# Supplementary material for: IFNγ signaling in cytotoxic T cells restricts anti-tumor responses by inhibiting the maintenance and diversity of intra-tumoral stem-like T cells
**Source:** Nat Commun. 2023 Jan 19;14:321. doi: 10.1038/s41467-023-35948-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data was recorded using BDFACSDiva (v8.0) software<br>No new bioinformatics tools or algorithms were created                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | Flow cytometry data was analyzed using Flowjo (v10.4.2).<br>Single cell RNA sequencing data was analyzed using R (v 4.1.3), Seurat (v4.0.6), UCell (v.1.3), Monocle3 (v.1.0.0), Vision (v.3.0.0), fgsea, scRepertoire (v.1.3.5), DESeq2(v.1.38.1), scProportionTest.<br>Data was visualized using Graphpad (V8.4.1, Prism software), EnhancedVolcano (v1.12.0), GGplot2(v3.3.5) and ggpubr(v0.5.0).<br>Imaging was analyzed with Imaris (Bitplane — version 9.6) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The mouse scRNAseq and scTCRseq data generated in this study have been deposited in the GEO database under accession code GSE221118 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221118>). Datasets reused in this study: EGAS00001005507 (<https://ega-archive.org/studies/EGAS00001005507>), EGAS00001004081 (<https://ega-archive.org/search-results.php?query=EGAS00001004081>), GSE120575 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120575>), GSE99254 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99254>). All data are included in the Supplemental Information or available from the authors upon reasonable requests, as are unique reagents used in this Article. The raw numbers for charts and graphs are available in the Source Data file whenever possible.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | n/a |
| Population characteristics  | n/a |
| Recruitment                 | n/a |
| Ethics oversight            | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was estimated based on prior experience and complexity. Whenever possible, we used g*power to calculate sample size. Sample size was computed to detect difference of 50% in a treated group with a standard deviation of 20%, false positive of 0.05, and power of 0.80. Sample size was therefore calculated to be between 7-8. Where smaller changes were expected, sample sizes were increased accordingly.                                                                       |
| Data exclusions | no data exclusion                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | All findings were replicated in two to four separate experiments (as specified in legends), with the exception of the single cell RNA sequencing experiment, in which data was aggregated from multiple separate biological samples as indicated in the figure legends and methods section. All separate experiments yielded comparable trends and results.                                                                                                                                       |
| Randomization   | For mouse experiments involving multiple genotypes, we used littermates, and controlled that gender and age was similar between all groups. Whenever possible, comparison was done between populations within the same mouse, for which randomization is not required. For re-analysis of human data, we used the assignments of clusters from the original study. In Figure 1, human samples were already allocated to the groups (non-progressing, progressing, pre-treatment, post-treatment). |
| Blinding        | No blinding was performed during mouse experiments when all mice within an experiment received identical treatments. No subjective scoring methods which would require blinding were used. Most experiments were performed and repeated independently by two researchers. Flow cytometry data were collected in an automatic and unbiased manner.                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodies Conjugate Dilution Supplier Cat number  
 Anti-CD3 145-2C11 N/A Armenian Hamster IgG 1/250 (2ug/mL final) Biolegend 100302  
 Anti-CD28 37.51 N/A Syrian Hamster IgG 1/250 (2ug/mL final) Biolegend 102102  
 anti-IFNg XMG1.2 N/A Rat IgG1, k 1/700 (10ug/mL final) BioXcell BE0055  
 CD8a EPR21769 A647 rabbit 1/200 Abcam ab237365  
 anti-rabbit polyclonal A647 donkey 1/400 Biolegend 406414  
 CD45 30-F11 BV785 Rat IgG2b, κ 1/200 Biolegend 103149  
 CD45 30-F11 BV650 Rat IgG2b, κ 1/200 Biolegend 103151  
 CD8a 53-6.7 PerCP.Cy5.5 Rat IgG2a, κ 1/200 Biolegend 100734  
 CD8a 53-6.7 BV711 Rat IgG2a, κ 1/200 Biolegend 100747  
 CD8a 53-6.7 BV605 Rat IgG2a, κ 1/200 Biolegend 100744  
 CD44 IM7 A700 Rat IgG2b, κ 1/200 Biolegend 103025  
 CD44 IM7 A647 Rat IgG2b, κ 1/200 Biolegend 103017  
 CD44 IM7 BV785 Rat IgG2b, κ 1/200 Biolegend 103041  
 CD69 H1.2F3 Armenian Hamster IgG PE 1/200 Biolegend 104507  
 F4/80 BM8 APC Rat IgG2a, κ 1/200 Biolegend 123115  
 CD3 17A2 PE/Cy7 Rat IgG2b, κ 1/200 Biolegend 100220  
 CD3 17A2 PerCP.Cy5.5 Rat IgG2b, κ 1/200 Biolegend 100218  
 NK1.1 PK136 BV605 Mouse IgG2a, κ 1/200 Biolegend 108739  
 CD19 6D5 A488 Rat IgG2a, κ 1/200 Biolegend 115524  
 CD19 6D5 PerCP.Cy5.5 Rat IgG2a, κ 1/200 Biolegend 152406  
 CD4 RM4-5 BV421 Rat IgG2a, κ 1/200 Biolegend 100543  
 CD11b M1/70 BV421 Rat IgG2b, κ 1/200 Biolegend 101235  
 CD11c N418 BV605 Armenian Hamster IgG 1/200 Biolegend 117333  
 Ly6C HK1.4 PE/Cy7 Rat IgG2c, κ 1/200 Biolegend 128018  
 Ly6G 1A8 FITC Rat IgG2a, κ 1/200 Biolegend 127606  
 MHC-II M5/114.15.2 A700 Rat IgG2b, κ 1/200 Biolegend 107622  
 CD45.1 A20 BV421 Mouse (A.SW) IgG2a, κ 1/200 Biolegend 110731  
 CD45.2 104 FITC Mouse (SJL) IgG2a, κ 1/200 Biolegend 109805  
 LAMP1 1D4B A700 Rat IgG2a, κ 1/200 Biolegend 121627  
 LAG3 C9B7W PE/Cy7 Rat IgG1, κ 1/200 Biolegend 125225  
 LAG3 C9B7W BV785 Rat IgG1, κ 1/200 Biolegend 125219  
 PD1 29F.1A12 BV421 Rat IgG2a, κ 1/200 Biolegend 135217  
 PD1 29F.1A12 APC Rat IgG2a, κ 1/200 Biolegend 135209  
 PD1 29F.1A12 FITC Rat IgG2a, κ 1/200 Biolegend 135213  
 PD1 29F.1A12 BV605 Rat IgG2a, κ 1/200 Biolegend 135219  
 TIM3 RMT3-23 APC Rat IgG2a, κ 1/200 Biolegend 119705  
 TIGIT 1G9 BV421 Mouse IgG1, κ 1/200 Biolegend 142111  
 IFNg XMG1.2 BV421 Rat IgG1, κ 1/100 Biolegend 505829  
 TNFa MP6-XT22 APC Rat IgG1, κ 1/100 Biolegend 506307  
 GLUT1 EPR3915 A405 rabbit 1/100 Abcam ab210438  
 GLUT1 polyclonal A647 rabbit 1/100 Novus Biol NB110-39113  
 ATPb 3D5 A488 Mouse IgG1 1/100 Abcam 14730  
 GADPH 14C10 A647 rabbit IgG 1/100 Cell Signalling 3907S  
 LDHA E9 NIR mouse 1/50. SCBT sc-137243  
 Tcf1/7 C63D9 A488 rabbit 1/100 Cell Signalling 6444S  
 Tcf1/7 C63D9 A647 rabbit 1/100 Cell Signalling 6709S  
 pan-beta-catenin 15B8 e660 Mouse / IgG1, kappa 1/100 Invitrogen 50-2567-42  
 cleaved caspase 3 C92-605 A647 rabbit 1/100 BD Bioscience 560626

### Validation

All antibodies were obtained from commercial vendors and we based specificity on descriptions and information provided in

corresponding Data Sheets available and provided by the Manufacturers.

Dilution optimization was performed on splenocytes or immune cells isolated from tumours.

Biolegend (human and mouse)- Flow Cytometry Reagents:-Specificity testing of 1-3 target cell types with either single- or multi-color analysis (including positive and negative cell types).-Once specificity is confirmed, each new lot must perform with similar intensity to the in-date reference lot. Brightness (MFI) is evaluated from both positive and negative populations.-Each lot product is validated by QC testing with a series of titration dilutions. <https://www.biolegend.com/en-us/quality/quality-control>

BioXCell: Advanced Binding Validation utilizes a library of recombinant proteins and bioassay expertise to validate that each lot of applicable InVivoPlus™ antibody binds strongly and specifically to its target antigen.

AbCam: When validating antibodies for flow cytometry, we are careful to optimize every step of the staining protocol, including fixation, permeabilization, and washing. To do this, our scientists review the available literature to understand which cell types and conditions are best suited to validate specific antibodies. We include relevant controls, routinely running unstained, positive, negative, isotype, viability, Fc-blocking, fluorescence minus one (FMO), and single-staining controls. For an FMO control, we stain all our samples with fluorescent conjugates except the one that is being tested. This shows the contribution of the other fluorescent conjugates in the signal of the unlabeled channel. This control is important for determining non-specific binding of an antibody.

Novus Biol: We recognize the need to enhance antibody validation for our customers. In addition to our current validation procedures, Novus will now implement several new methods for antibody validation, in accordance with recommendations instigated by the International Working Group for Antibody Validation (IWGAV). Genetic Strategy Validation- Expression of the target protein is compared before and after knockout or knockdown using CRISPR/CAS9 or siRNA/shRNA. If protein expression following knockout or knockdown is substantially reduced, then antibody specificity is ensured.

Orthogonal Validation- The target protein is examined with an antibody independent strategy and compared with results from an antibody-dependent strategy. A correlation between these two strategies indicates specificity between the antibody and its target protein.

Independent Antibody Validation- The data generated using several antibodies (ideally targeting different epitopes) in the same protein is compared (e.g. molecular weight and cellular localization). Consistent results imply antibody selectivity to the target protein.

Expression of Tagged Proteins Validation- A tagged protein is used as a standard for comparison in Western blotting and/or immunocytochemistry (ICC). For example, if the distribution of the tagged protein overlaps with the immunofluorescence signal, then antibody specificity is confirmed.

Biological Strategies Validation- These strategies use defined biological or chemical modulation of protein expression to demonstrate antibody specificity to the target protein. The data is compared across multiple cell lines including positive and negative expressing cells, and multiple species, if applicable.

Cell Signalling: To ensure our antibodies will work in your experiment, we adhere to the Hallmarks of Antibody Validation™, six complementary strategies that can be used to determine the functionality, specificity, and sensitivity of an antibody in any given assay. CST adapted the work by Uhlen, et. al., ("A Proposal for Validation of Antibodies." Nature Methods (2016)) to build the Hallmarks of Antibody Validation, based on our decades of experience as an antibody manufacturer and our dedication to reproducible science.

Invitrogen: Part 1—Target specificity verification

This helps ensure the antibody will bind to the correct target. Our antibodies are being tested using at least one of the following methods to ensure proper functionality in researcher's experiments:

Knockout—expression testing using CRISPR-Cas9 cell models

Knockdown—expression testing using RNAi to knockdown gene of interest

Independent antibody verification (IAV)—measurement of target expression is performed using two differentially raised antibodies recognizing the same protein target

Cell treatment—detecting downstream events following cell treatment

Relative expression—using naturally occurring variable expression to confirm specificity

Neutralization—functional blocking of protein activity by antibody binding

Peptide array—using arrays to test reactivity against known protein modifications

SNAP-ChIP™—using SNAP-ChIP to test reactivity against known protein modifications

Immunoprecipitation-Mass Spectrometry (IP-MS)—testing using immunoprecipitation followed by mass spectrometry to identify antibody targets

Part 2—Functional application validation

These tests help ensure the antibody works in a particular application(s) of interest, which may include

(but are not limited to):

Western blotting

Flow cytometry

ChIP

Immunofluorescence imaging

Immunohistochemistry

BD: Antibody specificity BD Biosciences identifies key targets of interest in scientific research and develops its own specific antibodies or collaborates with top research scientists around the world to license their antibodies. We then transform these antibodies into flow cytometry reagents by conjugating them to a broad portfolio of high-performing dyes, including our vastly popular portfolio of BD Horizon Brilliant™ Dyes. A world-class team of research scientists helps ensure that these reagents work reliably and consistently for flow cytometry applications. The specificity is confirmed using multiple methodologies that may include a combination of flow cytometry, immunofluorescence, immunohistochemistry or western blot to test staining on a combination of primary cells, cell lines or transfectant models. All flow cytometry reagents are titrated on the relevant positive or negative cells. To save time and cell samples for researchers, test size reagents are bottled at an optimal concentration with the best signal-to-noise ratio on relevant models during the product development. To ensure consistent performance from lot-to-lot, each reagent is bottled to match the

previous lot MFI. You can look up the Certificate of Analysis and the concentration of test-size human reagents from specific lots via the Concentration Lookup page or BD Regulatory Documents. Technical data sheets provide data generated on the relevant primary model at this optimal concentration based on a titration curve. QC data on any lot of reagent can be requested through . Quality control Our dedication to rigorous testing and high-quality control standards means that you can use our reagents in your research with the utmost confidence. All BD reagent facilities, including our California Design Center at San Diego, our manufacturing facilities in Tatabánya (Hungary) and San Diego (USA), and our California instrument facility (Manufacturing and Design Centers) at San Jose, are approved and registered according to the internationally defined ISO 9001 standard. Once our research and development (R&D) team completes evaluation of a new product, the developed process is transferred to our manufacturing teams, including Quality Control. Our manufacturing process adheres to standard operating procedures (SOPs) and guidelines, which are based on ISO requirements and are strictly followed, helping ensure that reagents provide consistent results to help give you assurance of experimental success and confidence in your research. Quality control testing of newly manufactured lots is performed side-by-side with a previously accepted lot as a control, helping to assure that performance of the new lot is both reliable and consistent. <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/quality-and-reproducibility>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | B16 Tyr-/- expressing mCherry and Ovalbumin (B16OVA) was provided by Ed Roberts, Beatson Institute, University of Glasgow<br>The murine colon carcinoma MC-38 was provided by Matthew Krummel                                                                                                                                                                                             |
| Authentication                                                    | Both Cell lines used were not authenticated. OVA expression of B16 melanoma cells has been confirmed using in vitro activation assays with transgenic T cells (OT-I respectively). mCherry expression in B16 melanoma cells has been confirmed by microscopy. Tyrosine KO (Tyr-/-) inhibits melanin formation and could be confirmed macroscopically by looking at the colour of the B16. |
| Mycoplasma contamination                                          | Both cell lines have been regularly tested for Mycoplasma contamination and tested negative                                                                                                                                                                                                                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | species: mus musculus,<br>strains: C57bl/6, CD45.1, OT-I, CD8a-Cre, IFNgRflox (CD119flox), ROSA-Tomato, IFNgRKO, UCB-GFP, Tcf7f/f-GFP<br>sex: male and female<br>age: 6-14 weeks                                                         |
| Wild animals            | wild animals were not used in this study                                                                                                                                                                                                 |
| Reporting on sex        | Both genders were used in experiments. Males and Females were equally distributed throughout conditions. We did not initially find any difference between males and females and therefore did not take gender into account for analysis. |
| Field-collected samples | study did not involve field-collected samples                                                                                                                                                                                            |
| Ethics oversight        | All experiments involving mice were performed in agreement with the United Kingdom Scientific Procedures Act of 1986                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                             |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | See method section of manuscript. In some experiments, T cells were isolated from the lymph nodes of 6 to 12 weeks-old mice. In other experiments, tumors and draining lymph nodes (LNs) were harvested, measured, and weighed. Tumors were |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

then dilacerated, incubated 30 minutes at 37C in R10 containing Liberase TL at 1mg/mL (Roche) and DNase I at 10ug/mL (Roche), and run through a 70µm cell strainer (Falcon). Cells were either undergoing Ficoll to obtain live immune cells or directly used after for further experiments. LNs were directly smashed through a 70µm cell strainer and resuspended in PBS.

Instrument

FACSAria™ II (BD) was used for sorting and Fortessa X-20 for analysis

Software

Data collection: BDFACSDiva (v8.0) software  
Data analysis: Flowjo v10.8.1

Cell population abundance

Populations were sorted at >95% purity, determined by flow cytometric analysis of post-sort samples

Gating strategy

Cells were sorted based on expression of CD45, CD3, CD8, and Tomato for scRNAseq. Cells were sorted based on expression of CD45, CD3, CD8, Tcf7, PD-1, Lag3 for ex-vivo restimulation.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: IFNγ signaling in cytotoxic T cells restricts anti-tumor responses by inhibiting the maintenance and diversity of intra-tumoral stem-like T cells
**Source:** Nat Commun. 2023 Jan 19;14:321. doi: 10.1038/s41467-023-35948-9
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

Supplementary Dataset 1: List of genes that correlated and anti-correlate with IFNγR1 expression in CD8 T cells from metastatic melanoma patients after checkpoint blockade. Normalized IFNGR1 expression was used as a continuous variable in DESeq2. Wald test. S

upplementary Dataset 2: List of genes that correlated and anti-correlate with IFNγR2 expression in CD8 T cells from metastatic melanoma patients after checkpoint blockade. Normalized IFNGR2 expression was used as a continuous variable in DESeq2. Wald test.

Supplementary Dataset 3: Differentially expressed genes between CD8- IFNγRKO and control CD8 T cells within the different cell states. Significant differentially expressed genes between clusters were identified using the “FindAllMarkers” function, Wilcoxon test and selecting markers expressed in at least 25% of cells.

Supplementary Dataset 4: Antibodies used in this study

Supplementary Dataset 5: Gene signatures used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

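Single-cell RNA sequencing of CD8+ Tomato+ cells from B16-OVA tumors and draining LN of CD8-IFNγRKO and control mice, 1 library of 3 pooled mice per tissue and genotype, and TCR sequencing of the 2 tumor libraries were used. The authors mapped the reads with Cell Ranger to a mouse reference of 32285 genes and deposited raw counts of UMIs per gene and cell barcode, with no normalization and only for barcodes called cells. For the TCR libraries, the authors assembled contigs with the same software and deposited the filtered, productive contigs with counts of reads and UMIs per contig. The feature tables hold genes only, so that no tag in them ties a cell to a mouse.

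Counts were read with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19). Barcodes with 200 to 6000 genes, at most 3% mitochondrial UMIs, no gene above 20% of the UMIs and at least 1 UMI each of *Cd2*, *Cd8a* and *Cd8b1* were kept. Scrublet was run in scanpy 1.11.5 with scikit-image 0.26.0 and an expected doublet rate of 8%, and no cell was removed by it. Tumor cells were clustered in R 4.3.3 with Seurat 5.3.0 and data.table 1.17.8, with 3000 variable genes, regression of mitochondrial, ribosomal, S and G2/M scores, 15 principal components and Louvain clustering at resolution 0.4. TCR segments, *Ifngr1*, heat shock and sex-linked genes were left out of the variable genes. The Harmony package was not used here, and its published algorithm was written anew. On simulated data of 600 cells, the share of the 20 nearest neighbours from the other library rose from 0.933% to 49.7%, while 100.0% were of the same group.

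Leading genes of a cluster were the 10 with the largest fold of pooled CPM over the other cells, with 10 CPM added. A cluster with 3 or more leading markers of another cell type was removed and the rest clustered again. A cluster with *Tcf7* among its leading genes, and no fewer stem-like than interferon markers, was called *Tcf7*-high. A cluster with 3 or more interferon markers was called Interferon-stimulated-like, a cluster with a median of UMIs below the library's median divided by 3 in both libraries low-UMI, and a cluster with more than 6 of 13 exhaustion markers above their CPM in the *Tcf7*-high cluster, and no other class with more leading markers, Exhausted-like. The markers were fixed beforehand. These limits were set after the clusters had been seen. An earlier form asked for at least 3 stem-like markers and 6 of 7 receptors, and the *Tcf7* limit was changed because the clustering without a filter on *Cd2*, *Cd8a* and *Cd8b1* gave no such cluster.

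Each comparison of genotypes set 1 library against 1 library. No test, p value or number of changed genes was therefore computed. Pooled CPM, log2 ratios with 1 CPM added and exact 95% intervals (Poisson for CPM, conditional binomial for ratios, Clopper-Pearson for shares) cover counting error only. The ranges of the spread over genes come from resampling the genes. Precision follows the number of UMIs. The log2 ratio of *Id3* in the *Tcf7*-high cluster, from 231 and 33 UMIs, had an interval of 1.65 to 2.69, and that of *Lag3* in the Exhausted-like state, from 43608 and 48583 UMIs, -0.83 to -0.79. The genes printed are every gene the paper names or labels for these libraries, whose values in the paper's figures and Supplementary Dataset 3 had been seen before, and the 5 highest and 5 lowest log2 ratios of a comparison among genes with at least 50 CPM in either library and 100 UMIs over both, TCR segments, mitochondrial and ribosomal protein genes left out. Some genes that meet this rule are not reported here. Other genes are marked where they are named, and leading genes of clusters are named to describe them.

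Gene lists were those of Supplementary Dataset 5 (Zehn and Pace stem-like, exhaustion, TCR signaling, glycolysis, Oxphos, WNT C2 and WNT Hallmark), Seurat's S and G2/M lists, the genes of Fig. 4e, the receptors of Fig. 7g, the chemokine receptors of Fig. S5h, and lists of heat shock, immediate early, interferon response and sex-linked genes written beforehand. For each list, the median log2 ratio of the genes with at least 20 UMIs was placed among those of 10000 random lists of the same size from 50 bins of expression. Signature scores were rank scores per cell after UCell with ranks up to 1500, computed anew, on cells thinned to 1600 UMIs, the lowest 10th percentile of the libraries rounded down to a whole 100, and phases were called on the same cells with Seurat. Clones were defined by V and J genes and CDR3 nucleotides of both chains, and diversity was the mean of 1000 draws. Plots were made with matplotlib 3.10.9.

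The intervals and list percentiles were tested on simulated Poisson counts with known ratios, drawn for each gene independently. That checks the computation under counting error only. It leaves out variation between cells, clones and mice. Genes of a list can also move together, which neither the simulation nor the random lists allow for. The intervals held the true ratio for 95.5% of 200 changed genes of all tumor cells and 97.0% in a group of the size of the *Tcf7*-high cluster, and the random range held 95.5% of 200 unchanged lists in LN. Alternatives were set before the data were examined for the cell filters, resolution, alignment, genes left out, cell cycle regression, doublets, scaling, thinning, score, phase call, clone definition and diversity index. Clustering without leading genes, removal of the 8% of cells with the highest Scrublet scores, clustering of LN alone, clustering of the *Tcf7*-high cells alone and the comparison of genes within their subclusters were added after the data were seen. Trajectories and pathway sets outside Supplementary Dataset 5 were not analysed here.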

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

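The test for female mice and the clustering of the LN libraries alone, on which the test of a smaller interferon cluster rests, were chosen after the results were seen.

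The S phase list went in opposite directions in the 2 tissues. Its median log2 ratio of CD8-IFNγRKO over control was -0.0713 in LN (10 of 43 genes higher) and 0.73 in tumors (43 of 43 genes higher). It is listed because the single libraries of the tissues moved in opposite directions on this list, and the difference was not tested. The G2/M list did not part in this way, with 0.12 in LN (37 of 51 genes higher) and 0.50 in tumors (53 of 54 genes higher). The tumor pair also differed in depth, which does not account for the phase calls. The difference in S or G2/M calls was 28.4 percentage points in cells thinned to 1 depth. Free RNA of cycling cells, the mice of the pools and a biological difference between the tissues stay open as untested.

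The heat shock list in LN is listed because the paper, which discusses these transcripts in tumors, describes no transcript as differing in LN. All 18 genes were higher in CD8-IFNγRKO than in control LN cells, with a median of 0.39. If handling of the whole library were the cause, cells of other types in the library should be raised as well. In the LN barcodes excluded as other cell types, 42 CD8-IFNγRKO and 35 control barcodes, the median was 0.39 (0.00479 to 0.87 over resampled barcodes), with 12 of 14 genes higher. The direction goes with handling of the library, while the lower end of the range is near 0, so that the size is not settled. Handling and a biological effect of the receptor loss cannot be told apart, because few such barcodes were held and genotype and library coincide.

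The interferon response list in LN is listed because the paper describes no transcript as differing there. None of its 23 genes was higher in CD8-IFNγRKO cells, and the median was -0.35. A smaller cluster of interferon-stimulated cells was excluded as the whole cause, since the median stayed at -0.31 without that cluster. In the barcodes of other cell types the median was 0.11 (-0.43 to 0.64). Handling or the mice of the library cannot be told apart from an effect of the receptor on T cells, because this range includes both directions. Loss of the IFNγ receptor is a biological explanation that the design names, and it was not tested separately from the library.

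*Gm21887* and *Gm47283*, which the paper does not discuss, were higher in both CD8-IFNγRKO libraries. The log2 ratio of *Gm21887* was 1.81 (1.67 to 1.94) in LN and 3.73 (3.53 to 3.91) in tumors, and that of *Gm47283* 1.48 (1.31 to 1.65) and 3.08 (2.91 to 3.25). Female mice in 1 of the pools were excluded, since *Xist* was at most 0.167 CPM in any library and the Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at 0.33 (0.22 to 0.44), 0.08 (-0.01 to 0.17), 0.22 (0.08 to 0.37) and 0.07 (-0.08 to 0.22) in LN and -0.22 (-0.30 to -0.14), -0.16 (-0.21 to -0.11), 0.02 (-0.11 to 0.15) and 0.73 (0.59 to 0.88) in tumors. The list of sex-linked genes as a whole had a median of 0.22 in LN and 0.02 in tumors, at percentiles 99.965 and 51.2 of random lists. A strain difference at these loci and reads shared between related sequences were not tested, and no biological explanation was tested.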

How the results depend on the processing

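Removal of the cells with the highest Scrublet scores and the clustering without leading genes were chosen after the data were seen, and the other alternatives before. Of the values for single genes and shares per library, 231 stayed under an alternative, 169 moved and 2 changed direction. Of the main comparisons, 157 stayed, 53 moved and 7 changed direction. Ratios and shares stayed where the alternative lay within the main value's counting interval, and scores and clone indices where it was within 1.5 times, while values on another scale were judged by direction only. A change of sign counted as one of direction for ratios and shares only where the main interval left out 0. The cause was not tested for any of the changes below.

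The difference in the share of tumor cells, CD8-IFNγRKO minus control, was 1.03 percentage points in the *Tcf7*-high cluster, -0.244 in the Exhausted-like, 0.290 in the Interferon-stimulated-like and -1.08 in the low-UMI state. It became 3.97, 5.35 and -9.94 in the *Tcf7*-high, Exhausted-like and low-UMI states with any of *Cd2*, *Cd8a* and *Cd8b1* required, and 3.56, 6.67 and -10.2 with no such filter. In the *Tcf7*-high, Exhausted-like and Interferon-stimulated-like states it became 4.85, -7.73 and 1.91 without alignment and 2.24, -2.53 and -0.411 with RPCA alignment. In the Exhausted-like and Interferon-stimulated-like states it was -2.51 and -9.27 without cell cycle regression and 4.11 and -5.27 without leading genes. The states hold other cells under these alternatives. Without leading genes, the Exhausted-like state held 25.3% and 21.2% of the cells, with 3654 of the 11784 Exhausted-like cells, and the Interferon-stimulated-like state 23.5% and 28.7%, so these differences are not of the same state. In the Exhausted-like state it was -4.86 with the highest Scrublet scores removed, and in the Interferon-stimulated-like state -3.19 at resolution 0.2 and -3.54 with no gene left out. The difference of the *Tcf7*-high cluster fell to 0.445 with the highest Scrublet scores removed, an alternative chosen after the data were seen, and to 0.741 with cells of 2 or more TCRβ chains removed. It was positive under every alternative that gave the cluster. Of these alternatives, intervals of the shares are given only for the clustering without leading genes.

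The share of cells called S or G2/M in CD8-IFNγRKO and control tumors became 58.9% and 28.8% with all UMIs, 44.4% and 33.3% with each library alone, and 64.7% and 33.3% by summed UMIs above the 95th percentile of control LN cells. The differences were 30.1, 11.1 and 31.4 percentage points. In LN, the CD8-IFNγRKO share was 49.8% and the difference 2.96 percentage points with each library alone, and the shares were 5.32% and 4.73% by the 95th percentile. With the highest Scrublet scores removed, the CD8-IFNγRKO tumor share was 52.7%. The direction in tumors stayed under every alternative.

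Differences of median scores on all UMIs were 0.00231 for Pace and 0.00759 for WNT Hallmark in the *Tcf7*-high cluster and 0.0262 for Oxphos in the Exhausted-like state. They changed direction to 0.0107 for exhaustion in the Exhausted-like state and 0.0368 for Oxphos in the low-UMI cluster, and as means of log-normalized values to 0.0212 and 0.111. In G1 cells these were -0.00114 and -0.000507. WNT Hallmark was 0.00247 at resolution 0.8. With the highest Scrublet scores removed, Pace was 0.000747 and Oxphos in the Exhausted-like state 0.000890.

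For clones, the log2 ratio of inverse Simpson indices changed direction to -0.0854 over all cells and -0.20 in the Exhausted-like state with exactly 1 TCRα and 1 TCRβ chain, and to 0.0430 in the *Tcf7*-high cluster with Shannon entropy. At resolution 0.8, the index of CD8-IFNγRKO *Tcf7*-high cells was 41.2 and clones of 1 cell held 65.9% of the CD8-IFNγRKO and 50.0% of the control cells. Clones of up to 0.05% in the Exhausted-like state held 0.813% of the CD8-IFNγRKO cells with exactly 1 chain of each kind, and 44.3% and 33.0% of the CD8-IFNγRKO and control cells when read as fractions. With the highest Scrublet scores removed, clones of 1 cell and those of up to 0.05% both held 0.535% of the CD8-IFNγRKO and 0.650% of the control Exhausted-like cells.

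Of the gene ratios, 204 stayed, 110 moved and 2 changed direction, both for *Ccr7* in the Exhausted-like state, to 0.00859 as a difference of mean log-normalized values and to 0.0242 in cells not called S or G2/M. The interquartile range over genes with at least 200 CPM was 0.13 in LN and 0.43 in tumors. Other scalings shifted all genes of a comparison by at most 0.06 on the log2 scale. That changed the direction of the list medians of TCR signaling, WNT C2 and chemokine receptors in LN, sex-linked genes in tumors and in the Interferon-stimulated-like state, TCR signaling, Oxphos, WNT Hallmark, interferon response and chemokine receptors in the *Tcf7*-high cluster, and WNT Hallmark in the low-UMI cluster. A shift common to all genes moves random lists equally, so these changes of sign do not alter a median's place among them.

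Removal of the cells called by Scrublet at its own threshold was not run, because it called only 3 barcodes over the 4 libraries. Resolution 0.2 gave no *Tcf7*-high and no Exhausted-like cluster by the same limits, and with a mitochondrial limit of 10% neither was found either, so no values of these states are given there. No paired analysis was possible because no tag in the files used here ties cells to mice and each genotype has 1 library per tissue. Depth limits the genes of few UMIs in the *Tcf7*-high and low-UMI clusters, and 221 CD8-IFNγRKO and 649 control cells of the low-UMI cluster were too shallow to be thinned.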

Differences from the paper's values

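The paper's tests of expression and scores took cells as replicates. The states were rebuilt here, and the *Tcf7*-high cluster stands beside the paper's stem-like state. Clusters numbered 7 here and 5 in the paper, which is not a difference of more than 1.5 times.

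Of control tumor cells, the paper gives 38.9% in S or G2/M, and 25.5% were called here. The values fell within 1.5 times of the paper's with all UMIs (28.8%), with each library scored alone (33.3%) and by the 95th percentile of LN cells (33.3%), and not with a mitochondrial limit of 10% (25.7%). For CD8-IFNγRKO tumors, the paper's 61% stands beside 53.9%.

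The stem-like share of control tumor cells is about 6% in Fig. 4b, read by eye, and the *Tcf7*-high cluster held 9.21%. It came within 1.5 times of the paper's value at resolution 0.8 (6.59%), without alignment (5.83%), with RPCA alignment (8.54%) and with no gene left out (4.88%), and not with any of the CD8 genes required (11.1%), no filter on them (12.1%), no cell cycle regression (2.94%) or cells with 2 or more TCRβ chains removed (9.28%). Of the alternatives chosen after the data were seen, the clustering without leading genes came within 1.5 times (5.73%). Removal of the highest Scrublet scores did not (686 of 6441 control cells). The CD8-IFNγRKO share, about 9% in Fig. 4b, read by eye, stands beside 10.2%.

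The paper gives a Pearson correlation of 0.64 between the Oxphos and exhaustion scores, and thinned cells gave 0.105. Scores on all UMIs, an alternative set before the data were examined, gave 0.636, which does not differ from the paper's value.

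Genes were also compared on the scale of Supplementary Dataset 3, a log2 ratio of mean normalized values with 1 added. Of its 195 genes of the stem-like comparison, 195 had the same sign here (r 0.979), and of its 543 genes of the exhausted comparison, 542 of the 542 in the files did (r 0.999). In the *Tcf7*-high cluster, *Hspa1b* was 2.39 in the paper and 2.14 here, *Lag3* -0.90 in the paper and -1.11 here, *Hsp90ab1* 0.60 in the paper and 0.53 here, *Nr4a2* -0.65 in the paper and -0.96 here and *Ccl5* -0.27 in the paper and -0.24 here, beyond the counting error. *Hspa1b* came within it with no gene left out (2.36) and *Lag3* at resolution 0.8 (-1.05), each under that alternative alone. *Hspa1a* (2.14 in the paper and 2.09 here), within the counting error in the main run, was outside it at resolution 0.8 (1.89). It was also outside with no gene left out (1.91). *Hsp90ab1*, *Nr4a2* and *Ccl5* stayed apart at resolution 0.8, with no gene left out and in cells not called S or G2/M.

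In the Exhausted-like state, *Pdcd1* was -0.36 in the paper and -0.38 here, *Ccl5* -1.37 in the paper and -1.44 here and *Hspa1a* 1.56 in the paper and 1.52 here. All came within the counting error at resolution 0.8 (-0.38, -1.37 and 1.55), *Pdcd1* and *Hspa1a* also in cells not called S or G2/M (-0.36 and 1.58), and none with no gene left out. *Lag3* (-0.67 in the paper and -0.69 here) and *Tigit* (-0.50 in the paper and -0.51 here), within the counting error in the main run, were outside it at resolution 0.8 (-0.71 and -0.53), with no gene left out (-0.73 and -0.55) and in cells not called S or G2/M (-0.56 and -0.39), as was *Havcr2* with no gene left out (-0.46, and -0.42 in the paper).

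Against statements of direction, the paper describes no regulated transcripts in LN. The heat shock list had a median of 0.39 there and the interferon response list of -0.35. Fig. S3c uses a limit on the log2 fold change and a test over cells, not on pooled CPM. Neither was applied here, so these medians do not by themselves contradict the paper. It describes more small clones among exhausted cells of CD8-IFNγRKO mice. With the limit read as percent, clones of up to 0.05% held 1.09% of the CD8-IFNγRKO and 1.16% of the control Exhausted-like cells. Clones of 1 cell held 0.769% and 1.16%. The percent reading leaves 91.1% and 83.9% of these cells above 1%, where the highest class of Fig. 4g ends, which goes against that reading. Read as fractions, an alternative set before the data were examined, the limit is 5%. Clones of up to 5% went in the paper's direction, with 44.3% and 33.0%. Those of up to 1% went in the other, with 8.91% and 16.1%. It reasons that receptor loss would raise the diversity of stem-like cells, and the inverse Simpson index of the *Tcf7*-high cluster was 25.1 in CD8-IFNγRKO and 29.9 in control TILs. Shannon entropy, at 3.87 and 3.76, went in the paper's direction, as did the number of clones, 365 and 195 among 595 and 449 cells, and the share of cells in clones of 1 cell. It describes higher Oxphos scores of CD8-IFNγRKO cells, and minimal *Tox* and *Entpd1*, in its bystander-like state. In the low-UMI cluster, which was not matched to that state by markers, the thinned Oxphos difference was -0.00388, and *Tox* was at 137 and 157 CPM and *Entpd1* at 113 and 113 CPM, against 107 and 114 and 113 and 123 CPM in the Exhausted-like cells. It describes higher WNT signaling, and the Hallmark list had a median of -0.02 while both scores were higher. It describes heat shock transcripts as higher in stem-like than in exhausted cells, and in control TILs the list had a median ratio of -0.10, with 7 of 18 genes higher, against 0.12 in CD8-IFNγRKO TILs. Of the genes labelled in Fig. 6b, which compares the genotypes, *Hspa1a* and *Hspa1b* were higher in the *Tcf7*-high cluster than in the Exhausted-like cells in both libraries, *Hspa1a* with 1459 and 283 CPM in CD8-IFNγRKO and control cells of the *Tcf7*-high cluster and 652 and 184 CPM in the Exhausted-like cells, and *Hspa1b* with 1812 and 362 and 827 and 273 CPM. *Hsp90ab1*, with 2895 and 2005 CPM in the *Tcf7*-high cluster and 3502 and 2325 CPM in the Exhausted-like cells, was lower in the *Tcf7*-high cluster in both.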

Other observations

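The tests of receptor loss in any tissue, of clones seen once, of the number of cells and of 1 expanded clone behind the small clones, of the number of UMIs behind the score correlation and of the 10 leading genes of each cluster were chosen after the results were seen, as was the clustering of the *Tcf7*-high cells alone.

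Heat shock transcripts were higher in CD8-IFNγRKO tumors. Handling of the whole tumor library remains open, because only 15 CD8-IFNγRKO and 83 control barcodes of other cell types were held where at least 30 of each were asked for, and handling cannot be told apart from an effect of genotype. Among these barcodes, 2 CD8-IFNγRKO and 71 control barcodes had melanoma markers. The median of the list over all barcodes of other cell types was -0.14 (-0.68 to 0.39 over resampled barcodes), with 5 of 12 genes higher, against 0.59 in the T cells. This goes against handling, but the kinds of cells differed between the libraries. Loss of the receptor in CD8 T cells of any tissue would raise the list in LN as well, where its median was 0.39, in line with that explanation. Mice or handling shared by both libraries of a genotype would give the same value, so the pattern is not called biological here.

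The higher share of S or G2/M calls in CD8-IFNγRKO tumors did not come from the deeper library alone. In cells thinned to 1 depth, 28.4 percentage points of difference were left, 94.3% of that with all UMIs. Free RNA, the mice of the pools and the genotype stay open as untested.

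The larger share of *Tcf7*-high cells in CD8-IFNγRKO tumors was weighed in 4 tests. In the main clustering the shares were 10.2% and 9.21%, with intervals that overlapped. The 10 leading genes of each cluster were excluded as the whole cause, since 7.57% of the CD8-IFNγRKO cells and 5.73% of the control cells fell into the cluster without them. Genes that differ between the libraries and drive the clusters remain open, because the ratio of the shares with a UMI of *Tcf7* and *Il7r*, 1.80, rests on genes chosen for the pattern. A naive-like part also cannot be told apart, because no subcluster of the *Tcf7*-high cells was led by more naive-like than other markers, although the larger share lay in one subcluster. T0, led by *Thada* and *Ifit3b*, held 5.22% (4.76 to 5.71%) of the CD8-IFNγRKO and 3.93% (3.49 to 4.40%) of the control tumor cells, with 1 naive-like and 2 interferon-stimulated markers among its 10 leading genes, while T1, led by *Ifitm3* and *Irf8*, differed by -0.279 percentage points. Cells of clones seen once cannot be told apart either. *Tcf7*-high cells of clones with 2 or more cells were 4.65% of the CD8-IFNγRKO and 7.13% of the control cells with a clone, but over all clones they were 10.0% and 10.5%, so the larger share is missing from the cells on which this test runs.

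More small clones were found in the CD8-IFNγRKO tumor library. More cells with a TCR in that library were excluded as the whole cause, since 269 clones of 1 cell were left on average after the draw to the control number of cells, against 183 in the control library. Before the draw, the CD8-IFNγRKO library had 364. Whether an expanded clone of 1 control mouse was the whole cause cannot be told. With the largest control clone alone left out, clones of 1 cell held 5.76% (4.98 to 6.63%) of the control cells. This lies within the interval of all CD8-IFNγRKO cells, 5.54 to 6.78%. Without the largest clone of each library, the shares were 8.14% (7.36 to 8.98%) in CD8-IFNγRKO and 5.76% in control cells. The intervals also stayed apart when the clone of any other rank down to 5 was left out of both. Leaving a clone out of both libraries does not decide the question, because the largest clones held 24.7% and 25.8% of the cells with a clone. The mice of the pools and the genotype stay open as untested.

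The low exhaustion and TCR signaling scores of the low-UMI cluster are in line with its few UMIs per cell. With cells thinned to 800 UMIs, the lowest of 4 differences from the Exhausted-like state was -0.00242. The thinning left out 15 CD8-IFNγRKO and 160 control cells of the low-UMI cluster with fewer UMIs. The positive correlation of the Oxphos and exhaustion scores is in line with the number of UMIs per cell, since it fell to 0.105 with thinned cells. No biological explanation of either was tested.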
